# Distinct regulation of alternative polyadenylation and gene expression by nuclear poly(A) polymerases

**DOI:** 10.1093/nar/gkx560

**Published:** 2017-06-27

**Authors:** Weimin Li, Wencheng Li, Rakesh S. Laishram, Mainul Hoque, Zhe Ji, Bin Tian, Richard A. Anderson

## Abstract

Polyadenylation of nascent RNA by poly(A) polymerase (PAP) is important for 3′ end maturation of almost all eukaryotic mRNAs. Most mammalian genes harbor multiple polyadenylation sites (PASs), leading to expression of alternative polyadenylation (APA) isoforms with distinct functions. How poly(A) polymerases may regulate PAS usage and hence gene expression is poorly understood. Here, we show that the nuclear canonical (PAPα and PAPγ) and non-canonical (Star-PAP) PAPs play diverse roles in PAS selection and gene expression. Deficiencies in the PAPs resulted in perturbations of gene expression, with Star-PAP impacting lowly expressed mRNAs and long-noncoding RNAs to the greatest extent. Importantly, different PASs of a gene are distinctly regulated by different PAPs, leading to widespread relative expression changes of APA isoforms. The location and surrounding sequence motifs of a PAS appear to differentiate its regulation by the PAPs. We show Star-PAP-specific PAS usage regulates the expression of the eukaryotic translation initiation factor *EIF4A1*, the tumor suppressor gene *PTEN* and the long non-coding RNA *NEAT1*. The Star-PAP-mediated APA of *PTEN* is essential for DNA damage-induced increase of PTEN protein levels. Together, our results reveal a PAS-guided and PAP-mediated paradigm for gene expression in response to cellular signaling cues.

## INTRODUCTION

Most eukaryotic mRNAs employ cleavage and polyadenylation (CPA) for 3′ end maturation (1,2). After cleavage of the RNA polymerase II-bound nascent RNA, the RNA is polyadenylated to ∼250 nt in mammalian cells and ∼50 nt in yeast (3). The poly(A) tail is important for mRNA metabolism at multiple levels, including nuclear export, mRNA stability and translation (4). Dynamic regulation of the poly(A) tail length through deadenylation and cytoplasmic polyadenylation plays an important role in early development and neuronal functions (3,4).

The machinery responsible for CPA includes several subcomplexes (5), such as the Cleavage and Polyadenylation Specificity Factor (CPSF), comprising CPSF-160, CPSF-100, CPSF-73, CPSF-30, Fip1 and WDR33; the Cleavage Stimulation Factor (CstF), comprising CstF-50, CstF-64/CstF-64τ and CstF-77; the Cleavage Factor (CF) I, comprising CFI-25, CFI-59 and CFI-68; CF II, comprising Pcf11 and Clp1; and a number of single proteins, such as symplekin, nuclear poly(A) binding protein (PABPN1) and poly(A) polymerase (PAP).

Three canonical nuclear PAPs have been identified in mammalian cells, including PAPα and PAPγ/neo-PAP, both of which are ubiquitously expressed PAPs (6,7), and PAPβ, whose expression appears to be restricted to testis (8). Star-PAP, also known as Tut1, is a nuclear, non-canonical PAP that also has terminal uridylyltransferase activity. Star-PAP can be regulated by the lipid messenger phosphatidylinositol-4,5-bisphosphate (PI4,5P_2_) and its associated protein kinases (9–13). Previous studies have shown that Star-PAP directly binds target pre-mRNAs upstream of the PAS and recruits CPSF for 3′ end cleavage (10,12). In contrast, the canonical PAPα and PAPγ displayed low affinity for RNA (14), and their interactions with substrate RNA require the CPA machinery (15). Additionally, Star-PAP and PAPα appear to be mutually exclusive in mRNA processing complexes, and certain Star-PAP associated kinases were not detected in the complex containing PAPα (13).

Most protein-coding genes in eukaryotes have multiple PASs to generate alternative polyadenylation (APA) mRNA isoforms (16–20). APA occurring in 3′ terminal exons typically changes the length of 3′ untranslated region (3′UTR), whereas APA in upstream introns or exons leads to isoforms with different coding sequences (CDS) and 3′UTRs. Consequently, APA isoforms have different post-transcriptional properties and/or protein-coding potentials. APA has been shown to be dynamically regulated across tissues and under different cellular conditions (21,22). For example, it was reported that APA caused global shortening of 3′UTRs in proliferating cells compared to quiescent cells (23,24). Conversely, progressive lengthening of 3′UTRs was observed during cell differentiation and early development (25,26).

A number of mechanisms have been found to regulate APA (19,27), including core CPA factors, various RNA-binding proteins (RBPs) and splicing factors. Most of the factors are believed to regulate the cleavage step of CPA. For example, knockdown (KD) of CFI-25 or CFI-68 caused global 3′UTR shortening whereas inhibition of Pcf11, Fip1 or CstF-64+CstF-64τ led to global 3′UTR lengthening (28,29). However, factors involved in the polyadenylation step have also been implicated in APA. First, PABPN1, generally believed to be important for the polyadenylation step only, has been shown to regulate PAS choice (30,31). Second, inhibition of PAPα by U1 snRNP has long been shown to regulate transcript expression (32). Consistently, functional inhibition of U1 snRNP caused activation of intronic polyadenylation (28,33), a mechanism with implications in neuronal activation (34,35) and cellular response to UV-induced DNA damage (36).

Star-PAP was previously shown to control CPA of select genes with a single PAS in response to oxidative stress and DNA damage signals (10,12,13). Here, using a high throughput 3′ end sequencing, we show genome-wide APA regulation landscapes by Star-PAP, PAPα and PAPγ. We have validated APA of several key genes regulated by Star-PAP, including the eukaryotic translation initiation factor *EIF4A1*, the tumor suppressor phosphatase and tensin homolog deleted on chromosome 10 (*PTEN*), and the long non-coding RNA *NEAT1*. Our data indicate that individual PAPs selectively target specific PASs to regulate their usage, providing a new paradigm for the modulation of gene expression.

## MATERIALS AND METHODS

### Cell culture, transfection and treatments

Human embryonic kidney (HEK) 293 cells were obtained from American Type Culture Collection. The cell culture conditions and the transfections with the plasmids containing the wild-type (wt) or polymerase dead (pd) Star-PAP with RNAi-insensitive silent mutations (sm), wt PAPα, pLightSwitch_*PTEN* 3′UTR, pLightSwitch_*GAPDH* 3′UTR, pLightSwitch_*EIF4A1* 3′UTR-wt/mut and pLightSwitch_*NEAT1* RNA-wt/mut without the SV40 poly(A) sequence originally contained in the empty pLightSwitch_3′UTR vector (SwitchGear Genomics), as well as the siRNAs (listed in the Supplementary Data) were performed as previously described (12). The luciferase activity was measured 48 h post-transfection using the LightSwitch Assay Reagents and the BioTek Synergy 2 microplate reader (BellBrook Labs) according to the manufacturers’ instructions. The *PTEN* 3′UTR sequence inserted into the luciferase expressing vector contained the full length 3′UTR and 132 nt downstream of the most distal PAS. The *GAPDH* 3′UTR sequence inserted into the luciferase expressing vector contained the full length 3′UTR and extended 130 nt downstream of the distal PAS. The distal PAS-flanking sequences of the *EIF4A1* and *NEAT1* RNAs were 120 and 100 nt upstream and downstream, respectively, of the distal PAS site (Supplementary Figure S6). Whenever required, cells were treated with 50 μM of etoposide or the vehicle control, dimethyl sulfoxide (DMSO), for 6 h or the indicated lengths of time and harvested for analysis.

### Validation assays

Gene expression analysis using quantitative real-time RT-PCR (qRT-PCR) was carried out as described previously (12). The primers used are listed in the Supplementary Data. GAPDH expression was used as an internal control for normalization. Star-PAP regulation of mRNA isoform expression by using select PASs was evaluated using qRT-PCR analysis over the expression of the reference sequence within the same gene but was not affected by the siRNA KD of the PAPs. The siRNAs used in the validation experiments were the same as those used for global analyses. At least two individual siRNAs were tested for knockdown specificities (Supplementary Figure S1A). Immunoblotting (IB) was carried out as described (12). RNA immunoprecipitation and quantitative Real-Time RT-PCR analysis for the PAP-associated RNA expression were carried out as described previously (12).

### 3′READS

Deep sequencing of mRNA was based on the 3′ region extraction and deep sequencing (3′READS) method (37). Briefly, total RNA was subjected to one round of poly(A) selection using the Poly(A)Purist™ MAG kit (Ambion), followed by fragmentation using the RNA fragmentation kit (Ambion). Poly(A)-containing RNA fragments were isolated using the MyOne streptavidin C1 beads (Invitrogen) coated with a 5′ biotinylated chimeric U_5_T_45_ oligo (Sigma) at room temperature for 1 hr in the binding buffer (10 mM Tris–HCl pH 7.5, 150 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA)), followed by washing with the washing buffer (10 mM Tris–HCl pH7.5, 1 mM NaCl, 1 mM EDTA, 10% Formamide). RNA bound to the beads was digested with RNase H (5U in 50 μl reaction volume) at 37°C for 1 h, which removed the poly(A) sequence and eluted RNA from the beads. Eluted RNA fragments were purified by phenol:chloroform extraction and ethanol precipitation, followed by phosphorylation of the 5′ end with T4 kinase (NEB). Phosphorylated RNA was then purified by the RNeasy kit (Qiagen) and was sequentially ligated to a 5′-adenylated 3′ adapter (5′-rApp/NNNNGATCGTCGGACTGTAGAACTCTGAAC/3ddC) with the truncated T4 RNA ligase II (Bioo Scientific) and to a 5′ adapter (5′-GUUCAGAGUUCUACAGUCCGACGAUC) by T4 RNA ligase I (NEB). The resultant RNA was reverse-transcribed to cDNA with Superscript III (Invitrogen), followed by 12 cycles of polymerase chain reaction (PCR) amplification with Phusion high fidelity polymerase (NEB). cDNA libraries were sequenced on an Illumina Hiseq 2000 sequencer (1 × 100 nt).

### Identification of PASs

3′READS reads were mapped to the human genome (hg19) using bowtie2 (local mode). Uniquely mapped reads (with MAPQ score > 10) that had at least two additional 5′ Ts not aligned to genome (presumably derived from the poly(A) tail) were named PAS supporting (PASS) reads and were used to calculate PAS isoform expression. PASs located within 24 nt were iteratively clustered as previously described (38), and the site with the greatest number of PASS reads in a cluster was identified as the representative PAS for the cluster. We required a PAS to be supported by at least two PASS reads and the relative abundance of transcript using the PAS to be >5% in a gene in at least one sample.

### Gene and PAS-based transcript expression analyses

The gene or PAS expression level was calculated as the total PASS reads assigned for a gene or one PAS, and was measured by the RPM value (number of reads per million uniquely mapped PASS reads in a sample). mRNAs and long non-coding RNAs (lncRNAs) annotations were obtained from the Refseq database. The expression change of a gene or PAS between two samples (e.g. KD and siCtrl) was calculated by the log 2 based ratio of their RPM values. For relative PAS-based transcript expression analysis, the Significance Analysis of Alternative Polyadenylation (SAAP) method (Li *et al.*, (28)) was used to examine whether the relative expression of two PAS isoforms (e.g. two PASs in 3′UTR) or PAS groups (e.g. PASs in upstream regions versus PASs in 3′-most exons) is significantly different between two comparing samples. For 3′UTR APA, relative expression difference (RED) was calculated as log2Ratio of read number of distal PAS isoform to that of proximal PAS isoform.

### Star-PAP-binding motif score

Star-PAP binding Position Frequency Matrix (PFM) was downloaded from cisBP-RNA website (Ray *et al.*, (39)). The PFM of Star-PAP was a seven by four position matrix. We used this PFM to scan the −100 to +100 region of each PAS identified from our 3′READS data. The Star-PAP-binding motif score was calculated as follows: for each position of a given sequence, a seven nucleotide (7-mer) region starting at the position was examined. The score for the 7-mer was calculated as }{}$\sum\nolimits_{p = 1}^7 {(fp,n*Ip)}$, Where *fp, n* is the relative frequency of the nucleotide *n* at position *p* as defined in the PFM, and *I_p_* is the information content of position *p*. }{}$Ip = 2 - ( { - \sum\nolimits_{n = 1}^4 {({f_n}lo{g_2}{f_n})} } )$, where *f_n_* (*n* = 1 to 4) is relative frequency of each of the four nucleotides. Scanning was carried out by a PERL script, and results were plotted using the program R with lines smoothed by the LOWESS function (smoother span *f* = 0.05).

### Other bioinformatics analyses

Gene Ontology (GO) analysis was based on the Fisher's exact test. GO annotation of genes was obtained from the NCBI Gene database. To identify sequence motifs around PASs, we separated PASs into different groups based on their isoform expression change after PAP KDs. Frequencies of k-mers (*k* = 4) in different regions (e.g. −100 to −41 nt upstream of the PAS) were counted and compared using the Fisher's exact test.

### RNA immunoprecipitation and quantitative Real-Time RT-PCR

As described previously (12).

## RESULTS

### Nuclear PAPs regulate transcript abundance genome-wide

PAPα, PAPγ and Star-PAP are three currently known, ubiquitously expressed nuclear PAPs (6,13). We asked whether these PAPs regulate the expression of transcripts using different PASs. To this end, we knocked down the expression of these PAPs individually as well as knocked down both PAPα and PAPγ at the same time in HEK293 cells using siRNAs (Supplementary Figure S1), and subjected total cellular RNA to the 3′ end-based RNA sequencing method, 3′ region extraction and deep sequencing (3′READS) (37). 

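HEK293 is an established line of human embryonic kidney cells, and siCtrl cells received a control siRNA. 3′READS captures the 3′ end of each RNA next to its poly(A) tail, so that a read marks the site at which the RNA was cleaved and polyadenylated. Deposited counts were available for 7 libraries. Batch 1 held siCtrl, siStar-PAP, siPAPα and siPAPγ, the double KD of PAPα and PAPγ was set against the same siCtrl library, and batch 2 held siCtrl and siStar-PAP made with the 3′READS+ protocol. Each condition had 1 library per batch, so there was no replicate within a batch, and only siCtrl and siStar-PAP had a second library. The siCtrl counts were identical at 33941 of the 34060 PASs (99.7%) listed both in the table of batch 1 and in that of the double KD. The authors mapped the reads to hg19, kept uniquely mapped reads with untemplated Ts as PASS reads, clustered PASs within 24 nt and deposited the number of PASS reads at each PAS of a RefSeq gene as counts, without normalization. These tables held 8098799 reads for siCtrl, 11163048 for siStar-PAP, 16245257 for siPAPα, 8707791 for siPAPγ, 10945712 for the double KD, and 2776382 and 2362875 for siCtrl and siStar-PAP of batch 2. They made up between 55.0% (siCtrl, batch 2) and 70.9% (siCtrl, batch 1) of the PASS reads that Supplementary Table S1 gives for the libraries. RPM values were calculated with the PASS read totals of Supplementary Table S1, which follows the paper's methods, and expression change was the log2 ratio of RPM in a KD to RPM in the siCtrl of its batch. PASs on the strand opposite to the gene, which the tables list as upstream antisense sites, were left out. The 3′ adapter given in the methods begins with random nucleotides, but no use of them to remove amplification duplicates is described. Intervals and tests on reads therefore cover counting error only and compare libraries, not conditions.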

The efficiencies of the KDs were confirmed by Western Blot analysis (Figure 1A). Each PAP KD was specific and did not appear to change the expression of the other PAPs (Figure 1A and Supplementary Figure S1). 

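TUT1, which encodes Star-PAP (chromosome 11, 62342517 to 62359109 of hg19), had 83 reads in siCtrl, 7.26 RPM, with an exact Poisson 95% interval of 5.79 to 9.00. It had 2 reads in siStar-PAP, 0.121 RPM (0.0146 to 0.437), or 1.66% of siCtrl (two-sided Fisher's exact test on the reads of both libraries, p = 6.72e-30). TUT1 stood at 9.09 RPM in siPAPα (exact p = 0.0867), 5.61 in siPAPγ (exact p = 0.100) and 8.94 in the double KD (exact p = 0.134) by the same test. PAPOLA, which encodes PAPα (chromosome 14, 96967770 to 97033453), had 71 reads in siCtrl (6.21 RPM, 4.85 to 7.84) and 12 in siPAPα (0.478 RPM, 0.247 to 0.836; 7.70% of siCtrl, exact p = 1.75e-24). In the double KD it fell to 6.24% of siCtrl, with 8 reads (exact p = 1.43e-24). PAPOLA was at 42.8% of siCtrl in siStar-PAP, with 44 reads (exact p = 9.59e-06), and at 71.8% in siPAPγ, with 66 reads (exact p = 0.0578). In batch 2 the PAPOLA reads were 45 in siCtrl and 34 in siStar-PAP (8.91 and 8.00 RPM, exact p = 0.653), and the TUT1 reads, 6 and 4, were too few to show a KD (exact p = 0.763). PAPOLG, which encodes PAPγ (chromosome 2, 60983388 to 61029221), had 5 reads in siCtrl (0.438 RPM, 0.142 to 1.02) and 15 in the library labelled siPAPγ (1.01 RPM, 0.567 to 1.67; exact p = 0.115), so that its counts could not check that label. It had 28 reads in siStar-PAP (1.69 RPM, exact p = 0.00222), 36 in siPAPα (1.44 RPM, exact p = 0.00662) and 6 in the double KD (exact p = 0.757).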

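The deposited table of batch 1 listed 54353 unique PASs in 15510 genes, and 51882 of these lay on the strand of the gene. For the double KD and its siCtrl, 47360 PASs in 14714 genes were listed, and for batch 2, 36828 PASs in 13942 genes. Genes with at least 1 read numbered 14296 in siCtrl, 13695 in siStar-PAP, 14493 in siPAPα and 14162 in siPAPγ. A few genes took different shares of the reads in different libraries. The 100 most-read genes of each library held 40.6% of the reads of the table in siCtrl, 49.7% in siStar-PAP, 44.7% in siPAPα, 42.9% in siPAPγ and 43.0% in the double KD. In batch 2 they held 36.9% in siCtrl and 42.7% in siStar-PAP.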

We obtained 4–25 million PAS-supporting (PASS) reads in each of the experimental conditions (Supplementary Table S1), corresponding to 57 802 unique PASs in 15 702 RefSeq-annotated genes. Most reads (96%) were mapped to RefSeq-defined 3′-most exons and 3′ extended regions (Figure 1B, upper panel), corresponding to 72% of all PASs. In contrast, sites located upstream of the 3′-most exon accounted for 28% of all PASs and 4% of all PASS reads (Figure 1B, lower panel), consistent with their low expression in general compared to 3′-most exon PASs (28).

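Of the PASs of batch 1 on the gene's strand, 37616 (72.5%, Clopper-Pearson 95% interval 72.1 to 72.9%) were in 3′-most exons or 3′ extended regions by the annotation in the table, and they held 95.7% of the reads of the 4 libraries. The share of PASs there was 72.0% in the table of the double KD and 75.4% in that of batch 2. With upstream antisense sites included, which made up 4.59% of the listed PASs, the share in batch 1 was 69.2%.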

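The 14266 PASs of batch 1 that lay upstream of the 3′-most exon (27.5%) were almost all in introns, at 26.2% of all PASs, and 1.25% were in upstream exons. Together they held 4.27% of the reads. By library, this share of reads was 4.83% in siCtrl, 4.94% in siStar-PAP, 3.65% in siPAPα and 4.03% in siPAPγ. In the double KD it was 3.63%, where siCtrl had 5.01% in the same table, and in batch 2 it was 4.76% in siCtrl and 4.58% in siStar-PAP.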

**Figure 1.**
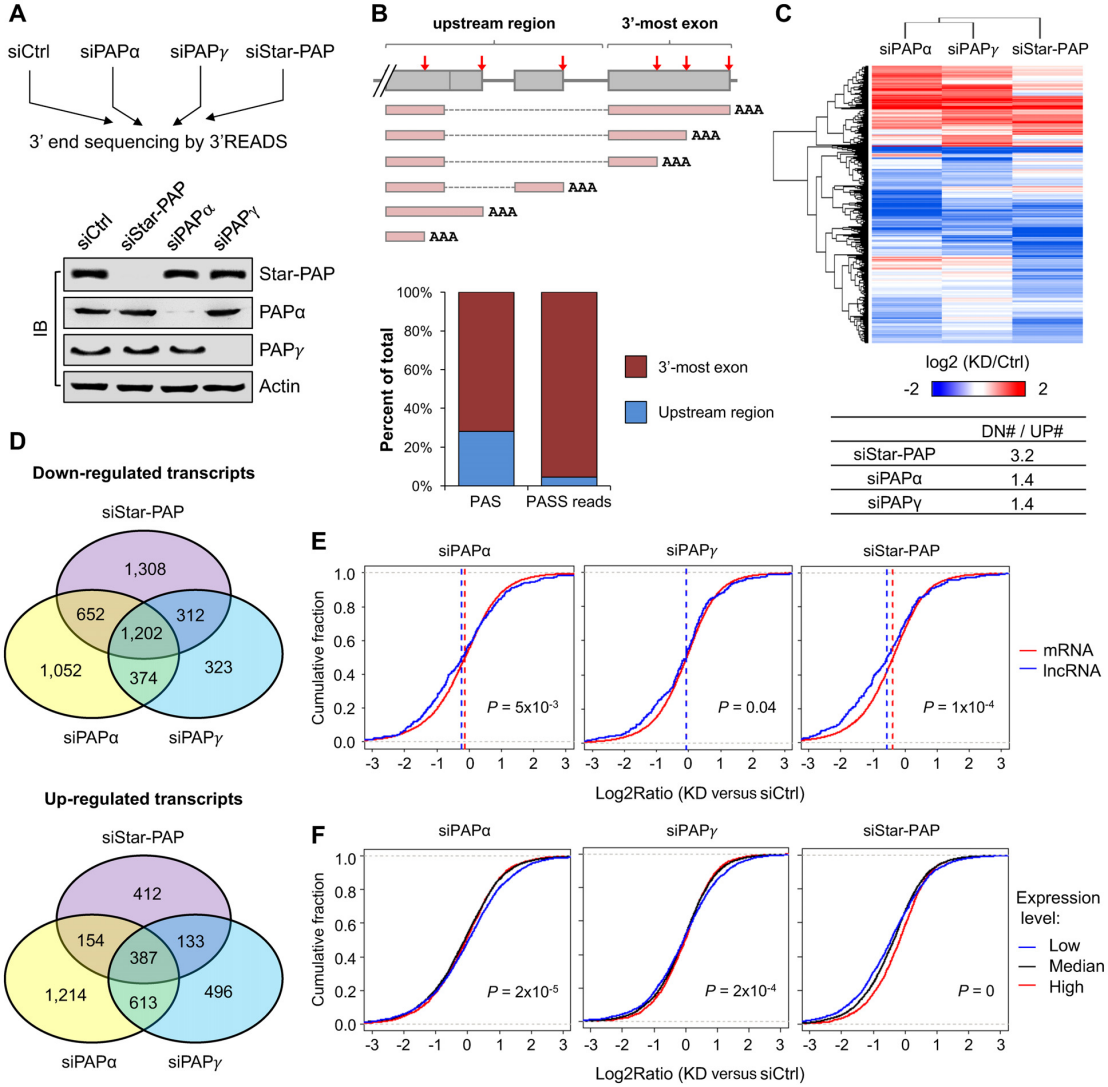
Genome-wide regulation of gene expression by PAPs. (**A**) Top, experimental design. HEK 293 cells were used. Bottom, the knockdown efficiencies of the individual PAPs were examined by Immunoblot (IB). (**B**) Top, schematic of PASs in a gene. Bottom, distribution of identified PASs and PASS reads from 3′READS. PASS reads were those with at least two non-genomic ‘A’s at the end. (**C**) Change of transcript expression level after KD of Star-PAP, PAPα or PAPγ. Each transcript was based on one PAS. Those with fold change >2 and total read counts >50 were plotted using the color scale shown at bottom. Samples were clustered using hierarchical clustering with Pearson Correlation coefficient as metric. The ratio of number of downregulated transcript to that of upregulated ones in each KD was shown in a table below the heatmap. (**D**) Venn diagrams comparing transcripts similarly or differently downregulated (top) or upregulated (bottom) upon each PAP KD. (**E**) Expression profiles of mRNAs and lncRNAs in each KD sample. (**F**) Expression levels of the different genes affected by PAP KD. Low, median and high expression genes were those <25th, 25th–75th, >75th percentiles, respectively. *P*-value was based on K-S test comparing <25th with >75th groups.

We next examined how transcripts with specific PASs were regulated in each KD sample based on their PAS. As such, multiple transcripts can belong to the same gene due to APA. Using total read number >50 and fold change >2 as the cutoff for regulation, 8,664 PAS-specific transcripts, corresponding to 6481 genes were selected (Figure 1C). 

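PASs with more than 50 reads in total over the 4 libraries of batch 1 were tested, and a PAS was called regulated when its RPM differed from that in siCtrl by more than 2-fold. With 1 library per condition, no test stood behind a call. Of 18514 PASs tested, 7720 were regulated in siStar-PAP (41.7%), 7666 in siPAPα and 6780 in siPAPγ, and 12161 PASs in 8066 genes were regulated in at least 1 of these KDs. With the total counted over the pair of libraries compared, 12994 PASs were tested for the double KD and 5076 were regulated, and 7378 were tested in batch 2 and 1288 were regulated. To learn how many calls sampling gives with no change, the reads of each PAS were drawn again 20 times with its share of the PASS reads the same in every library of the table. Independent reads gave on average 452 regulated PASs for siStar-PAP, 347 for siPAPα and 512 for siPAPγ, with 34.0 for the double KD and 17.6 for batch 2. Counts at PASs with 10 to 19 reads varied more between libraries than independent reads would, with a variance 6.14 times the binomial one in siStar-PAP. The variance was 5.38 times the binomial one in siPAPα and 4.48 times in siPAPγ, and it rose with the count, to 16.4 times at 100 to 199 reads in siStar-PAP. Reads were then drawn in groups of 5, the rounded mean of the 3 values at low counts (6 for the double KD and 3 for batch 2). These draws gave 3662, 3138 and 3566 regulated PASs for siStar-PAP, siPAPα and siPAPγ, 1471 for the double KD and 363 for batch 2. The excess variance was measured between each KD and its siCtrl, so that it includes any real change. The grouped draws therefore cannot tell how many calls arise with no change, here and wherever they are used below.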

Cluster analysis indicated that transcript expression profiles of siPAPα and siPAPγ samples appeared similar compared to that of siStar-PAP (Figure 1C). 

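Across the PASs regulated in at least 1 KD, Pearson's r between the log2 ratios (1 read added to each count) was 0.725 for siPAPα and siPAPγ (Spearman's rho 0.694), 0.574 for siStar-PAP and siPAPγ (rho 0.528) and 0.515 for siStar-PAP and siPAPα (rho 0.478). These are correlations across PASs, which are not independent replicates, and all ratios share 1 siCtrl library. Reads drawn with no change in any KD, and with the same calls made, gave r between 0.762 and 0.786 for siPAPα and siPAPγ, between 0.695 and 0.724 for siStar-PAP and siPAPγ, and between 0.768 and 0.807 for siStar-PAP and siPAPα over 3 draws. With reads drawn in groups, these ranges were 0.678 to 0.699, 0.618 to 0.637 and 0.711 to 0.720. With independent reads, the sharing of siCtrl and the choice of PASs past the fold change together gave correlations of this size. Only 915 to 964 PASs were called in each of these draws. Over all tested PASs, without that choice, r for siPAPα and siPAPγ was 0.714, against 0.611 to 0.622 in the draws. For siStar-PAP it was 0.574 with siPAPγ, against 0.569 to 0.581, and 0.516 with siPAPα, against 0.633 to 0.644. Only the correlation between siPAPα and siPAPγ was above the range from grouped reads. The variance of grouped reads includes any real change, so a place inside or outside that range decides nothing about a KD effect. The setting that moved r most was the restriction to PASs with more than 200 reads, with 0.806, 0.687 and 0.636 in the same order.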

Overall, more transcripts were downregulated than upregulated in expression across all of the KD samples (Figure 1C), indicating that all these PAPs are important for proper mRNA expression. This bias was most conspicuous with the siStar-PAP sample, which had 3.2-fold more downregulated transcripts than upregulated ones. In contrast, the bias was 1.4-fold for the siPAPα or siPAPγ samples (Figure 1C).

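In siStar-PAP 5861 PAS transcripts were downregulated and 1859 upregulated. The numbers were 4920 and 2746 in siPAPα, and 4699 and 2081 in siPAPγ. For the double KD they were 3688 and 1388, a ratio of downregulated to upregulated of 2.66 (95% interval 2.50 to 2.83 from the number of calls), and for siStar-PAP of batch 2 they were 925 and 363, a ratio of 2.55 (2.25 to 2.89). Independent reads with no change gave ratios of 0.714 for siStar-PAP, 0.428 for siPAPα, 0.794 for siPAPγ and 0.448 for the double KD, but 1.39 for batch 2, and grouped reads gave 1.17 for batch 2. Scaling decided this balance more than any other setting. With the TMM factors of edgeR, which set the typical PAS to no change, the double KD had a ratio of 0.942 and batch 2 one of 1.20. With the size factors of DESeq2 these were 0.928 and 1.09. In batch 2 the ratio was with both below the 1.39 of independent reads with no change. That value came from 17.6 calls per draw on average, made with PASS read totals, so it cannot show that the balance equals no change. The calls therefore rest on the number of PASS reads as the measure of depth, and no spike-in RNA was in the files to set an absolute scale. From the excess of downregulated transcripts across the KD samples, the paper concludes that all of these PAPs matter for proper mRNA expression.

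**Figure D1:**
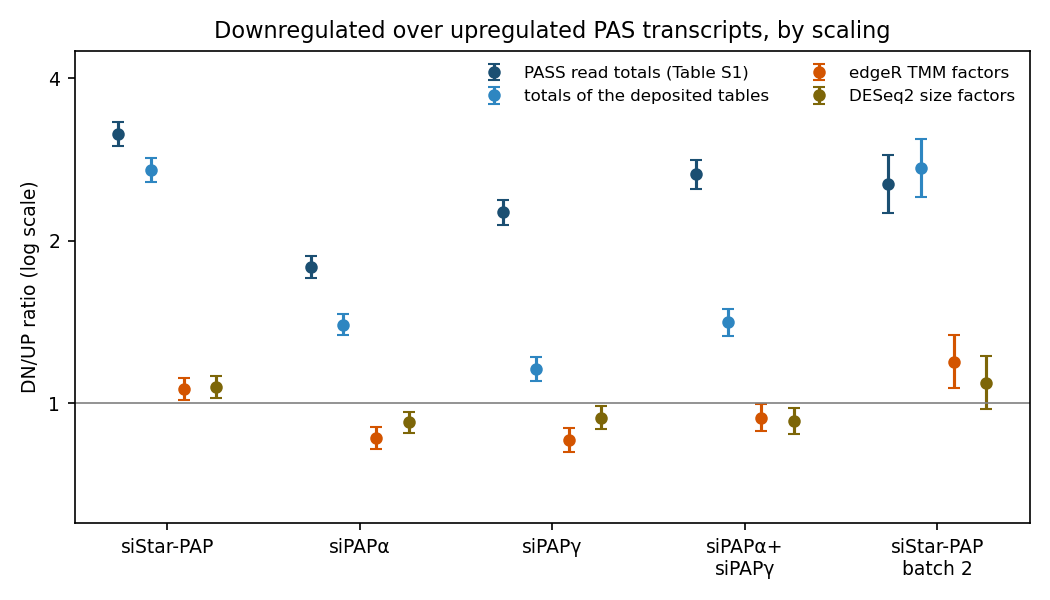
Ratio of downregulated to upregulated PAS transcripts (log scale) in each KD, with 4 ways of scaling the libraries; bars are 95% intervals from the number of calls. Lying above 1 in all KDs with both kinds of read totals, the points for TMM factors run from 0.856 (siPAPγ) to 1.20 (siStar-PAP, batch 2).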

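The ratio of downregulated to upregulated transcripts in siStar-PAP was 3.15 (95% interval 2.99 to 3.32), and the median log2 ratio of the tested PASs was −0.44. It was 2.71 with the totals of the deposited tables as the depth, 1.06 with TMM factors and 1.07 with DESeq2 size factors. In all of these scalings it was the largest of the KDs in batch 1.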

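The ratio was 1.79 in siPAPα (95% interval 1.71 to 1.88) and 2.26 in siPAPγ (2.14 to 2.38), and neither interval overlapped that of siStar-PAP. These intervals treat PASs of 1 library per KD as independent and leave out the scaling, so they do not test a difference between KDs. With the totals of the deposited tables, which hold a smaller share of the PASS reads in siPAPγ (58.9%) than in siPAPα (64.8%), the ratios were 1.40 and 1.16. Both fell below 1 with TMM factors, to 0.863 and 0.856, and with DESeq2 size factors, to 0.922 and 0.940.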

We then specifically compared regulated transcripts between three KD samples (Figure 1D). 

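Among the downregulated PAS transcripts, 35.8% of those in siStar-PAP (2101 transcripts), 42.7% of those in siPAPα and 44.7% of those in siPAPγ were also downregulated in both other KDs, and a further 26.8%, 32.7% and 35.7% in 1 other KD. Upregulated transcripts shared with both other KDs (871) made up 46.9% in siStar-PAP, 31.7% in siPAPα and 41.9% in siPAPγ, and those shared with 1 other KD 25.8%, 32.4% and 40.3%. Part of this overlap comes from the common siCtrl library. With no change and independent reads, draws gave 3.25%, 5.56% and 2.56% of the downregulated transcripts as shared by all KDs, and 32.3%, 36.1% and 31.0% of the upregulated ones. With grouped reads these shares were 13.2%, 16.7% and 13.0% for downregulated transcripts, below the observed values, and 46.1%, 50.6% and 49.1% for upregulated transcripts, close to or above them.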

About 25–35% of the regulated transcripts, either upregulated or downregulated, in each KD sample were similarly regulated in two other KD samples as well (Figure 1D) and another 27–40% of the transcripts were similarly regulated in at least another KD sample, indicating overlapping functions between the PAPs. However, about 21–44% of the regulated transcripts in each sample were unique to each individual PAP KD (Figure 1D), indicating specificity of different PAPs. 

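Transcripts regulated in 1 KD alone made up between 17.8% (upregulated in siPAPγ, 371 transcripts) and 37.3% (downregulated in siStar-PAP) of the regulated ones. For upregulated transcripts the share was 27.4% in siStar-PAP (509) and 35.9% in siPAPα (985). Grouped reads with no change gave 22.0% for siStar-PAP, 17.0% for siPAPα and 21.0% for siPAPγ among upregulated transcripts, and 54.4%, 45.4% and 54.7% among downregulated ones. From the shares that are common and the shares that are unique, the paper reasons that the functions of the PAPs overlap and that each PAP also has its own specificity.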

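Downregulation in 1 KD only was found for 2187 transcripts in siStar-PAP, 1208 in siPAPα (24.6% of its downregulated transcripts) and 920 in siPAPγ (19.6%). The shares rose to 44.9%, 36.2% and 26.3% under TMM factors and fell to 27.1%, 15.8% and 13.9% with a fold change above 1.5, in the same order of KDs.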

Interestingly, more transcripts showed specific downregulation in the siStar-PAP (44.0%) and siPAPα (38.4%) samples than in the siPAPγ (24.2%) sample, indicative of unique features of Star-PAP and PAPα.

Next, we examined the effect of gene expression in different PAP KDs. The expression of a gene was defined as the sum of expression (RPM values) of all the APA isoforms in a gene. As expected, we found that genes were more downregulated by siStar-PAP than by siPAPα or siPAPγ (Figure 1E, compare the median values of the three KD samples). 

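The median log2 ratio over all genes with reads in both libraries was −0.49 in siStar-PAP, −0.34 in siPAPα and −0.37 in siPAPγ. With the totals of the deposited tables as the depth it was −0.42, −0.20 and −0.10. TMM factors and DESeq2 size factors put it between −0.03 and 0.01 by construction, so that the fall of the typical gene is measured only relative to the number of PASS reads.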

Interestingly, the long non-coding RNA (lncRNA) genes were downregulated to a greater extent than mRNA genes by siStar-PAP (Figure 1E), which was less obvious in siPAPα and siPAPγ samples. 

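In siStar-PAP the median log2 ratio was −0.68 for 295 lncRNA genes (95% interval of the median from its order statistics, −0.81 to −0.53) and −0.49 for 12684 mRNA genes. Lists of mRNA genes with the same expression levels, drawn 10000 times, had a median of −0.57, and the lncRNA median stood at percentile 12.7 of them. The lncRNA median minus the mRNA median was −0.20 in siStar-PAP, −0.09 in siPAPα and −0.03 in siPAPγ. In siPAPα it stood above that of most lists of equal expression (percentile 84.2), and in siPAPγ as well (percentile 77.8).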

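Across 11289 genes with reads in every library, Pearson's r between the log2 ratios of siStar-PAP in batch 2 and in batch 1 was 0.284 (Spearman's rho 0.311). The genes are not independent replicates, and the batches share no library. The ratios of batch 2 correlated nearly as well with siPAPα (0.265) and siPAPγ (0.268) of batch 1 and with the double KD (0.241), whose batch is not given. They hardly correlated with the part of siStar-PAP that the other KDs did not share, its log2 ratio minus the mean of siPAPα and siPAPγ, with r = 0.0292. Among 2786 genes with at least 200 reads in each batch, r was 0.525 for siStar-PAP, 0.449 for siPAPα, 0.462 for siPAPγ and 0.0393 for the part not shared. A gene stood on the same side of the median change in both batches in 61.7% of cases for siStar-PAP and in 59.8% for siPAPα. A quasi-likelihood fit of edgeR to both batches, with batch as a block and 1 residual degree of freedom, called 125 genes down and 141 up in siStar-PAP at an adjusted p below 0.05, of 11614 tested. DESeq2 called 89 down and 187 up with the same design. Without the block for batch, edgeR called 0 genes, and 45 down and 17 up at an unadjusted p below 0.05. Genes with a change above 4-fold relative to the median in batch 2 and at least 50 reads were 76 down and 25 up. Where batch 1 had a ratio for them, 66 of 72 down and 24 of 24 up went the same way in siStar-PAP, and so did 68 of 73 and 23 of 24 in siPAPα.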

We found consistent trends of regulation in different batches of 3′READS experiments for siStar-PAP and knockdown of both PAPα and PAPγ at the same time (Supplementary Table S1 and Figure S2A). Further analysis also indicated that genes expressed at low levels were more likely to be downregulated by siStar-PAP, but less so by siPAPα or siPAPγ (Figure 1F and Supplementary Figure S2B). Therefore, it appears that lowly expressed genes and lncRNAs are particularly reliant on Star-PAP for expression.

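Genes were divided by mean RPM over the libraries of their table into the lowest 25%, the highest 25% and the rest. In siStar-PAP the median log2 ratio was −0.69 in the lowest group (3290 genes), −0.55 in the middle group and −0.28 in the highest group, a difference between lowest and highest of −0.41. In siPAPα the medians were −0.68, −0.33 and −0.16, a difference of −0.51, and in siPAPγ −0.67, −0.37 and −0.24, a difference of −0.44. With at least 50 reads per gene the differences were −0.38 in siStar-PAP, −0.22 in siPAPα and −0.25 in siPAPγ, and with a pseudocount of 0.1 RPM −0.61, −0.27 and −0.43, so that the rank of the KDs depends on the setting. The trend changed with the level assigned to a gene. When this level came from the siCtrl of the same comparison, where a low count by chance puts a gene in the low group and raises its ratio, the difference was +0.13 in siStar-PAP, +0.14 in siPAPα and +0.11 in siPAPγ. Taken from the siCtrl of the other batch, which shares no reads with the ratio, it was −0.14 in siStar-PAP, −0.26 in siPAPα and −0.07 in siPAPγ. Grouped reads with no change gave −0.12, −0.13 and −0.27 with the level from the mean of the libraries. With the level from siCtrl they gave +0.22, +0.11 and +0.22, so that a value above 0 arises there without any effect. No such draws were made with the level from the other batch.

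**Figure D2:**
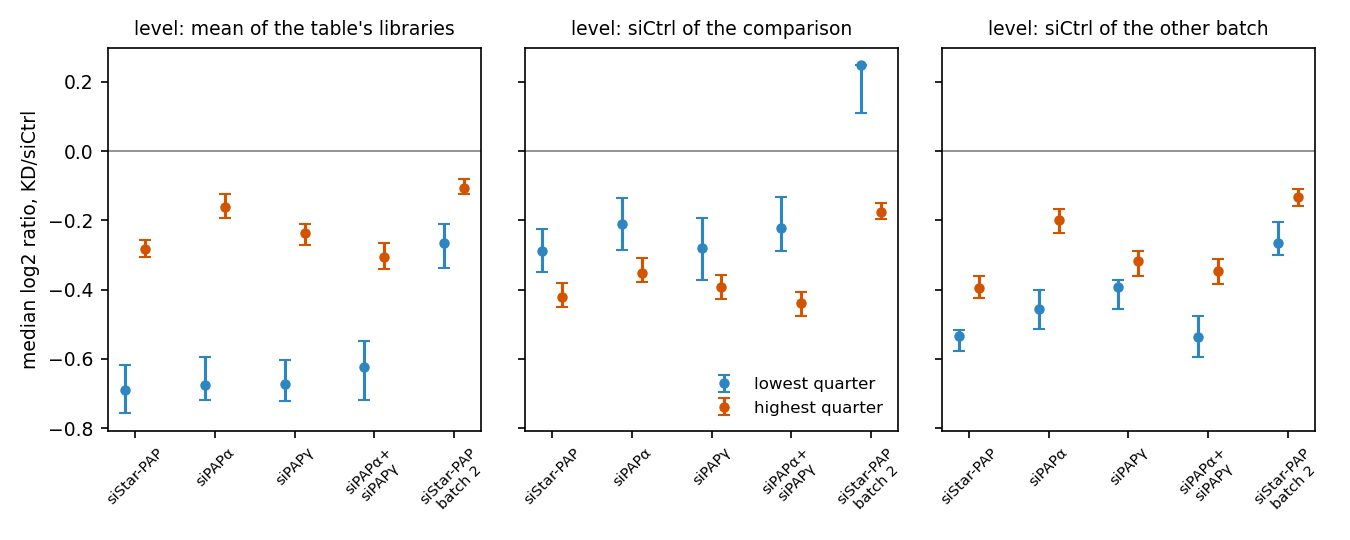
Median log2 ratio (KD over siCtrl) of the lowest (blue) and highest (orange) 25% of genes by expression level in each comparison, with the level taken from the mean of the table's libraries, from the siCtrl of the comparison or from the siCtrl of the other batch. Bars are 95% intervals from order statistics, and the blue point of siStar-PAP stands at −0.69, −0.29 and −0.53 from left to right.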

Analysis of GO information revealed that each of the nuclear PAPs controlled select sets of genes involved in distinct biological functions (Supplementary Table S2). For instance, genes downregulated by siPAPα tended to function in post-embryonic development; those downregulated by siPAPγ appeared to be involved in cell-type specific apoptotic process; and genes downregulated by siStar-PAP tended to participate in regulation of chromosome organization. By contrast, genes downregulated by all three KDs tended to have functions in neuron differentiation, extracellular matrix organization, response to organic cyclic compound, etc. (Supplementary Table S2). Taken together, our genome-wide profiling of PAS-specific transcripts and genes indicates that a large number of genes depend on PAPs for expression, and different PAPs influence the abundance of transcripts using different PASs to variable degrees.

### Selective PAS usage modulated by PAPs

The overlapping yet different coverage of PAS-specific transcripts by the PAPs (Figure 1C and D) suggests that the individual PASs are selectively processed by different PAPs. To address this hypothesis more specifically, we examined relative expression of APA isoforms using different PASs in the same gene. 

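The code of SAAP was not in the files, so that each PAS was compared with the other PASs of its gene by a two-sided Fisher's exact test on the reads of the KD and siCtrl libraries and called at a Benjamini-Hochberg adjusted p below 0.05. In siStar-PAP 6454 of 10091 genes tested had at least 1 regulated isoform, in siPAPα 6875 of 10417, and in siPAPγ 5185 of 10346. A call in any of these KDs was made for 8656 genes, and in all of them for 3620. The grouped draws include any real change between KD and siCtrl in their variance, so they do not give the number of calls without change. A draw of grouped reads with no change gave 4904 downregulated and 4135 upregulated isoforms in siStar-PAP, where 6615 and 7034 were called. It gave 5522 and 4082 in siPAPα (8147 and 6933 called) and 4282 and 4176 in siPAPγ (4848 and 4858 called), and independent reads gave 0. The setting that moved these numbers most was division of the reads by the excess variance between libraries at low counts, which left 272 genes in siStar-PAP, 827 in siPAPα and 437 in siPAPγ. The double KD had 6475 genes with a call and siStar-PAP of batch 2 had 1126.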

Using the Significance Analysis of Alternative Polyadenylation (SAAP) method (28) (see ‘Materials and Methods’ for detail), we identified 8037 genes with significant APA regulation in the KD samples (Figure 2A and Supplementary Figure S3A). 

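Of the isoforms called downregulated, 33.5% in siStar-PAP, 27.2% in siPAPα and 45.8% in siPAPγ were downregulated in all 3 KDs, and of those upregulated 20.8%, 21.1% and 30.2%. Grouped reads with no change, set against 1 siCtrl library, gave 22.9%, 20.4% and 26.3% for downregulated isoforms and 18.4%, 18.6% and 18.2% for upregulated ones. Independent reads gave no call to share.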

Similar to transcript-based analysis result, a large fraction of regulated APA events were common to the three KD samples (Figure 2B), indicating overlapping functions of the three nuclear PAPs. Uniquely regulated APA events were also frequent, especially in siPAPα and siStar-PAP samples (Figure 2B). 

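Isoforms regulated in 1 KD only made up 37.7% of those downregulated in siStar-PAP (2493 isoforms), 40.7% in siPAPα (3318) and 17.9% in siPAPγ (869). Among upregulated isoforms they made up 57.9% in siStar-PAP (4076), 48.5% in siPAPα (3365) and 33.7% in siPAPγ (1636). Grouped reads with no change gave 39.2%, 42.8% and 37.9% for downregulated isoforms and 48.7%, 45.4% and 52.6% for upregulated ones. Of 6109 regulated isoforms of siStar-PAP that could be compared in batch 2, 57.4% changed in the same direction there (56.2 to 58.7%). Of the regulated isoforms of siPAPα, compared with the same siStar-PAP library of batch 2, 56.5% did, and of those of siPAPγ 57.6%.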

Interestingly, isoforms using 3′-most PASs tended to be downregulated upon Star-PAP KD whereas those using intronic PASs tended to be upregulated under the same condition (Figure 2B). In contrast, loss of PAPα showed an opposite trend (Figure 2B). 

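In siStar-PAP 1586 isoforms using the 3′-most PAS were downregulated and 1660 upregulated, so that 48.9% of the regulated ones were downregulated (Clopper-Pearson 95% interval 47.1 to 50.6%). Of the isoforms using intronic PASs, 1501 were downregulated and 1957 upregulated, and 43.4% went down (41.7 to 45.1%).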

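In siPAPα 1458 isoforms using the 3′-most PAS were downregulated and 2258 upregulated, or 39.2% downregulated (37.7 to 40.8%). For intronic PASs the numbers were 2433 and 1106, or 68.7% downregulated (67.2 to 70.3%). The first and middle PASs of the 3′UTR lay between these, with 54.1% downregulated.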

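In siPAPγ 1121 isoforms using the 3′-most PAS were downregulated and 1356 upregulated, 45.3% downregulated (43.3 to 47.2%), and for intronic PASs the numbers were 1275 and 875, 59.3% downregulated (57.2 to 61.4%). The downregulated share of intronic isoforms in siPAPγ thus lay between those of siStar-PAP and siPAPα, and on the same side of an even split as that of siPAPα.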

The PAS location bias is modest in the PAPγ KD, which is globally more similar to PAPα KD than to Star-PAP KD (Figure 2A and B; Supplementary Figure S3A).

**Figure 2.**
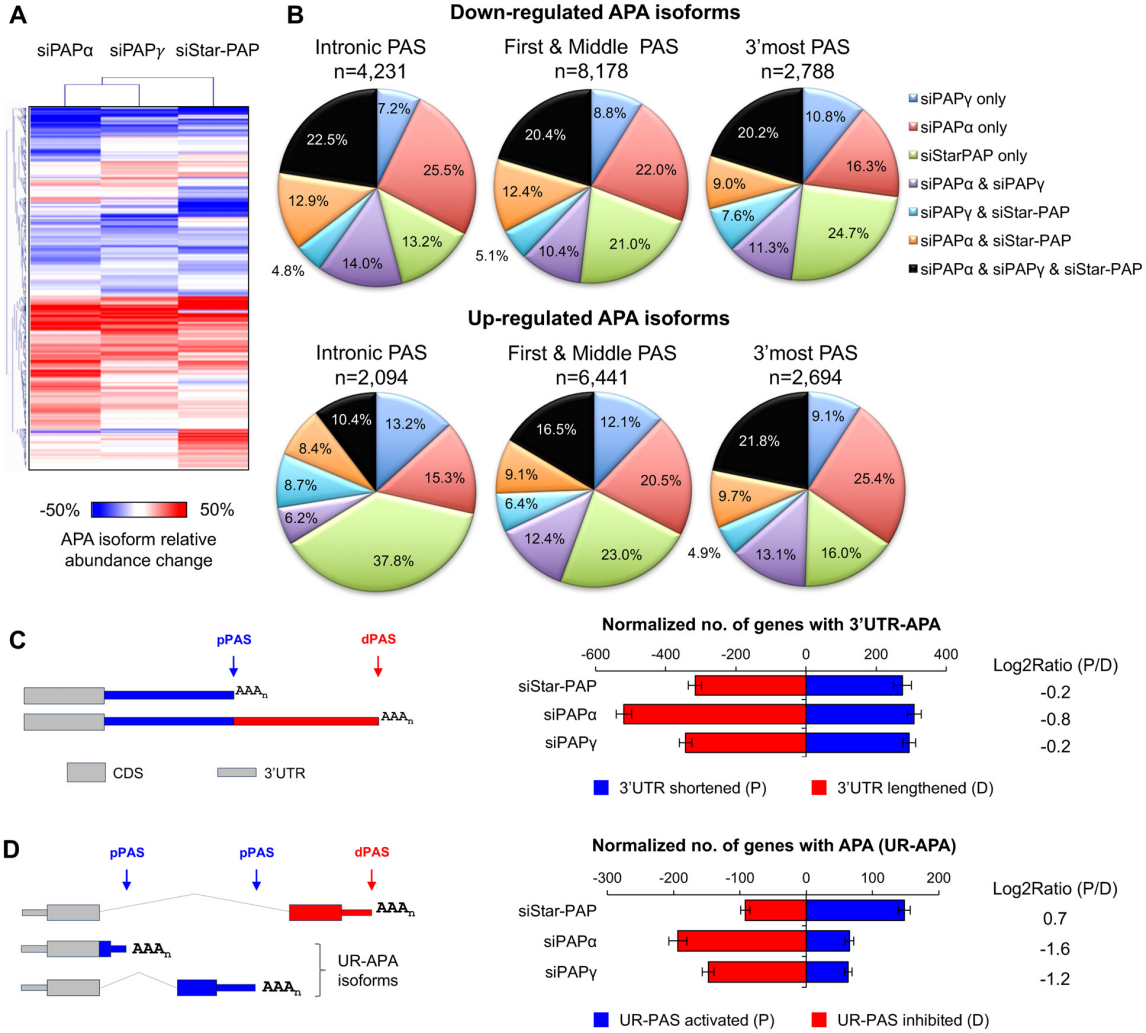
Widespread APA events regulated by PAPs. (**A**) Heatmap showing APA changes in three KD samples. Only those with significant changes (FDR < 0.05, Significance Analysis of Alternative Polyadenylation; SAAP) were selected and shown in the heatmap using the color scale shown below the plot. Samples were clustered using the hierarchical clustering with Pearson correlation coefficient as metric. (**B**) Pie charts summarizing commonly or uniquely regulated APA events. (**C**) Left, schematic of 3′UTR-APA. Right, regulation of 3′UTR-APA as analyzed by Global Analysis of Alternative Polyadenylation (GAAP). The log2Ratio of the number of genes with 3′UTR shortened (P for proximal) to the number of genes with 3′UTR lengthened (D for distal) was shown. (**D**) Left, schematic of UR-APA. Right, regulation of UR-APA as analyzed by GAAP. Right, the log2Ratio of the number of genes with UR-PAS usage activated to the number of genes with UR-PAS usage inhibited was shown.

We next asked whether PAP KDs display global trends of APA as seen with several other CPA factors (28). Using the Global Analysis of Alternative Polyadenylation method to assess the general trend of APA by taking the variation of sequencing depth into account (see ‘Materials and Methods’ section), we found that there was only mild global lengthening of 3′UTRs in the KD samples (Figure 2C and Supplementary Figure S3B), with the log2Ratio of the number of genes with 3′UTR shortening to 3′UTR lengthening being −0.2 to −0.8 for the KD samples. siPAPα showed more 3′UTR lengthening than other KDs. 

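The code of the global method was not in the files either. For genes with at least 2 PASs in the 3′-most exon, the most-read pair of PASs was compared between KD and siCtrl after every library of the table had been thinned at random to the depth of the shallowest, 20 times, with the Fisher's exact test and adjustment used for single isoforms. In siPAPα 1104 genes shifted to the proximal PAS and 1619 to the distal PAS, a log2 ratio of −0.55 (95% interval −0.66 to −0.44). It was −0.13 in siStar-PAP (−0.24 to −0.02), with 1209 and 1323 genes, and −0.12 in siPAPγ (−0.24 to 0.00), with 1134 and 1232 genes. The standard deviation over the draws was at most 0.02. The setting that moved these values most was thinning of every library to 2000000 reads, which gave −0.23 in siStar-PAP, −0.81 in siPAPα and −0.20 in siPAPγ.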

We then examined APA isoforms using upstream region PASs (UR-PAS) (Figure 2D, left panel). Interestingly, siPAPα and siPAPγ elicited general suppression of the usage of these PASs, whereas a mild activation of UR-PAS usage was observed with the siStar-PAP sample (Figure 2D, right panel and Supplementary Figure S3C). These results again indicate that each PAP regulates select APA isoforms with location preferences. 

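UR-APA was measured in the same way, from the reads at upstream PASs against those in the 3′-most exon of each gene. In siStar-PAP the log2 ratio of genes with UR-PAS usage activated to those with it inhibited was 0.44 (95% interval 0.30 to 0.58). It was −1.48 in siPAPα (−1.65 to −1.31), with 395 genes activated and 1103 inhibited, and −0.96 in siPAPγ (−1.13 to −0.79). The directions held at that lower depth, with 0.65, −1.99 and −1.52. The paper states from these profiles that the PAPs affect UR-PAS usage in opposite ways, with suppression when PAPα or PAPγ is lost and mild activation when Star-PAP is lost.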

Consistent with this, GO analysis showed that genes with regulated APA after each PAP KD were enriched for distinct GO terms (Supplementary Table S3). However, most significant GO terms were associated with genes whose APA was affected by all three PAPs, such as mRNA metabolic process, RNA processing, protein folding, etc. (Supplementary Table S3), suggesting their APA expression is highly sensitive to PAP activities in general.

### Sequence-dependent regulation of APA isoforms by Star-PAP

In order to further differentiate the PAPs on their selective usage of the PASs, we investigated whether there are sequence features around the PASs that could potentially contribute to their recognition by different PAPs. Interestingly, the PASs downregulated by Star-PAP KD tended to be associated with the canonical CPA signal AAUAAA more frequently than those downregulated by PAPα KD (Figure 3A and Supplementary Figure S4), suggesting that different sequence motifs around the PAS may be preferred by different PAPs. To address this more thoroughly, we analyzed all 4-mers enriched for regions surrounding regulated PASs. 

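AAUAAA stood within 40 nt upstream of 1299 of the PASs downregulated only in siStar-PAP, or 59.4% (Clopper-Pearson 95% interval 57.3 to 61.5%). Among the PASs downregulated only in siPAPα it stood upstream of 604, 50.0% (47.1 to 52.9%), and for siPAPγ alone the share was 58.5%. All tested PASs had it at 57.0%, and those downregulated in all 3 KDs at 55.6%. Against 10000 lists of PASs with the same expression levels, which had 55.3% and 56.2%, the share for siStar-PAP stood at percentile 100 and that for siPAPα at percentile 0. With the GC content of the region matched as well, the percentiles were 99.97 and 0.01. From such differences, the paper proposes that different PAPs may prefer different sequence motifs around the PAS.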

We found that the downregulated PASs by different PAP deficiencies displayed quite distinct 4-mer enrichments (Figure 3B). For example, the PASs downregulated only by siStar-PAP were enriched with motifs such as CAUA, UGUA, GCUA in the −100 to −41 nt region and AAUA, AUAA, CAAU in the −40 to −1 nt region (Figure 3B). This result is consistent with the observation that the PASs with the canonical AAUAAA motif tended to be downregulated by siStar-PAP (Figure 3A). By contrast, the PASs downregulated only by siPAPα showed enrichment of G-rich motifs (GGGG, GGAG, GGGU) and GCCA in the two upstream regions, respectively (Figure 3B). These results suggest that sequence motifs around a PAS play a role in determining PAS selection by the different PAPs.

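The presence of each 4-mer was compared with its share among tested PASs of equal expression, as a z score of the number of PASs that hold it. Among the 256 4-mers in the −100 to −41 nt region of PASs downregulated only in siStar-PAP, UGUA ranked 1, with a z score of 4.60, and was present at 43.9% of these PASs and 38.8% of all. GCUA ranked 18 (z = 1.83, 12.9% against 11.6%) and CAUA ranked 31 (z = 1.47, 18.1% against 16.5%). In the −40 to −1 nt region AUAA ranked 1 (z = 3.69, 72.3% against 69.9%), AAUA ranked 4 (z = 2.79, 72.1% against 70.3%) and CAAU ranked 8 (z = 2.10, 24.6% against 23.4%). When the lists were also matched on GC content, the z score of UGUA was 3.71.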

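For PASs downregulated only in siPAPα, GGGG ranked 1 in the −100 to −41 nt region (z = 4.61), present at 17.3% of these PASs and 13.3% of all, GGAG ranked 2 (z = 4.12) and GGGU ranked 6 (z = 3.38). GCCA ranked 37 in the −40 to −1 nt region (z = 2.53), where CAGG ranked 1 (z = 4.79). The mean GC content of the 100 nt upstream of these PASs was 38.9%, and that of PASs downregulated only in siStar-PAP 35.6%. With GC content matched, the z score fell to 2.20 for GGGG, 2.08 for GGAG, 1.83 for GGGU and 1.64 for GCCA.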

**Figure 3.**
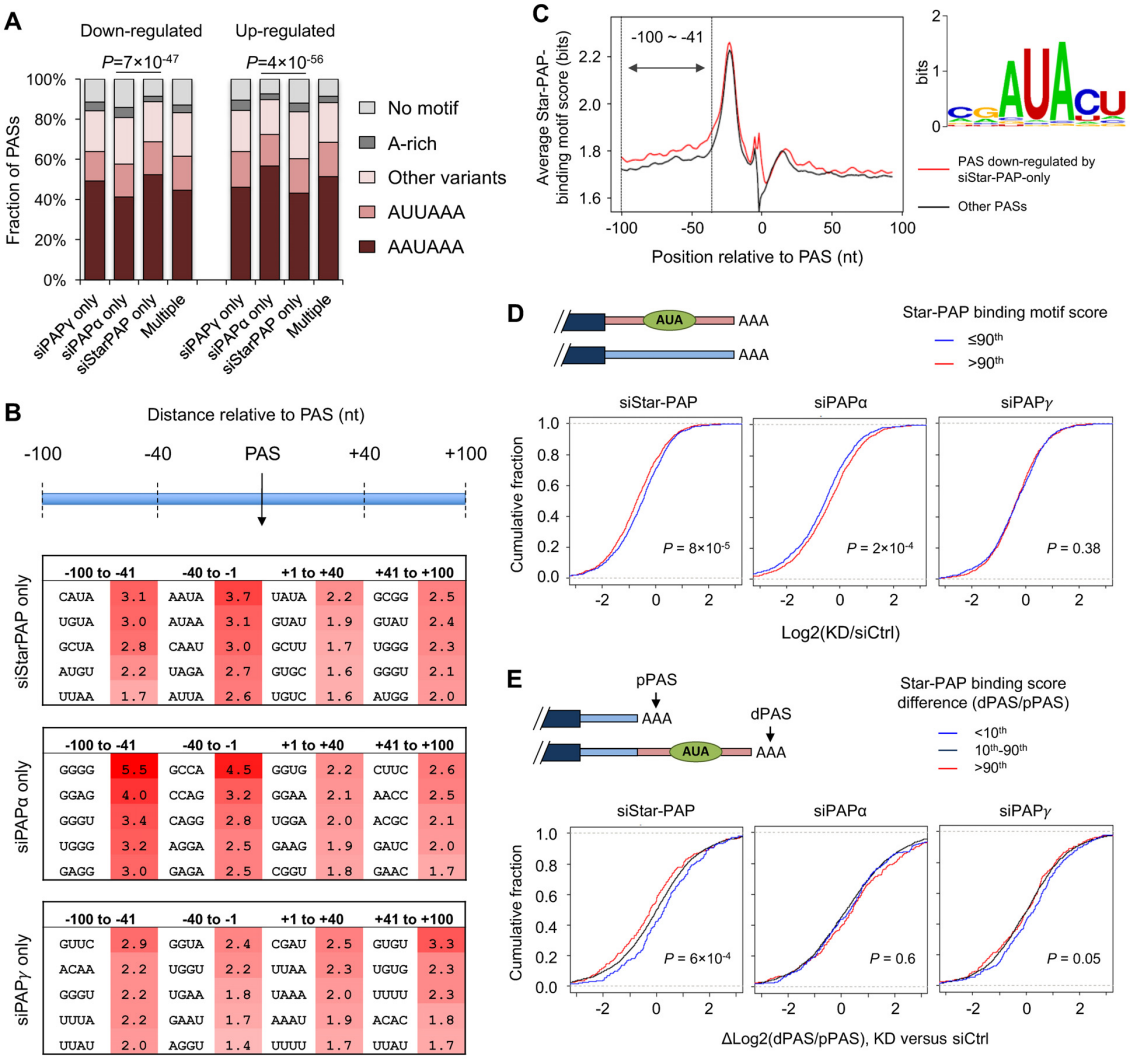
Sequence motifs associated with Star-PAP-dependent PAS usage. (**A**) Polyadenylation signal AAUAAA and its variants in the PASs that were commonly or uniquely regulated by the three PAPs. Other variants are 10 single nucleotide variants reported in (38) and A-rich motif was defined in (62). ‘Multiple’ stands for the PAS group commonly regulated by all three PAPs. Chi-square test *P*-values between siStarPAP-only and siPAPα-only groups were indicated. (**B**) Tetramers enriched for sequences around the PASs regulated by different PAPs. Numbers in the table were –log_10_ (*P*-value) (Fisher's Exact Test, see ‘Materials and Methods’ section for details). Four regions around the PAS were analyzed as indicated at the top. (**C**) Star-PAP binding motifs around the PAS. Left, Average Star-PAP binding motif scores around the PASs whose corresponding transcripts were downregulated by siStar-PAP only (red line) and other PASs (black line) that were not affect by KD of Star-PAP. Right, the Star-PAP binding motif sequence logo. (**D**) Cumulative distribution function (CDF) curve of log2Ratio of transcripts with predicted Star-PAP binding in three KD samples. Those with highly predicted Star-PAP binding were scored above the 90th percentile (red line) in the −100 to −41 nt region upstream of the PAS, while the target binding motif scores ≤90th (blue line) represent lower binding affinity. *P*-values (based on K-S test) comparing two PAS groups were indicated in the plots. (**E**) CDF curve of PAS relative expression difference (RED, see ‘Materials and Methods’ section for detail) between distal and proximal 3′UTR-PASs for three groups of genes, which were selected based on the difference in predicted Star-PAP binding between distal and proximal PAS isoforms. The Star-PAP binding prediction was based on the averaged motif score in the −100 to −41 nt region upstream of the PAS. *P*-values (K-S test) were indicated for the difference between the blue and red lines, corresponding to the <10th percentile and >90th percentile sets, respectively.

We and others recently reported a characteristic AUA element within a GC-rich sequence background for Star-PAP binding to RNA (12,39). To score the AUA element within the transcripts of the PAP-target genes, we specifically examined transcripts containing this motif in the −100 to +100 nt region of PAS that were affected by the downregulation of the PAPs (Figure 3C). Interestingly, the transcripts downregulated by siStar-PAP only showed stronger signals of this motif in the −100 to −41 nt region upstream of their PASs compared to other transcripts (Figure 3C). 

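The position matrix used for the Star-PAP motif was not in the files, and the AUA trimer was counted in its place. At least 1 AUA stood in the −100 to −41 nt region of 61.6% of the PASs downregulated only in siStar-PAP, of 53.5% of those only in siPAPα, of 60.1% of those only in siPAPγ and of 56.9% of all tested PASs. The share for siStar-PAP was above that of lists of equal expression, 58.2%, at percentile 99.985, and at percentile 98.2 with GC content matched. For siPAPα, whose lists had 57.5%, it stood at percentile 0.145, and at 68.2 with GC content matched.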

We therefore specifically scored each transcript based on the average matching score of the motif in the −100 to −41 nt region, and compared transcript expression in different KD samples. 

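PASs with at least 3 AUA trimers in the −100 to −41 nt region were 12.4% of those with a ratio in siStar-PAP (2247 PASs). Their median log2 ratio was −0.56, against −0.43 for the other PASs, and stood at percentile 0.01 of lists of equal expression, whose median was −0.45. With at least 1 trimer in place of 3, the median was −0.45 against −0.43 and stood at percentile 68.2, so that the difference rests on PASs with several trimers.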

We found that the transcripts with high scores (top 10%) tended to be significantly downregulated after Star-PAP KD (Figure 3D) as compared to other transcripts (*P* = 8 × 10^−5^, K-S test). In contrast, this trend was not observed in PAPα or PAPγ KDs (Figure 3D).

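In siPAPα PASs with at least 3 AUA trimers had a median log2 ratio of −0.24, as did the other PASs, at percentile 63.9 of the lists. PASs with at least 1 trimer fell less there, with a median of −0.19 against −0.32, at percentile 100, and so did those with at least 2 (−0.20 against −0.25). In siPAPγ their median was −0.37 against −0.29 for the other PASs, at percentile 2.24 of lists with a median of −0.31. With at least 1 trimer it was −0.29 against −0.32, at percentile 100, and with at least 2 it was at percentile 3.24.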

We further compared two 3′UTR-APA isoforms from each gene for their relative abundance changes after the PAP KDs. Based on the difference in the AUA element score, we divided genes into three groups (Figure 3E, upper panel). Significantly, the gene group whose distal PAS isoform had a higher score than the proximal PAS isoform by the greatest margin (top 10%) tended to show the most significant downregulation of the distal PAS isoform relative to the proximal PAS isoform (Figure 3E). This trend was significantly more conspicuous in the siStar-PAP samples, but not seen with siPAPα or siPAPγ samples. These data further support the notion that transcripts with the AUA motif upstream of the PAS are highly dependent on Star-PAP for expression, suggesting a direct, sequence-dependent role of Star-PAP in the control of PAS usage.

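In siStar-PAP the distal isoform relative to the proximal one (RED, the log2 ratio of distal to proximal in the KD over that in siCtrl) had a median of −0.08 in the 354 genes whose distal PAS had at least 3 more AUA trimers than the proximal PAS, against 0.04 in the other genes. Lists of genes of equal expression had a median of 0.02, and that of the 354 genes stood at percentile 10.7. Where the proximal PAS had at least 3 more trimers (253 genes), the median was 0.05, at percentile 56.1.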

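In siPAPα the median RED of genes with at least 3 more AUA trimers at the distal PAS (427) was 0.17 against 0.22 in the others, at percentile 34.1 of the lists. In siPAPγ (392 genes) it was −0.11 against 0.08, at percentile 2.02. From the relation it found between motif score and isoform change, which it reports for siStar-PAP and not for the other KDs, the paper raises the possibility of a direct role of Star-PAP in PAS usage that depends on the sequence.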

### Star-PAP governs the expression of several key mRNAs and lncRNAs

To validate our genomic findings, several genes that displayed APA changes were selected for additional analysis. EIF4A1 is a helicase that unwinds the 5′UTR of mRNA for the initiation of protein translation, and is involved in embryogenesis (40) and certain disease conditions, such as cancer (41). The regulation of *EIF4A1* expression is unknown. Our 3′READS data demonstrated that two PASs were detected within the 3′UTR of *EIF4A1* mRNA (Figure 4A and Supplementary Figure S5A). 

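EIF4A1 lies on chromosome 17 from 7476142 to 7482324 of hg19, on the plus strand. The PASs compared are the proximal PAS at 7481945, with AAUAAA starting 25 nt upstream, and the distal PAS at 7482324, in the 3′-most exon, with AAUAAA starting 22 nt upstream and an AUA 61 nt upstream. The 100 nt before the distal PAS are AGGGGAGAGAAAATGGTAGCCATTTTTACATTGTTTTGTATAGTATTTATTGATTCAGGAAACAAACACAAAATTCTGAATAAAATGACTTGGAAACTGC in the genome, and the sequence after it is TGTTTGGGCTTCTCATTTCT.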

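The distal PAS of EIF4A1 held 1577 of 1634 reads of the gene in siCtrl, 96.5% (Clopper-Pearson 95% interval 95.5 to 97.3%), and 647 of 790 in siStar-PAP, 81.9% (79.0 to 84.5%; two-sided Fisher's exact test, p = 5.23e-32, 6.27e-31 after Benjamini-Hochberg adjustment over 24 such tests on named genes). It held 97.2% in siPAPα (adjusted exact p = 0.222), 95.1% in siPAPγ (adjusted exact p = 0.0528) and 95.6% in the double KD (adjusted exact p = 0.196). In batch 2 it fell from 53.3% of 2647 reads in siCtrl to 23.0% of 1836 in siStar-PAP (adjusted exact p = 7.40e-93). The distal isoform fell from 138 RPM in siCtrl to 39.1 in siStar-PAP, and stood at 214 in siPAPα and 146 in siPAPγ. The proximal isoform rose from 4.99 RPM in siCtrl to 8.64 in siStar-PAP, a ratio of 1.73 (95% interval 1.27 to 2.40). In batch 2 the distal isoform went from 279 to 99.5 RPM and the proximal one from 245 to 333. The siCtrl libraries of the batches, made with different protocols, differed more in distal usage than siStar-PAP did from siCtrl within a batch.

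**Figure D3:**
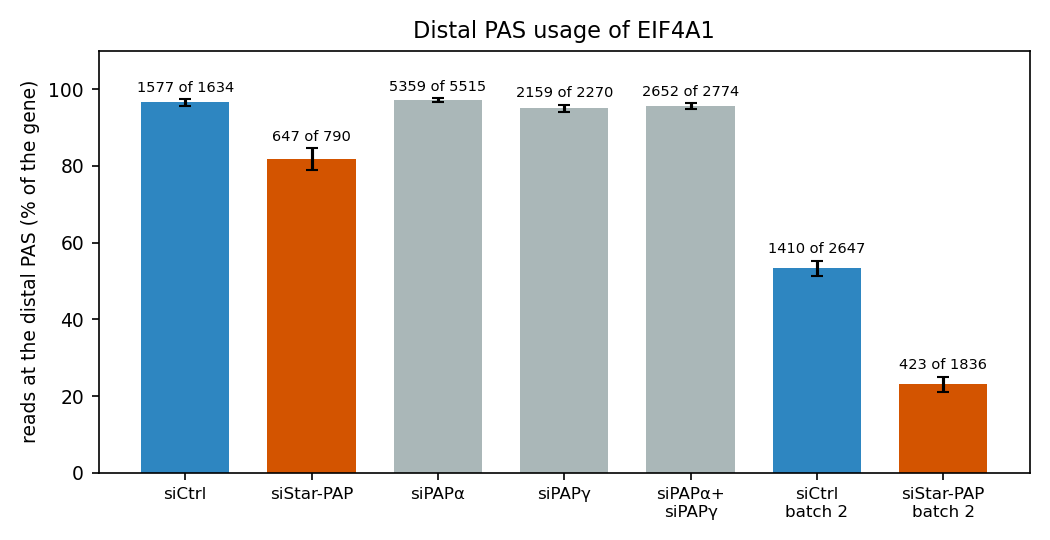
Reads at the distal PAS as a percentage of the reads of EIF4A1 in each library (siCtrl blue, siStar-PAP orange, other KDs grey), with the read numbers above the bars and Clopper-Pearson 95% intervals. siStar-PAP stands at 81.9% against 96.5% in siCtrl in batch 1 and at 23.0% against 53.3% in batch 2.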

Downregulation of Star-PAP, but not PAPα or PAPγ, greatly reduced the usage of the *EIF4A1* distal PAS, which has an upstream AUA motif (Figure 4A and Supplementary Figure S5A). Consistent with the 3′READS data, quantitative real-time reverse transcription PCR (qRT-PCR, Figure 4B) and IB (Figure 4C) analyses showed that Star-PAP knockdown diminished the expression of the *EIF4A1* relative transcript corresponding to the distal 3′UTR sequence and the protein levels, which could be rescued by the wt Star-PAP but not the polymerase-dead (pd) mutant, both of which carried silent mutations (Star-PAP^wt/sm^ and Star-PAP^pd/sm^) that are insensitive to the siRNA KD of Star-PAP (Figure 4C and D).

**Figure 4.**
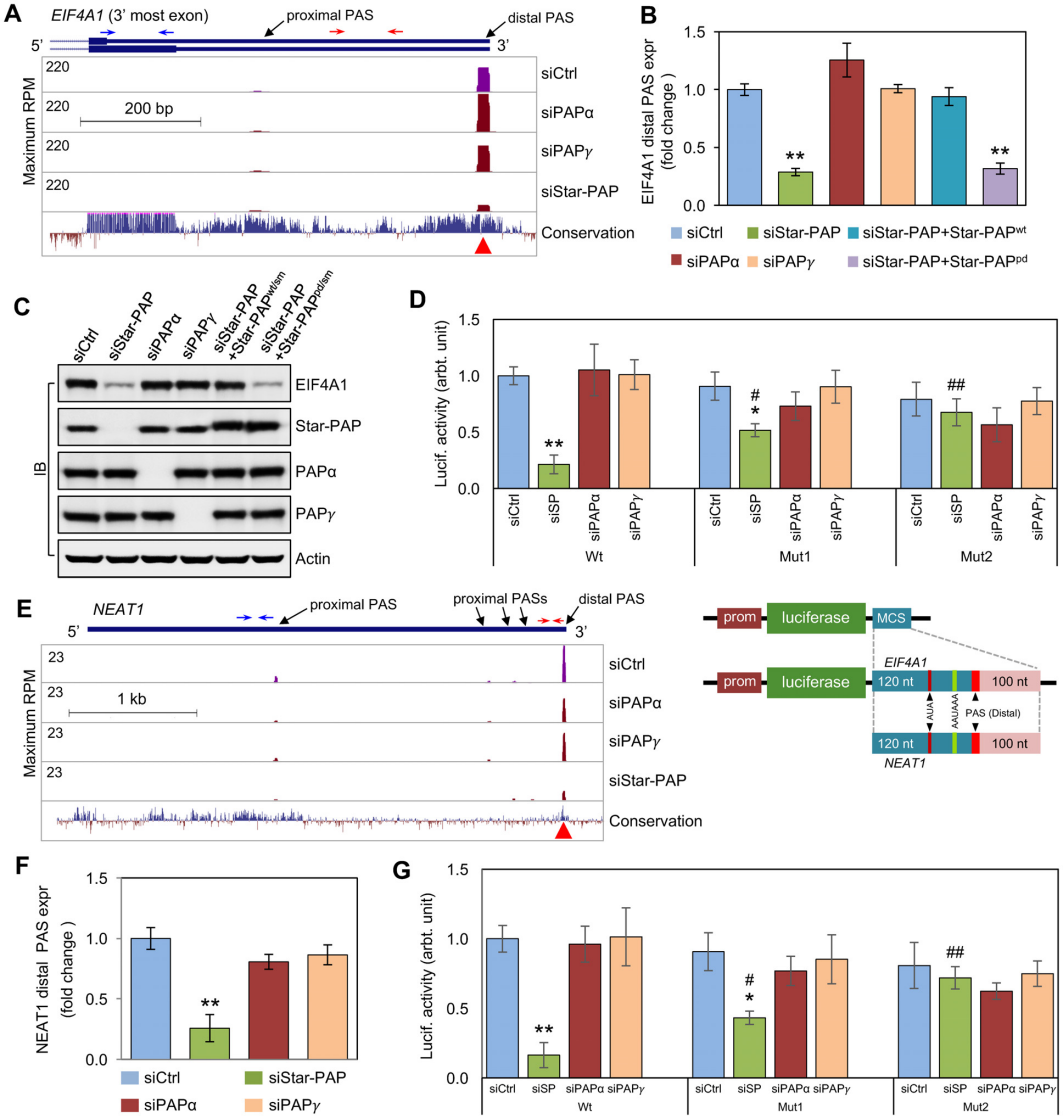
Star-PAP regulates APA of select protein-coding and lncRNA genes. (**A**) 3′READS detected marked changes in the *EIF4A1* mRNA isoform expression corresponding to the distal PAS after siRNA knockdown of Star-PAP, PAPα, or PAPγ. The PAP regulation of the expression of the *EIF4A1* mRNA isoform generated using the distal PAS (**B**) and the protein expression (**C**) was evaluated using the knockdown and rescue experiments in HEK293 cells. (**D**) Luciferase reporter assays with the *EIF4A1* distal PAS-flanking sequences that carry the wt, mutant AUA (Mut1) or mutant AUA and AAUAAA (Mut2). The bottom panel depicts the luciferase reporter constructs that were integrated into the pLightSwitch-3′UTR vector. (**E**) The effect of the PAP knockdowns on the usage of the *NEAT1* RNA PASs was detected by the 3′READS. (**F**) Star-PAP-specific regulation of the distal PAS usage was confirmed by qRT-PCR. (**G**) Luciferase reporter assays with the *NEAT1* distal PAS-flanking sequences that carry the wt, mutant AUA (Mut1) or mutant AUA and AAUAAA (Mut2). The luciferase reporter constructs were illustrated in the lower panel of (D). The primers for the relative expression of the mRNA isoform containing the distal PAS over the reference sequence of the *EIF4A1* and *NEAT1* RNAS were indicated by red and blue arrows, respectively, in (A) and (E). Error bars represent mean ± s.d. of three independent experiments with triplicates for each experimental condition. *P < 0.01 and **P < 0.001 represent the significance of the mean of three independent experiments relative to the control, and ^#^*P* < 0.01 and ^##^*P* < 0.001 were for the significance of the mean of three independent experiments relative to the siStar-PAP of the wt group based on one-way analysis of variance (One-way ANOVA) using StatPlus (AnalystSoft).

To investigate whether the AUA motif mediates Star-PAP usage of the distal PAS, we carried out luciferase reporter assays in HEK293 cells transfected with the 3′UTR reporter vector containing the wt (intact AUA) or the mutated AUA (Mut1: AUA > AAA) in the presence or absence of simultaneous AAUAAA mutation (Mut2: AUA > AAA and AAUAAA > AUUAAA; Figure 4D, lower panel and Supplementary Figure S6). The results showed that siRNA knockdown of Star-PAP markedly decreased the expression of the wt RNA sequence around the *EIF4A1* distal PAS as reflected by the reduced luciferase activities within the cells (Figure 4D). Mutation of the AUA motif alone recovered the luciferase expression to a large extent, while additional mutation of the polyadenylation signal to a less-preferred sequence for Star-PAP further reduced the effect of Star-PAP knockdown on the 3′UTR expression. In contrast, downregulation of PAPα or PAPγ had no significantly effects on the luciferase activities within the cells transfected with the wt or the mutant sequence motifs within the *EIF4A1* 3′UTR, although a trend of slight decrease in the UTR expression was observed in the mutant samples upon PAPα or PAPγ knockdown (Figure 4D).

The nuclear paraspeckle assembly transcript 1 (*NEAT1*) RNA is a polyadenylated lncRNA transcribed by the RNA polymerase II. NEAT1 serves as a critical component and is essential for the formation of the paraspeckle structure in the nucleus (42). *NEAT1* expression is required for human mammary gland development and lactation (43), and is associated with cancer progression (44). Five PASs in the *NEAT1* gene were detected by our 3′READS data (Figure 4E). 

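NEAT1 lies on chromosome 11 from 65190245 to 65213011 of hg19, on the plus strand. Batch 1 had 6 PASs in it, at 65191749, 65193409, 65193603, 65193749, 65193997 and 65197248. The last of these had 2 reads in siCtrl, 26 in siPAPα and 0 in siStar-PAP and siPAPγ, and 65193997 was taken as the distal PAS. The table of the double KD listed 7 PASs and that of batch 2 listed 4.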

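The distal PAS of NEAT1 at 65193997 had 22.5 RPM in siCtrl, 5.32 in siStar-PAP, 14.0 in siPAPα and 16.6 in siPAPγ. As a share of the reads of the gene it was 77.9% in siCtrl (257 of 330; Clopper-Pearson interval 73.0 to 82.2%) and 76.5% in siStar-PAP (88 of 115; 67.7 to 83.9%), a difference not detectable at this depth (Fisher's exact test, p = 0.796). The share was 86.9% in siPAPα (adjusted exact p = 0.00315), 87.9% in siPAPγ (adjusted exact p = 0.00286) and 86.0% in the double KD, against 77.6% in siCtrl of that table (adjusted exact p = 0.00553). In batch 2 the distal PAS had 198 RPM in siCtrl and 67.3 in siStar-PAP, and its share went from 99.5% to 97.3% (adjusted exact p = 0.00508).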

Interestingly, the distal PAS was downregulated by siStar-PAP (Figure 4E and Supplementary Figure S5B). The preferred usage of *NEAT1* distal PAS by Star-PAP was corroborated by qRT-PCR analysis using primers specific for the transcripts using the last PAS relative to the upstream first PAS expression (Figure 4F). Interestingly, we also found the AAUAAA polyA signal and a AUA sequence element upstream of the *NEAT1* distal PAS (Supplementary Figure S5). 

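Upstream of the distal PAS of NEAT1, AAUAAA starts 23 nt and an AUA 60 nt before the cleavage site in hg19. The 100 nt are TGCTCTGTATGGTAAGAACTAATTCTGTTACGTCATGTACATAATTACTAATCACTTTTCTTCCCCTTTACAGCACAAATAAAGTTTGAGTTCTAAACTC. The most proximal PAS of the gene in batch 1 also has AAUAAA 23 nt upstream.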

To test the function of these sequence elements, as described above for *EIF4A1*, Luciferase reporter assays using the cellular expression of the reporter vectors carrying the RNA sequence that contains the distal PAS of *NEAT1* with wt or mutant AUA or/and AAUAAA motifs were performed (Figure 4G and Supplementary Figure S6). Star-PAP-dependent regulation of the reporter gene expression, which associated with the existence of the wt or/and the mutant RNA motifs, was observed similar to that of the experiments for the *EIF4A1* 3′UTR mini gene expression (Figure 4G). The luciferase assay data indicate that both the AUA and the AAUAAA motifs are involved in Star-PAP-mediated gene expression, and Star-PAP selectively uses the distal PAS of *EIF4A1 and NEAT1* for the generation of their mRNAs. In the case of *EIF4A1*, its major mRNA isoform that was processed by Star-PAP using the distal PAS accounts for the cellular EIF4A1 protein levels.

Additionally, the Star-PAP-specific control of distal APA isoforms was corroborated also with several other genes, including chromatin assembly factor 1 subunit A (*CHAF1A*) and cytohesin 2 (*CYTH2*) (Supplementary Figure S7). 

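CYTH2 lies on chromosome 19 from 48972465 to 48985571 of hg19 and had PASs at 48982640, 48985141 and 48985571. Its distal PAS held 25 of 139 reads in siCtrl, 18.0% (Clopper-Pearson interval 12.0 to 25.4%), and 6 of 131 in siStar-PAP, 4.58% (1.70 to 9.70%; Fisher's exact test, adjusted p = 0.00121). It held 11.2% in siPAPα (adjusted exact p = 0.143), 13.7% in siPAPγ (adjusted exact p = 0.458) and 14.1% in the double KD (adjusted exact p = 0.524), and in batch 2 it fell from 61.3% of 137 reads to 31.1% of 74 (adjusted exact p = 9.86e-05). Between its proximal and distal PASs, CYTH2 has 1 match of 6 nt to the seed of the siStar-PAP siRNA's guide strand. It has 1 to that of the passenger strand as well. EIF4A1 and NEAT1 have 1 such match each, to the passenger strand alone. CHAF1A lies on the same chromosome from 4402637 to 4445015, with PASs at 4443242, 4443394 and 4445015. Its distal PAS held 28 of 391 reads in siCtrl, 7.16% (4.81 to 10.2%), and 0 of 454 in siStar-PAP, which allows a share of up to 0.661% (adjusted exact p = 1.49e-09). It also fell in the other KDs, to 0 of 1003 reads in siPAPα (up to 0.299%; adjusted exact p = 1.36e-15), 3 of 584 in siPAPγ (0.514%; adjusted exact p = 1.98e-08) and 4 of 645 in the double KD (0.620%). Batch 2 did not list this PAS.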

For *EIF4A1* and *NEAT1*, the sequences around the distal PAS were found to be associated with Star-PAP but not PAPα and PAPγ as demonstrated by RNA immunoprecipitation (RIP, Supplementary Figure S8). In contrast, the 3′UTR of the Star-PAP non-target *GCLC* mRNA displayed association with PAPα, and to a much less but detectable extent, with PAPγ (Supplementary Figure S8). Taken together, these data collectively indicate that Star-PAP regulates the expression of both mRNAs and lncRNAs.

### Star-PAP regulates the expression of select *PTEN* APA isoforms that control its mRNA and protein levels

PTEN plays fundamental roles in many cellular functions and human health (45–48). Genetic loss or mutations of *PTEN* are key determinants in the incidence and penetrance of cancers (49,50). Subtle reduction in PTEN protein levels enhances tumor progression (51). Transcriptional regulation of *PTEN* expression by transcription factors has been extensively studied (48,52), and microRNA (miRNA)-mediated repression of its mRNA has also been implicated in its control (46,49,53).

Multiple *PTEN* mRNA isoforms had been reported in human cells (54). However, it is unclear how APA plays a role in generating these isoforms. Our 3′READS data showed that at least five PASs were detectible within the 3′UTR of the *PTEN* mRNA (Figure 5A). KD of the three nuclear PAPs caused usage changes of different PASs to variable degrees (Figure 5A and Supplementary Figure S9). Whereas PAPα KD only slightly reduced the proximal PAS usage and siPAPγ minimally affected the PAS usage profile, Star-PAP KD markedly decreased most of the distal, especially the third to fifth, PAS usages (Figure 5A). RIP analysis exhibited that Star-PAP, but not PAPα or PAPγ, associated with the *PTEN* 3′UTR around the distal PAS (Supplementary Figure S8). These data indicate that the PAPs potentially mediate APA of the *PTEN* mRNA isoforms. Importantly, while PAPα and PAPγ KDs had no detectable impacts on the PTEN protein levels, Star-PAP KD markedly diminished the amount of the cellular PTEN (Figure 5B).

**Figure 5.**
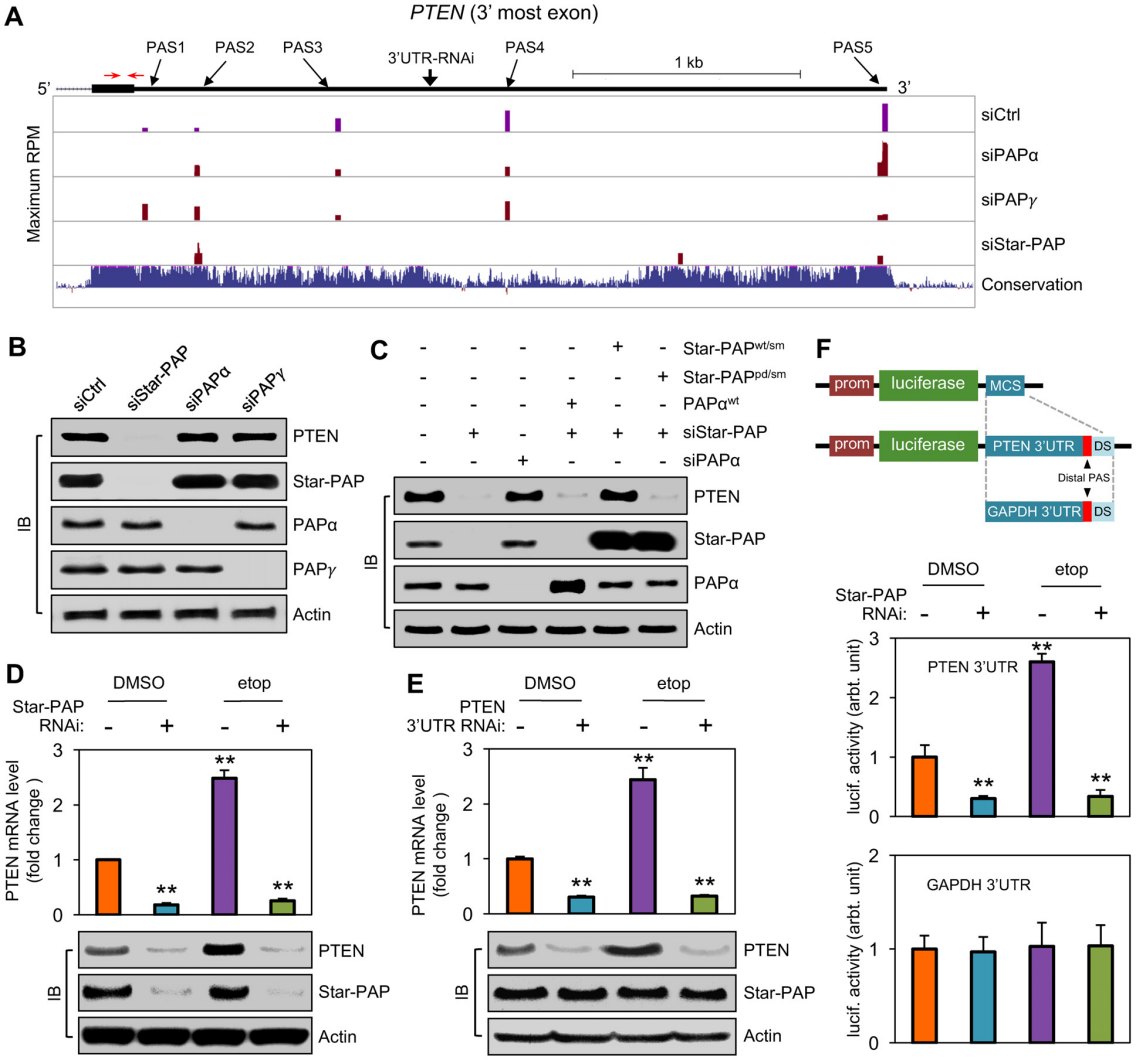
Selective usage of PAS within *PTEN* 3′UTR by Star-PAP controls cellular PTEN levels in response to DNA damage. (**A**) PAS distribution along the *PTEN* mRNA 3′UTR and the expression changes of the detected PASs after KD of the nuclear PAPs. PAS IDs and the location of the PTEN siRNA target site were indicated. (**B**) PTEN protein level changes after knocking down the individual PAPs in HEK293 cells. (**C**) Knockdown and rescue assay. No rescue of the PTEN protein expression was discerned with PAPα and Star-PAP^pd/sm^ ectopic expression after Star-PAP KD. In contrast, Star-PAP^wt/sm^ expression restored PTEN levels. (**D**) *PTEN* mRNA and protein levels in the cells with or without Star-PAP KD and in the presence or absence of DNA damage induction by etoposide treatment were examined by qRT-PCR (upper panel) and IB (lower panels). DMSO was used as vehicle control for the treatment. qRT-PCR primer pairs indicated with red arrows in (A) are located in the CDS region of the *PTEN* gene. (**E**) *PTEN* mRNA 3′UTR-specific KD reduced both basal and DNA damage-induced PTEN expression as measured by qRT-PCR for mRNA (upper panel) and IB for protein (lower panel) levels. The siRNA targeting site within the *PTEN* mRNA 3′UTR between PAS3 and PAS4 is shown in (A). (**F**) Analysis of *PTEN* 3′UTR expression by luciferase reporter assays. The 3′UTR of *PTEN* or *GAPDH* mRNA was subcloned into the pLightSwitch_3′UTR reporter vector for expression assessment in HEK293 cells using ELISA. The relative luciferase activities were normalized to the mock treatment control. Error bars represent standard error of the means of three independent experiments with triplicates for each experimental condition. Prom = promoter; MCS = multiple cloning site; DS = downstream sequence. The Error bars in (D), (E) and (F) represent mean ± s.d. of three independent experiments with triplicates for each experimental condition. **P < 0.001: significance relative to the control with one-way analysis of variance (one-way ANOVA).

The specificity of Star-PAP polyadenylation of *PTEN* mRNA and the corresponding protein expression was further examined using a KD/rescue approach, where the endogenous Star-PAP or canonical PAP was knocked down by siRNAs, and Star-PAP^wt/sm^, Star-PAP^pd/sm^ or PAPα^wt^/PAPγ^wt^ was ectopically expressed in the cells. While KD of Star-PAP but not PAPα or PAPγ downregulated PTEN protein levels, expression of Star-PAP^wt/sm^ restored PTEN levels (Figure 5C). Expression of Star-PAP^pd/sm^, PAPα^wt^ and PAPγ^wt^ (not shown) failed to rescue the reduction of PTEN proteins. These data further support the notion that Star-PAP, but not the canonical PAPs, controls PTEN expression through regulation of the distal PASs.

Since PTEN expression is induced by stress signals including DNA damage (46,48,55), and Star-PAP could mediate 3′ end processing of certain stress-response genes (9,11–13), we next examined whether Star-PAP regulates gene expression in cells experiencing DNA damage induced by etoposide. Using qRT-PCR and IB, we found that etoposide treatment increased PTEN protein levels in dose- and time-dependent manners (Supplementary Figure S10A and B), which also corresponded to enhanced *PTEN* mRNA expression (Figure 5D). siStar-PAP not only decreased the basal PTEN levels as shown in Figure 5B but also ablated the DNA damage-augmented *PTEN* mRNA and protein expression (Figure 5D). Surprisingly, when we downregulated the previously identified nuclear signaling cascades that mediate the DNA damage and oxidative stress responses by knocking down the key components, PKCα, PIPKIα and CKIα/ε, PTEN protein levels were not affected (Supplementary Figure S10C and D). These results demonstrate that Star-PAP regulates APA in a signaling- and target gene-specific manner.

The significance of the Star-PAP-dependent expression of distal PAS isoforms of *PTEN* was also assessed using siRNA targeting the 3′UTR sequence of *PTEN* between PAS3 and PAS4 (Figure 5A). The siRNA, which could only affect the expression of the transcript isoforms with sequences downstream of PAS3, and had no overlap with any known miRNA targeting sites, dramatically reduced the overall *PTEN* mRNA and protein expression (Figure 5E), the effect of which was similar to that of Star-PAP KD (Figure 5E versus B and D). These data indicated that the long *PTEN* mRNA isoforms generated via APA appear to be the major transcripts responsible for PTEN protein production.

To further examine whether Star-PAP-mediated regulation of *PTEN* isoforms is at the 3′ end, a luciferase reporter system was used, where the full-length *PTEN* 3′UTR with 132 nt of extended sequence downstream of PAS 5 was inserted into the luciferase reporter vector (Figure 5F, upper panel). The construct was then expressed in HEK293 cells followed by etoposide treatment in the presence or absence of siStar-PAP. The results showed that the luciferase activity was enhanced in response to etoposide stimulation. But both the basal and the stimulated luciferase activities were ablated upon Star-PAP KD (Figure 5F). This resembles the *PTEN* regulation by Star-PAP and further indicates that the 3′ end sequences of the transcripts are sufficient for the regulation. In contrast, the luciferase activities for the control construct containing the 3′UTR of *GAPDH*, which did not show regulation by Star-PAP, were not affected by either etoposide treatment or KD of Star-PAP. These data highlight the importance of Star-PAP-mediated APA in the regulation of PTEN expression, which has important roles in cellular stress response and many other biological functions.

## DISCUSSION

Our work has delineated a PAS-centric gene expression paradigm controlled by the nuclear PAPs (Figure 6). In this model, PAS regulation by PAPs involves both common and unique 3′ end processing factors that are modulated by upstream generic transactivators in response to cellular signals, resulting in APA or/and changes in the expression levels of gene transcripts. The specificity of each individual PAP toward a target RNA sequence is associated with the distinct features of a PAS, such as the PAS location within the sequence, and its surrounding sequence motifs.

**Figure 6.**
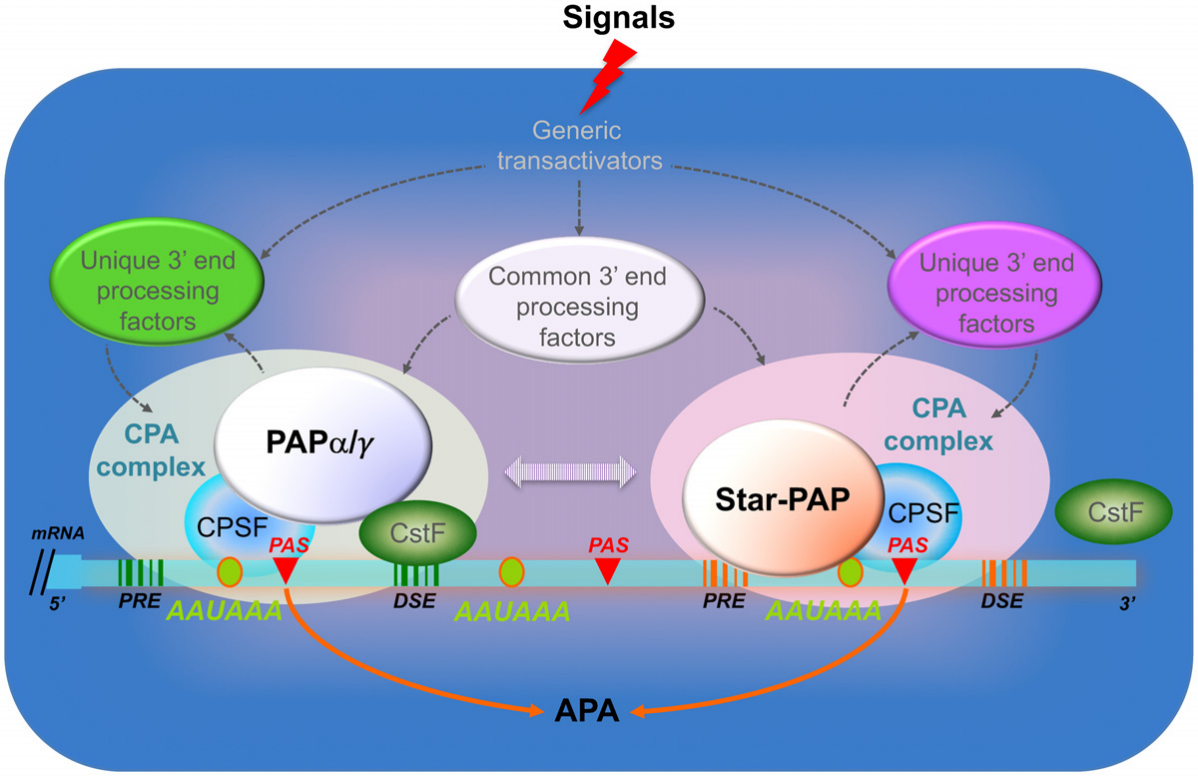
Model of APA regulation by the nuclear non-canonical and canonical PAPs. Cellular signals stimulate certain transactivators, which further activate specific 3′ end processing factors that selectively integrate into distinct mRNA 3′ end cleavage and polyadenylation (CPA) complexes for the activation of Star-PAP or the canonical PAPs. The PAP recognition element (PRE) upstream of PAS serves as a docking site for specific RNA-binding proteins including Star-PAP. In contrast, recruitment of PAPα or PAPγ to the CPA complex requires CstF64 binding to the downstream sequence element (DSE) and its interaction with the CPSF processing factors. Substitution of a specific PAP within an mRNA 3′ end processing complex by another PAP could potentially be permissible for the processing of certain but not all target genes. Solid arrows indicate direct regulation; dotted arrows represent observations from previous studies or suggested regulatory mechanisms.

In addition to the RNA sequence determinants, our data also indicate that the PAPs play key roles in PAS selection, impacting APA genome wide. While the three PAPs appear to influence comparably large sets of overlapping PASs, highlighting the importance of cellular PAP activities for gene expression, each individual PAP modulates the usage of a specific group of PASs. Interestingly, Star-PAP-dependent PASs displayed more biased features than those for the other two PAPs analyzed. Deficient Star-PAP expression caused significant downregulation of a number of distal PASs with a concomitant upregulation of intronic PASs. The PASs regulated by PAPα, however, showed an opposite trend. This result implies that the PAS position in a gene is an important parameter governing the type of PAP used for the RNA 3′ end processing. Additionally, the presence of AUA-containing sequence motifs in the upstream region of Star-PAP-regulated PASs further implicates direct interactions between Star-PAP and RNA substrates. This result is in agreement with our previous studies indicating that Star-PAP-mediated 3′ end processing minimally requires only the CPSF subcomplex, and PAPα- and PAPγ-mediated processing may additionally require the CstF subcomplex (12). It has not been clear, however, whether the PAS location bias is coupled with or independent of the sequence motif for Star-PAP regulation. Using the luciferase mini gene constructs containing the wt and mutant AUA or/and AAUAAA motifs upstream of the distal PAS of the *EIF4A1* or *NEAT1* RNA, we have revealed that the optimal Star-PAP binding to and processing of its target RNAs minimally require the existence of both the intact AUA and AAUAAA motifs. The large but not full restoration of the expression of the *EIF4A1* or *NEAT1* reporter genes that had mutations in both of the motifs after Star-PAP knockdown suggests that either the AUUAAA polyadenylation signal still supports Star-PAP interaction with the RNAs and processing of the transcripts to some extent or additional sequence elements around the PAS coordinates the processing in a minor way (Figure 4B and F). These additional elements could be the GC-rich sequences up- and down-stream of the PAS as we previously reported (12).

Notably, we found that the PASs with high Star-PAP binding potentials, judging from the motif score, tend to be more conserved in surrounding sequences than those with low binding potentials (Supplementary Figure S11), highlighting the functional importance of the AUA motif and the Star-PAP usage of critical PASs. Of the two model genes by which we examined the relationship of the presence of a functional AUA element with Star-PAP-mediated PAS usage, *EIF4A1* has an AUA element conserved across multiple species (Supplementary Figure S5A, bottom panel) while the AUA sequence upstream of the *NEAT1* distal PAS is only present in human (Supplementary Figure S5B, bottom panel). On this note, it is worth mentioning that, of the three PAPs analyzed in this study, Star-PAP appears to be the most recently evolved PAP as its domain structure is only conserved in vertebrates whereas PAPα and PAPγ are widely conserved in eukaryotes. In terms of how the emergence of Star-PAP in evolution plays a role in 3′UTR evolution and gene regulation, and whether Star-PAP similarly mediates distal PAS usage through selective usage of the AUA or/and AAUAAA motifs in other species, need to be examined in the future.

The impact of deficient PAP functions on gene expression suggests that the polyadenylation activity might be a rate-limiting step for RNA expression of many genes. 

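Genes were called by a change above 1.4-fold in RPM with a Fisher's exact p below 0.01 on the reads of both libraries, and grouped by the call on the most-read pair of 3′UTR PASs. In siStar-PAP the ratio of downregulated to upregulated genes was 4.91 among genes with 3′UTR shortening (604 and 123 genes; 95% interval 4.04 to 6.01), 4.30 among those with lengthening (640 and 149) and 5.31 among those with no change (1863 and 351). In siPAPα the ratios were 2.80, 2.65 and 2.51, and in siPAPγ 3.69, 2.74 and 3.59. The setting that moved these most was the scaling. With TMM factors the ratios with shortening and lengthening were 0.925 and 0.846 in siStar-PAP, 0.943 and 0.947 in siPAPα, and 0.971 and 0.731 in siPAPγ.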

We did not find a correlation between gene expression change and APA regulation (Supplementary Figure S12), suggesting that gene expression regulation in general is not due to APA isoforms having different mRNA stabilities. Thus, how exactly gene expression is affected by the PAPs is still an open question that requires further investigation. One possibility is that the poly(A) tail length, which is relevant to mRNA stability, might be regulated by the PAPs. Using the poly(A) tail length data of HEK293T cells that were previously generated by the Bartel *et al.* (56), we specifically compared the poly(A) tail length for PASs affected by different PAPs (Supplementary Figure S13). We found that PASs that are specifically regulated by Star-PAP appear to have slightly shorter poly(A) tails than those regulated by other PAPs. This result suggests that poly(A) tail length control may potentially be a mechanism by which PAPs regulate gene expression. Future studies, however, are needed to unravel the details of the tripartite interactions between PAS, poly(A) tail and PAP.

An additional level of the target gene-specific PAP regulation may be the integration of the generic transactivators, such as PIPKIα, CKIα/ε and PKCδ (9,11,12), and unique mRNA 3′ end processing factors (Figure 6). This is supported by a recent study on the APA regulation by cytoplasmic polyadenylation element binding protein 1, which shuttled into the nucleus and recruited CPSF to an alternative PAS, where the complex could interfere with splicing machinery and affect the levels of splicing factors (57). Consistently, studies in yeast showed that kinases and RNA processing factors localized dynamically to mRNA–protein complexes during stress response (58).

An important case in point in this study is APA regulation of the *PTEN* gene expression. It appears that Star-PAP, PAPα and PAPγ are all involved in mediating the expression of different *PTEN* mRNA isoforms (Figure 5A). However, only Star-PAP appears to be essential for the production of the long *PTEN* mRNA isoforms by using the distal PASs. Since PAPα and PAPγ were not able to rescue the reduction of PTEN expression induced by Star-PAP KD, our result supports non-redundant affinities of PAPs toward different *PTEN* APA sites. Moreover, the usage of the distal *PTEN* PASs is stimulated by DNA damage signals, which also depends on Star-AP. Interestingly, counter to previous reports indicating that mRNA isoforms generated using proximal PAS produce more proteins (23,24,59), we found that *PTEN* mRNA isoforms derived from the use of distal PASs are responsible for production of the majority of the protein (Figure 5). This appears to be also true for the translation elongation factor EIF4A1 (Figure 4A–C). Future studies are needed to elucidate how 3′UTR length and/or specific 3′UTR elements contribute to the regulation of gene expression. Nevertheless, shortening of the *PTEN* mRNA 3′ UTR is consistent with the general shortening of 3′UTRs in proliferating or cancer cells (23,24). In addition, our data showing that the long APA isoforms of *PTEN* rather than the short ones are chiefly responsible for PTEN protein expression highlight the complexity of the impact of APA on gene expression. Presumably, mRNA stability and its translation into protein are selectively dependent on the specific properties of the 3′UTR sequence, instead of the UTR length *per se* (60,61).

In summary, this study depicts a PAP-medicated intricate network, which impacts APA and RNA expression genome-wide and indicates that the RNA 3′ end-mediated control of gene expression is as important and complex as that at the 5′ end.

## ACCESSION NUMBER

The 3′READS data reported in this paper have been deposited in the NCBI database GEO (Accession Number: GSE84461).

## Supplementary Material

Supplementary Data Click here for additional data file.

## References

[1] ProudfootN.J. Transcriptional termination in mammals: stopping the RNA polymerase II juggernaut. Science. 2016; 352:aad9926.2728420110.1126/science.aad9926PMC5144996

[2] ColganD.F., ManleyJ.L. Mechanism and regulation of mRNA polyadenylation. Genes Dev.1997; 11:2755–2766.935324610.1101/gad.11.21.2755

[3] ZhengD., TianB. Sizing up the poly(A) tail: insights from deep sequencing. Trends Biochem. Sci.2014; 39:255–257.2475151110.1016/j.tibs.2014.04.002PMC4369379

[4] SachsA., WahleE. Poly(A) tail metabolism and function in eucaryotes. J. Biol. Chem.1993; 268:22955–22958.8226806

[5] ShiY., ManleyJ.L. The end of the message: multiple protein-RNA interactions define the mRNA polyadenylation site. Genes Dev.2015; 29:889–897.2593450110.1101/gad.261974.115PMC4421977

[6] TopalianS.L., KanekoS., GonzalesM.I., BondG.L., WardY., ManleyJ.L. Identification and functional characterization of neo-poly(A) polymerase, an RNA processing enzyme overexpressed in human tumors. Mol. Cell. Biol.2001; 21:5614–5623.1146384210.1128/MCB.21.16.5614-5623.2001PMC87282

[7] YangQ., NauschL., MartinG., KellerW., DoublieS. Crystal structure of human Poly(A) polymerase gamma reveals a conserved catalytic core for canonical Poly(A) polymerases. J. Mol. Biol.2013; 426:43–50.2407619110.1016/j.jmb.2013.09.025PMC3878066

[8] LeeY.J., LeeY., ChungJ.H. An intronless gene encoding a poly(A) polymerase is specifically expressed in testis. FEBS Lett.2000; 487:287–292.1115052610.1016/s0014-5793(00)02367-x

[9] GonzalesM.L., MellmanD.L., AndersonR.A. CKIalpha is associated with and phosphorylates star-PAP and is also required for expression of select star-PAP target messenger RNAs. J. Biol. Chem.2008; 283:12665–12673.1830510810.1074/jbc.M800656200PMC2431003

[10] LaishramR.S., AndersonR.A. The poly A polymerase Star-PAP controls 3′-end cleavage by promoting CPSF interaction and specificity toward the pre-mRNA. EMBO J.2010; 29:4132–4145.2110241010.1038/emboj.2010.287PMC3018792

[11] LaishramR.S., BarlowC.A., AndersonR.A. CKI isoforms alpha and epsilon regulate Star-PAP target messages by controlling Star-PAP poly(A) polymerase activity and phosphoinositide stimulation. Nucleic Acids Res.2011; 39:7961–7973.2172986910.1093/nar/gkr549PMC3185439

[12] LiW., LaishramR.S., JiZ., BarlowC.A., TianB., AndersonR.A. Star-PAP control of BIK expression and apoptosis is regulated by nuclear PIPKIalpha and PKCdelta signaling. Mol. Cell. 2012; 45:25–37.2224433010.1016/j.molcel.2011.11.017PMC3268557

[13] MellmanD.L., GonzalesM.L., SongC., BarlowC.A., WangP., KendziorskiC., AndersonR.A. A PtdIns4,5P2-regulated nuclear poly(A) polymerase controls expression of select mRNAs. Nature. 2008; 451:1013–1017.1828819710.1038/nature06666

[14] WahleE. Purification and characterization of a mammalian polyadenylate polymerase involved in the 3′ end processing of messenger RNA precursors. J. Biol. Chem.1991; 266:3131–3139.1993684

[15] MurthyK.G., ManleyJ.L. The 160-kD subunit of human cleavage-polyadenylation specificity factor coordinates pre-mRNA 3′-end formation. Genes Dev.1995; 9:2672–2683.759024410.1101/gad.9.21.2672

[16] ElkonR., UgaldeA.P., AgamiR. Alternative cleavage and polyadenylation: extent, regulation and function. Nat. Rev. Genet.2013; 14:496–506.2377473410.1038/nrg3482

[17] LutzC.S., MoreiraA. Alternative mRNA polyadenylation in eukaryotes: an effective regulator of gene expression. WIREs RNA. 2010; 2:23–31.10.1002/wrna.47PMC302901321278855

[18] ShiY. Alternative polyadenylation: new insights from global analyses. RNA. 2012; 18:2105–2117.2309742910.1261/rna.035899.112PMC3504663

[19] Di GiammartinoD.C., NishidaK., ManleyJ.L. Mechanisms and consequences of alternative polyadenylation. Mol. Cell. 2011; 43:853–866.2192537510.1016/j.molcel.2011.08.017PMC3194005

[20] TianB., ManleyJ.L. Alternative polyadenylation of mRNA precursors. Nat. Rev. Mol. Cell Biol.2017; 18:18–30.2767786010.1038/nrm.2016.116PMC5483950

[21] ZhangH., LeeJ.Y., TianB. Biased alternative polyadenylation in human tissues. Genome biology. 2005; 6:R100.1635626310.1186/gb-2005-6-12-r100PMC1414089

[22] SmibertP., MiuraP., WestholmJ.O., ShenkerS., MayG., DuffM.O., ZhangD., EadsB.D., CarlsonJ., BrownJ.B. Global patterns of tissue-specific alternative polyadenylation in Drosophila. Cell Rep.2012; 1:277–289.2268569410.1016/j.celrep.2012.01.001PMC3368434

[23] SandbergR., NeilsonJ.R., SarmaA., SharpP.A., BurgeC.B. Proliferating cells express mRNAs with shortened 3′ untranslated regions and fewer microRNA target sites. Science. 2008; 320:1643–1647.1856628810.1126/science.1155390PMC2587246

[24] MayrC., BartelD.P. Widespread shortening of 3′UTRs by alternative cleavage and polyadenylation activates oncogenes in cancer cells. Cell. 2009; 138:673–684.1970339410.1016/j.cell.2009.06.016PMC2819821

[25] JiZ., LeeJ.Y., PanZ., JiangB., TianB. Progressive lengthening of 3′ untranslated regions of mRNAs by alternative polyadenylation during mouse embryonic development. Proc. Natl. Acad. Sci. U.S.A.2009; 106:7028–7033.1937238310.1073/pnas.0900028106PMC2669788

[26] ShepardP.J., ChoiE.A., LuJ., FlanaganL.A., HertelK.J., ShiY. Complex and dynamic landscape of RNA polyadenylation revealed by PAS-Seq. RNA. 2011; 17:761–772.2134338710.1261/rna.2581711PMC3062186

[27] TianB., ManleyJ.L. Alternative cleavage and polyadenylation: the long and short of it. Trends Biochem. Sci.2013; 38:312–320.2363231310.1016/j.tibs.2013.03.005PMC3800139

[28] LiW., YouB., HoqueM., ZhengD., LuoW., JiZ., ParkJ.Y., GundersonS.I., KalsotraA., ManleyJ.L. Systematic profiling of poly(A)+ transcripts modulated by core 3′ end processing and splicing factors reveals regulatory rules of alternative cleavage and polyadenylation. PLoS Genet.2015; 11:e1005166.2590618810.1371/journal.pgen.1005166PMC4407891

[29] YaoC., ChoiE.A., WengL., XieX., WanJ., XingY., MorescoJ.J., TuP.G., YatesJ.R.3rd, ShiY. Overlapping and distinct functions of CstF64 and CstF64tau in mammalian mRNA 3′ processing. RNA. 2013; 19:1781–1790.2414984510.1261/rna.042317.113PMC3884657

[30] de KlerkE., VenemaA., AnvarS.Y., GoemanJ.J., HuO., TrolletC., DicksonG., den DunnenJ.T., van der MaarelS.M., RazV. Poly(A) binding protein nuclear 1 levels affect alternative polyadenylation. Nucleic Acids Res.2012; 40:9089–9101.2277298310.1093/nar/gks655PMC3467053

[31] JenalM., ElkonR., Loayza-PuchF., van HaaftenG., KuhnU., MenziesF.M., Oude VrielinkJ.A., BosA.J., DrostJ., RooijersK. The poly(A)-binding protein nuclear 1 suppresses alternative cleavage and polyadenylation sites. Cell. 2012; 149:538–553.2250286610.1016/j.cell.2012.03.022

[32] GundersonS.I., Polycarpou-SchwarzM., MattajI.W. U1 snRNP inhibits pre-mRNA polyadenylation through a direct interaction between U1 70K and poly(A) polymerase. Mol. Cell. 1998; 1:255–264.965992210.1016/s1097-2765(00)80026-x

[33] KaidaD., BergM.G., YounisI., KasimM., SinghL.N., WanL., DreyfussG. U1 snRNP protects pre-mRNAs from premature cleavage and polyadenylation. Nature. 2010; 468:664–668.2088196410.1038/nature09479PMC2996489

[34] FlavellS.W., KimT.K., GrayJ.M., HarminD.A., HembergM., HongE.J., Markenscoff-PapadimitriouE., BearD.M., GreenbergM.E. Genome-wide analysis of MEF2 transcriptional program reveals synaptic target genes and neuronal activity-dependent polyadenylation site selection. Neuron. 2008; 60:1022–1038.1910990910.1016/j.neuron.2008.11.029PMC2630178

[35] BergM.G., SinghL.N., YounisI., LiuQ., PintoA.M., KaidaD., ZhangZ., ChoS., Sherrill-MixS., WanL. U1 snRNP determines mRNA length and regulates isoform expression. Cell. 2012; 150:53–64.2277021410.1016/j.cell.2012.05.029PMC3412174

[36] DevanyE., ParkJ.Y., MurphyM.R., ZakusiloG., BaqueroJ., ZhangX., HoqueM., TianB., KleimanF.E. Intronic cleavage and polyadenylation regulates gene expression during DNA damage response through U1 snRNA. Cell Discov.2016; 2:16013.2746246010.1038/celldisc.2016.13PMC4906801

[37] HoqueM., JiZ., ZhengD., LuoW., LiW., YouB., ParkJ.Y., YehiaG., TianB. Analysis of alternative cleavage and polyadenylation by 3′ region extraction and deep sequencing. Nat. Methods. 2013; 10:133–139.2324163310.1038/nmeth.2288PMC3560312

[38] TianB., HuJ., ZhangH., LutzC.S. A large-scale analysis of mRNA polyadenylation of human and mouse genes. Nucleic Acids Res.2005; 33:201–212.1564750310.1093/nar/gki158PMC546146

[39] RayD., KazanH., CookK.B., WeirauchM.T., NajafabadiH.S., LiX., GueroussovS., AlbuM., ZhengH., YangA. A compendium of RNA-binding motifs for decoding gene regulation. Nature. 2013; 499:172–177.2384665510.1038/nature12311PMC3929597

[40] PauseA., SonenbergN. Mutational analysis of a DEAD box RNA helicase: the mammalian translation initiation factor eIF-4A. EMBO J.1992; 11:2643–2654.137839710.1002/j.1460-2075.1992.tb05330.xPMC556740

[41] WolfeA.L., SinghK., ZhongY., DreweP., RajasekharV.K., SanghviV.R., MavrakisK.J., JiangM., RoderickJ.E., Van der MeulenJ. RNA G-quadruplexes cause eIF4A-dependent oncogene translation in cancer. Nature. 2014; 513:65–70.2507931910.1038/nature13485PMC4492470

[42] ClemsonC.M., HutchinsonJ.N., SaraS.A., EnsmingerA.W., FoxA.H., ChessA., LawrenceJ.B. An architectural role for a nuclear noncoding RNA: NEAT1 RNA is essential for the structure of paraspeckles. Mol. Cell. 2009; 33:717–726.1921733310.1016/j.molcel.2009.01.026PMC2696186

[43] StandaertL., AdriaensC., RadaelliE., Van KeymeulenA., BlanpainC., HiroseT., NakagawaS., MarineJ.C. The long noncoding RNA Neat1 is required for mammary gland development and lactation. RNA. 2014; 20:1844–1849.2531690710.1261/rna.047332.114PMC4238351

[44] ChakravartyD., SbonerA., NairS.S., GiannopoulouE., LiR., HennigS., MosqueraJ.M., PauwelsJ., ParkK., KossaiM. The oestrogen receptor alpha-regulated lncRNA NEAT1 is a critical modulator of prostate cancer. Nat. Commun.2014; 5:5383.2541523010.1038/ncomms6383PMC4241506

[45] SteckP.A., PershouseM.A., JasserS.A., YungW.K., LinH., LigonA.H., LangfordL.A., BaumgardM.L., HattierT., DavisT. Identification of a candidate tumour suppressor gene, MMAC1, at chromosome 10q23.3 that is mutated in multiple advanced cancers. Nat. Genet.1997; 15:356–362.909037910.1038/ng0497-356

[46] HollanderM.C., BlumenthalG.M., DennisP.A. PTEN loss in the continuum of common cancers, rare syndromes and mouse models. Nat. Rev. Cancer. 2011; 11:289–301.2143069710.1038/nrc3037PMC6946181

[47] OuditG.Y., SunH., KerfantB.G., CrackowerM.A., PenningerJ.M., BackxP.H. The role of phosphoinositide-3 kinase and PTEN in cardiovascular physiology and disease. J. Mol. Cell Cardiol.2004; 37:449–471.1527601510.1016/j.yjmcc.2004.05.015

[48] SongM.S., SalmenaL., PandolfiP.P. The functions and regulation of the PTEN tumour suppressor. Nat. Rev. Mol. Cell Biol.2012; 13:283–296.2247346810.1038/nrm3330

[49] CarracedoA., AlimontiA., PandolfiP.P. PTEN level in tumor suppression: how much is too little. Cancer Res.2011; 71:629–633.2126635310.1158/0008-5472.CAN-10-2488PMC3249925

[50] WhangY.E., WuX., SuzukiH., ReiterR.E., TranC., VessellaR.L., SaidJ.W., IsaacsW.B., SawyersC.L. Inactivation of the tumor suppressor PTEN/MMAC1 in advanced human prostate cancer through loss of expression. Proc. Natl. Acad. Sci. U.S.A.1998; 95:5246–5250.956026110.1073/pnas.95.9.5246PMC20246

[51] AlimontiA., CarracedoA., ClohessyJ.G., TrotmanL.C., NardellaC., EgiaA., SalmenaL., SampieriK., HavemanW.J., BrogiE. Subtle variations in Pten dose determine cancer susceptibility. Nat. Genet.2011; 42:454–458.10.1038/ng.556PMC311855920400965

[52] TamguneyT., StokoeD. New insights into PTEN. J. Cell Sci.2007; 120:4071–4079.1803278210.1242/jcs.015230

[53] SalmenaL., CarracedoA., PandolfiP.P. Tenets of PTEN tumor suppression. Cell. 2008; 133:403–414.1845598210.1016/j.cell.2008.04.013

[54] HamiltonJ.A., StewartL.M., AjayiL., GrayI.C., GrayN.E., RobertsK.G., WatsonG.J., KaisaryA.V., SnaryD. The expression profile for the tumour suppressor gene PTEN and associated polymorphic markers. Br. J. Cancer. 2000; 82:1671–1676.1081750210.1054/bjoc.2000.1211PMC2374512

[55] MingM., HeY.Y. PTEN in DNA damage repair. Cancer Lett.2012; 319:125–129.2226609510.1016/j.canlet.2012.01.003PMC3326178

[56] SubtelnyA.O., EichhornS.W., ChenG.R., SiveH., BartelD.P. Poly(A)-tail profiling reveals an embryonic switch in translational control. Nature. 2014; 508:66–71.2447682510.1038/nature13007PMC4086860

[57] BavaF.A., EliscovichC., FerreiraP.G., MinanaB., Ben-DovC., GuigoR., ValcarcelJ., MendezR. CPEB1 coordinates alternative 3′-UTR formation with translational regulation. Nature. 2013; 495:121–125.2343475410.1038/nature11901

[58] MitchellS.F., JainS., SheM., ParkerR. Global analysis of yeast mRNPs. Nat. Struct. Mol. Biol.2013; 20:127–133.2322264010.1038/nsmb.2468PMC3537908

[59] ElkonR., DrostJ., van HaaftenG., JenalM., SchrierM., VrielinkJ.A., AgamiR. E2F mediates enhanced alternative polyadenylation in proliferation. Genome Biol.2012; 13:R59.2274769410.1186/gb-2012-13-7-r59PMC3491381

[60] AtwaterJ.A., WisdomR., VermaI.M. Regulated mRNA stability. Annu. Rev. Genet.1990; 24:519–541.208817810.1146/annurev.ge.24.120190.002511

[61] CaseyJ.L., HentzeM.W., KoellerD.M., CaughmanS.W., RouaultT.A., KlausnerR.D., HarfordJ.B. Iron-responsive elements: regulatory RNA sequences that control mRNA levels and translation. Science. 1988; 240:924–928.245248510.1126/science.2452485

[62] NunesN.M., LiW., TianB., FurgerA. A functional human Poly(A) site requires only a potent DSE and an A-rich upstream sequence. EMBO J.2010; 29:1523–1536.2033934910.1038/emboj.2010.42PMC2876958

# Supplementary material for: Distinct regulation of alternative polyadenylation and gene expression by nuclear poly(A) polymerases
**Source:** Nucleic Acids Res. 2017 Jun 27;45(15):8930–42. doi: 10.1093/nar/gkx560
**Supplement:** Supplementary Data

## **Supplementary Material**

### **Table of Contents**

#### **1. Supplementary Figures**

Figure S1: Analysis of the efficiencies of the siRNA knockdowns

Figure S2: The expression profiles of mRNAs and lncRNAs in replicate samples

Figure S3: Global regulation of APA in different PAP KDs

Figure S4: Polyadenylation signal AAUAAA and its variants associated with the PASs that were commonly or uniquely regulated by the three PAPs

Figure S5: Star-PAP regulates *EIF4A* and *NEAT1* distal PAS expression

Figure S6: The wt and mutant RNA sequences of the model genes that were inserted into the pLightSwitch-3'UTR reporter vectors for luciferase assays

Figure S7: Star-PAP regulates *CHAF1A* and *CYTH2* distal PAS expression

Figure S8: RIP analysis of PAP association with the 3'UTR of the target mRNAs

Figure S9: The PASs and AUA motifs within the *PTEN* mRNA 3'UTR

Figure S10: PIPK1 $\alpha$ , PKC $\delta$  and CK1 $\alpha/\epsilon$  do not regulate PTEN cellular levels under the experimental conditions

Figure S11: Conservation of PASs with different Star-PAP binding motif scores

Figure S12: Relationship between 3'UTR APA regulation and gene expression change

Figure S13: Poly(A) tail length for transcripts in different regulation groups after three PAP knockdowns

#### **2. Supplementary Tables**

Table S1: Mapping statistics of the RNA deep sequencing using 3'READS

Table S2: Gene Ontology groups associated with down-regulated genes after KD

Table S3: Gene Ontology terms enriched for genes with APA changes

#### **3. Antibodies used in the study**

#### **4. Primers used for RT-PCR**

#### **5. siRNAs used in the experiments**

#### **6. References**

## 1. Supplementary Figures

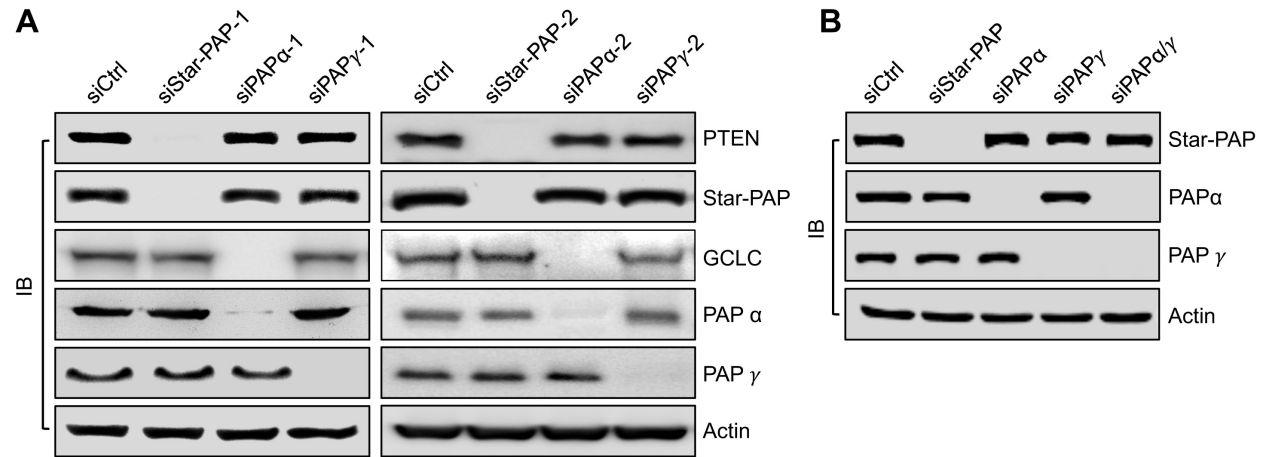

**Figure S1. Analysis of the efficiencies of the siRNA knockdowns. (A)** Analysis of potential off-target effects of the siRNAs using IB. **(B)** The effective knockdown of the PAPs by the siRNAs was evaluated by IB. Replicate cell samples were used for total RNA extraction followed by cDNA library preparation and 3'READS.

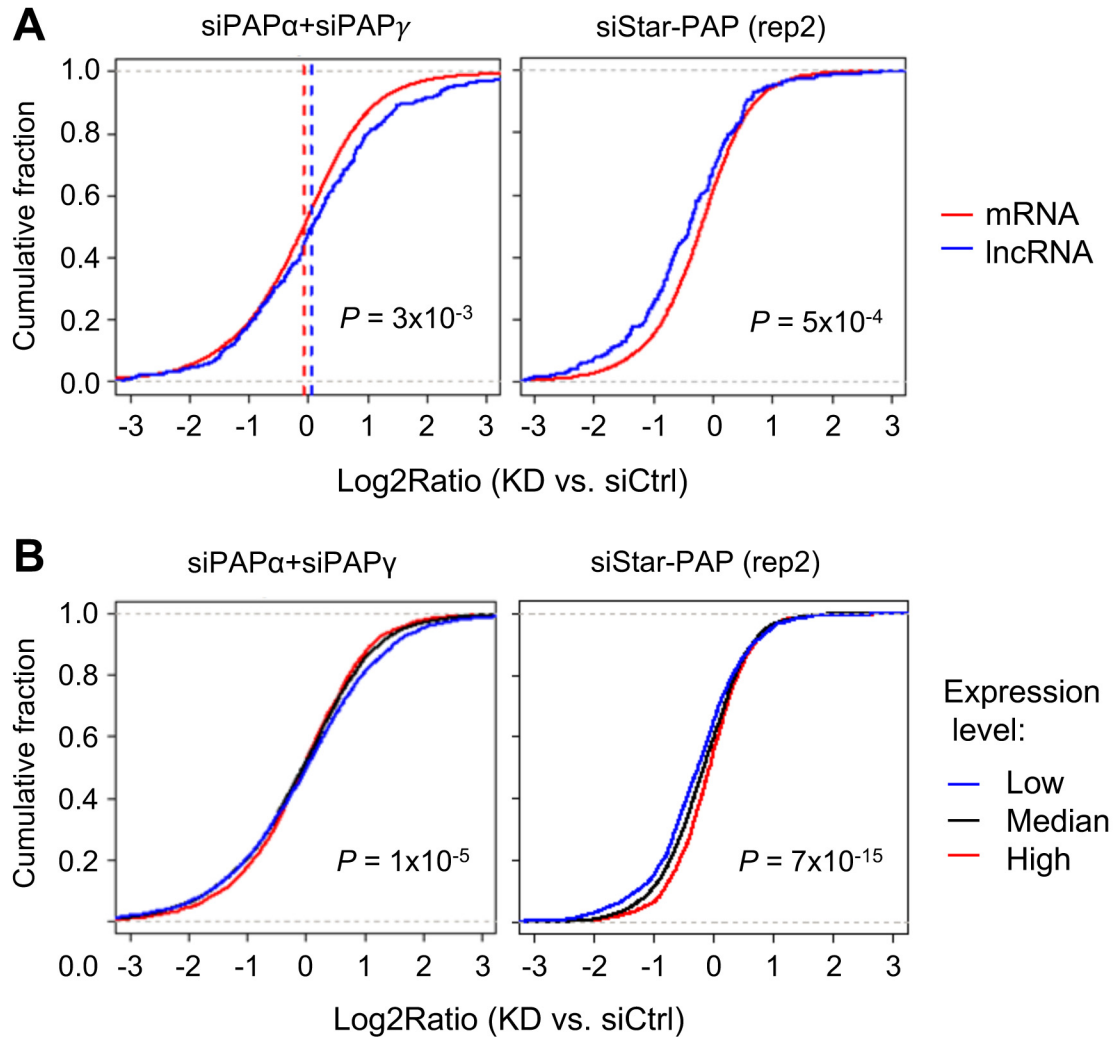

**Figure S2. (A) The expression profiles of mRNAs and lncRNAs in replicate samples. (B)** The expression levels of the different genes impacted by PAP knockdown. Low, median and high expression genes are those <25<sup>th</sup>, 25<sup>th</sup>-75<sup>th</sup>, >75<sup>th</sup> percentiles, respectively. *P*-value is based on K-S test comparing <25<sup>th</sup> with >75<sup>th</sup> groups.

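For the double KD the median log2 ratio was −0.44 for 12600 mRNA genes and −0.33 for 301 lncRNA genes. Lists of mRNA genes of the expression levels of these lncRNAs had a median of −0.51, and the lncRNA median stood at percentile 97.6 of them. In siStar-PAP of batch 2 the medians were −0.19 for 12046 mRNA genes and −0.34 for 259 lncRNA genes, where lists of equal expression had −0.23 and the lncRNA median stood at percentile 5.23. The difference between genes of the lowest and highest 25% of expression was −0.32 for the double KD and −0.16 for batch 2.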

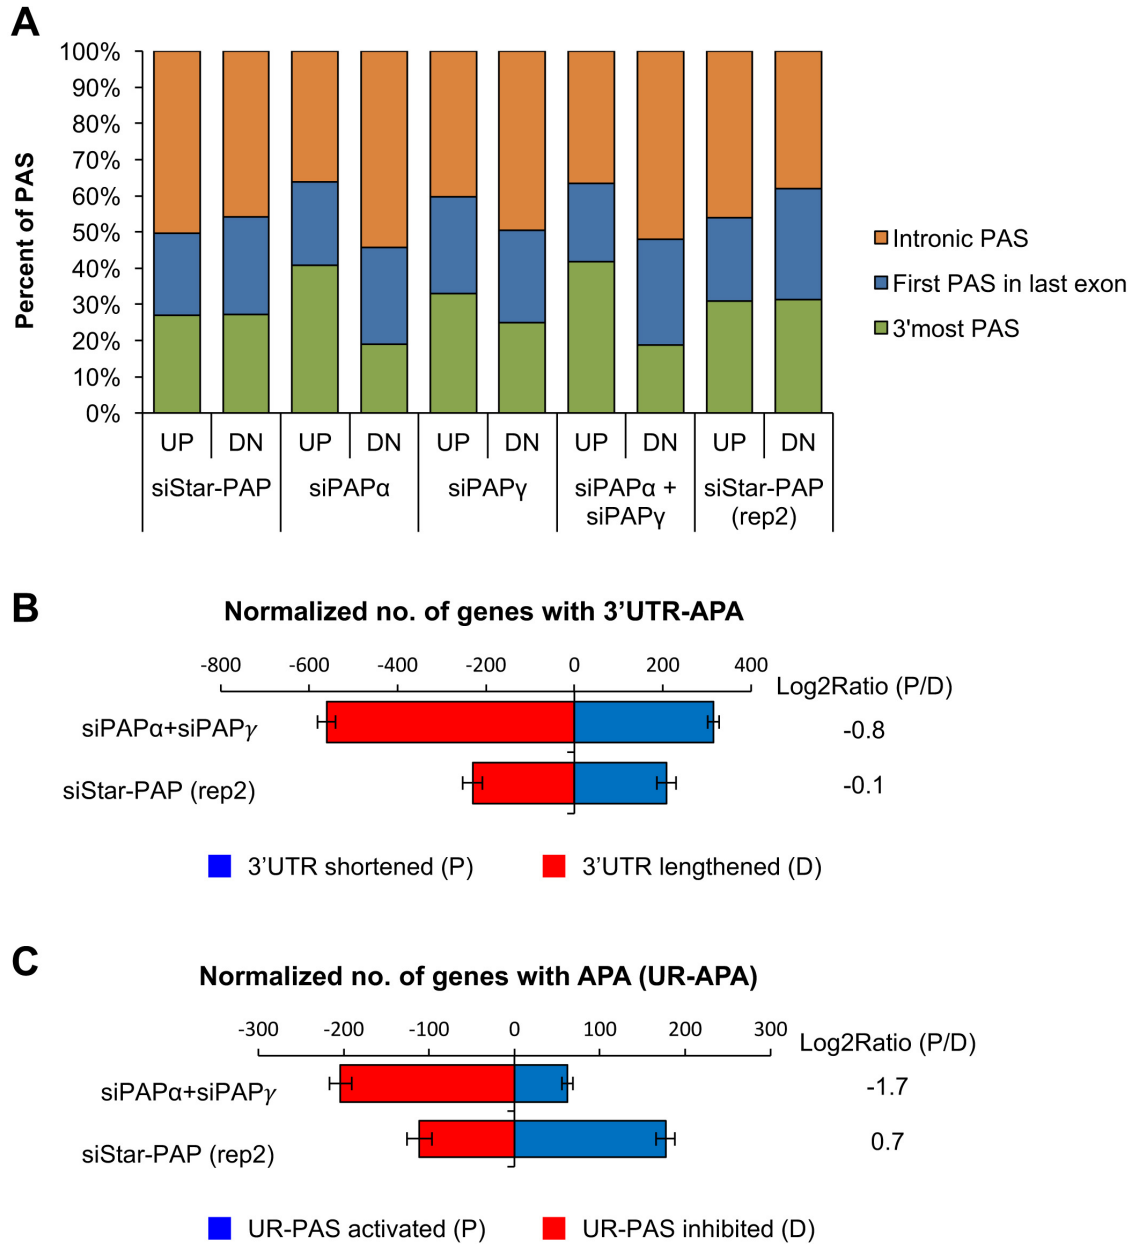

**Figure S3. Global regulation of APA in different PAP KDs. (A)** Percent of PAS in different locations of a gene upregulated (UP) or downregulated (DN) by different PAP knockdowns (FDR < 0.05, Significance Analysis of Alternative Polyadenylation, SAAP). **(B)** Regulation of 3'UTR-APA for PAP $\alpha$ +PAP $\gamma$  double knockdown and siStar-PAP replicate 2 as analyzed by Global Analysis of Alternative Polyadenylation (GAAP). The log2Ratio of the number of genes with 3'UTR shortened (P for proximal PAS upregulated) to the number of genes with 3'UTR lengthened (D for distal PAS upregulated) is also shown. **(C)** Regulation of UR-APA for PAP $\alpha$ +PAP $\gamma$  double knockdown and siStar-PAP replicate 2 as analyzed by GAAP. The log2Ratio of the number of genes with UR-PAS usage activated (P) to the number of genes with UR-PAS usage inhibited (D) is also shown.

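With both PAPα and PAPγ reduced, 1196 isoforms using the 3′-most PAS were downregulated and 2521 upregulated, so that 32.2% of the regulated ones were downregulated (Clopper-Pearson 95% interval 30.7 to 33.7%), and of intronic isoforms 64.4% were (62.8 to 66.0%). In siStar-PAP of batch 2, 255 isoforms using the 3′-most PAS went each way, and of intronic isoforms 133 were downregulated and 240 upregulated, 35.7% downregulated (30.8 to 40.8%). First and middle PASs of the 3′UTR had 56.2% downregulated in the double KD and 49.5% in batch 2.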

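In the double KD 1109 genes shifted to the proximal PAS of the 3′UTR and 1827 to the distal PAS, a log2 ratio of −0.72 (95% interval −0.83 to −0.61). In siStar-PAP of batch 2 the numbers were 199 and 208, a log2 ratio of −0.07, with an interval that includes 0 (−0.35 to 0.22).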

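With both PAPα and PAPγ reduced, 462 genes had UR-PAS usage activated and 1269 had it inhibited, a log2 ratio of −1.46 (−1.61 to −1.30). In siStar-PAP of batch 2 it was activated in 154 genes and inhibited in 116, a log2 ratio of 0.42 (0.05 to 0.77).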

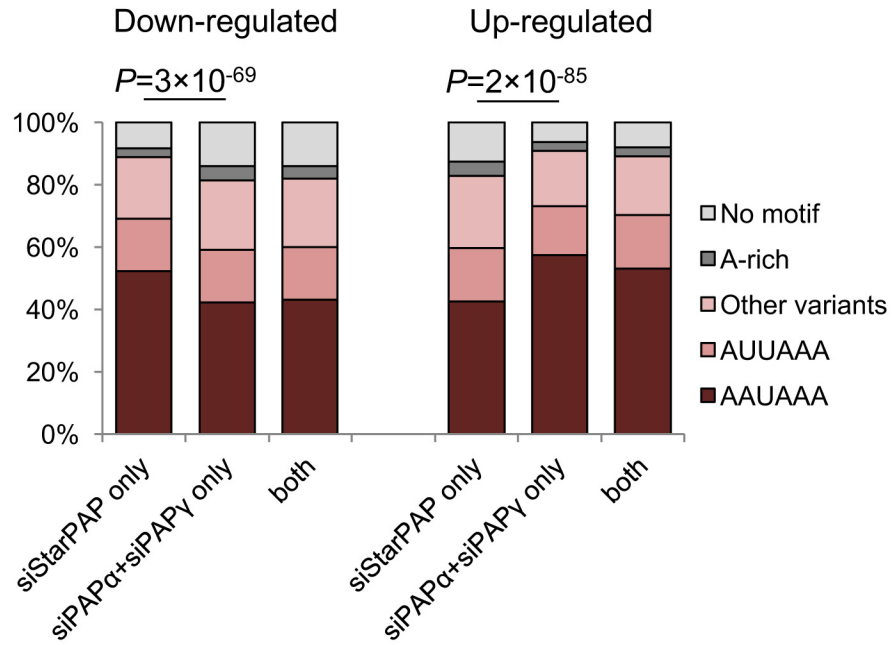

**Figure S4. Polyadenylation signal AAUAAA and its variants associated with the PASs that were commonly or uniquely regulated by the three PAPs.** As Figure 3A except that the PAPα and PAPγ double knockdown was compared with Star-PAP knockdown.

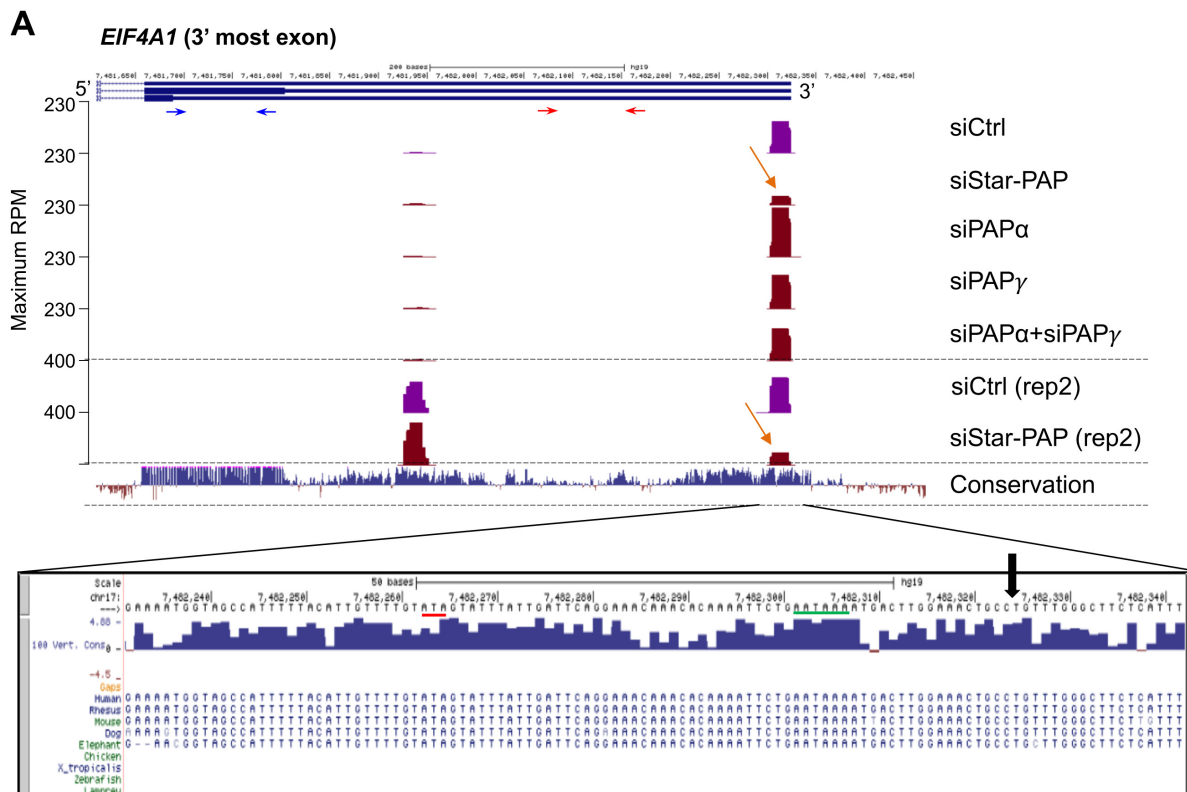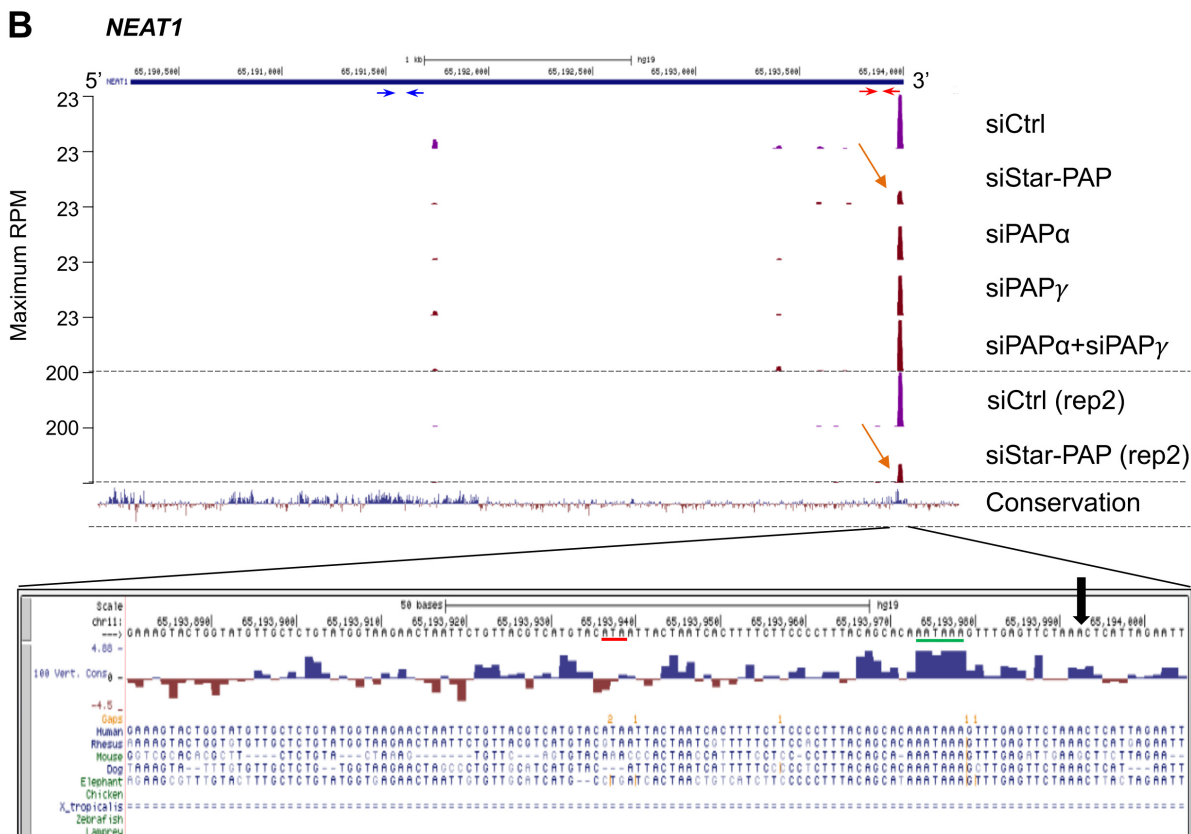

**Figure S5. Star-PAP regulates *EIF4A* and *NEAT1* distal PAS expression.** **(A)** PAP regulation of the distal PAS usage within the 3'UTR of *EIF4A1* mRNA: Upper panel: 3'READS profile of the 3'-most exon of *EIF4A1*. The PAS downregulated after Star-PAP knockdown was indicated by orange arrow. The primer pairs used for the qRT-PCR analysis of the expression of the 3'-end sequences containing the distal PAS and a reference region were indicated by red and blue arrows, respectively. Lower panel: sequence conservation and multi-species sequence alignment of the PAS, which was downregulated after Star-PAP knockdown. The PAS was marked by an arrow. The polyadenylation signal and the potential Star-PAP binding motif AUA were underlined in green and red, respectively. **(B)** PAP regulation of the distal PAS usage within the *NEAT1* mRNA: Upper panel: 3'READS profile of the changes of the *NEAT1* PASs after KD of the PAPs. The PAS downregulated after Star-PAP knockdown was indicated by orange arrow. The primer pairs used for the qRT-PCR analysis of the expression of the 3'-end sequences containing the distal PAS and a reference region were indicated by red and blue arrows, respectively. Lower panel: sequence conservation and multi-species sequence alignment of the PAS, which was downregulated after Star-PAP knockdown. The PAS was marked by an arrow. The polyadenylation signal and the potential Star-PAP binding motif AUA were underlined in green and red, respectively.

**EIF4A1 3'UTR sequence containing the distal PAS that was inserted into the pLightSwitch vector**

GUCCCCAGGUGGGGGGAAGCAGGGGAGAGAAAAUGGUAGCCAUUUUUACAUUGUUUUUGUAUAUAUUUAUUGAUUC  
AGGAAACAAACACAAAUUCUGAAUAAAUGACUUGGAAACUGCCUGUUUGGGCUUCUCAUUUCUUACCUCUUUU  
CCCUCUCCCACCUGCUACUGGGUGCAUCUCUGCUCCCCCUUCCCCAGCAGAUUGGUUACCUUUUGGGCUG

**NEAT1 RNA sequence containing the distal PAS that was inserted into the pLightSwitch vector**

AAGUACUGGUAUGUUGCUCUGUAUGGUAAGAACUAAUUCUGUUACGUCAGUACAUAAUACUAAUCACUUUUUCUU  
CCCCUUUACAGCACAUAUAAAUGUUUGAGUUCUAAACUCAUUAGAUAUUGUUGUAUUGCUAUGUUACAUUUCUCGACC  
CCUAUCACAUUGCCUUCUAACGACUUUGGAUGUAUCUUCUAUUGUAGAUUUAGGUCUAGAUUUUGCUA

\* The AUA motif, poly(A) signal, and polyadenylation site are highlighted in red.

**Mutations for the luciferase assays shown in Figure 4B and 4F:**

Wt: no change on sequence

Mut1: AUA > AAA

MUT2: AUA > AAA + AAUAAA > AUUAAA

**Figure S6. The wt and mutant RNA sequences of the model genes that were inserted into the pLightSwitch-3'UTR reporter vectors for luciferase assays. Related to Fig. 4D and 4G.**

**A**

**CHAF1A: chromatin assembly factor 1, subunit A (p150)**

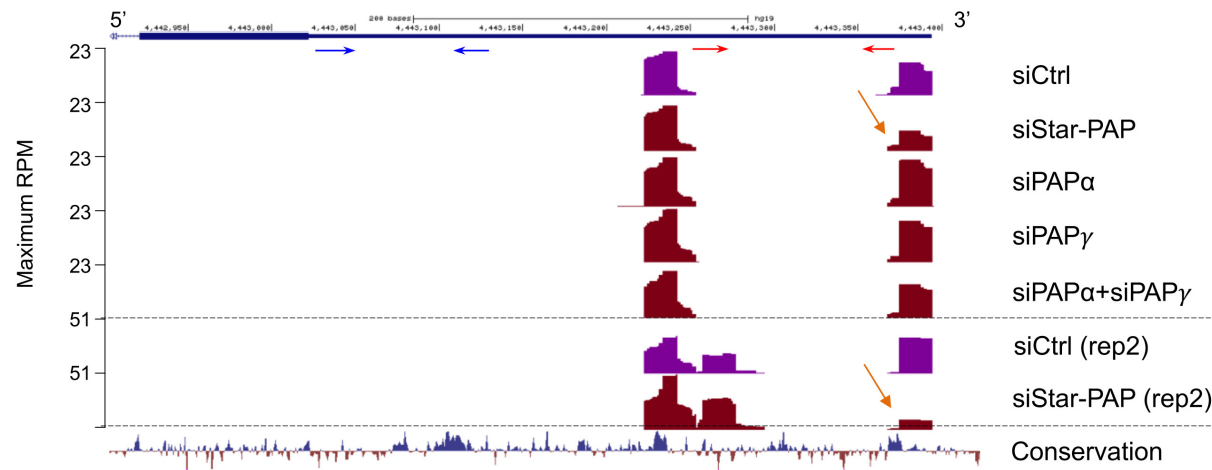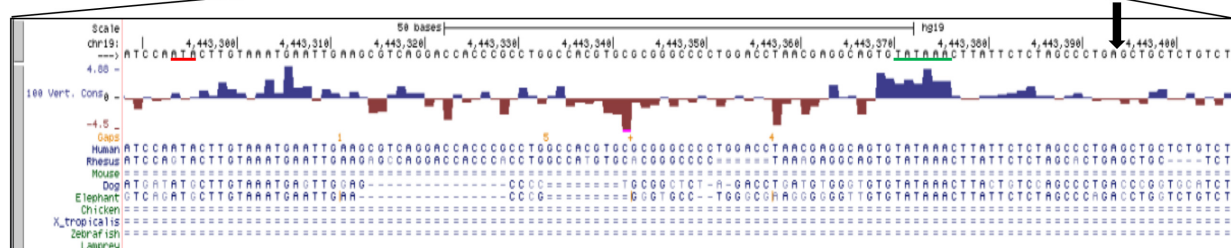

**B****CYTH2: cytohesin 2**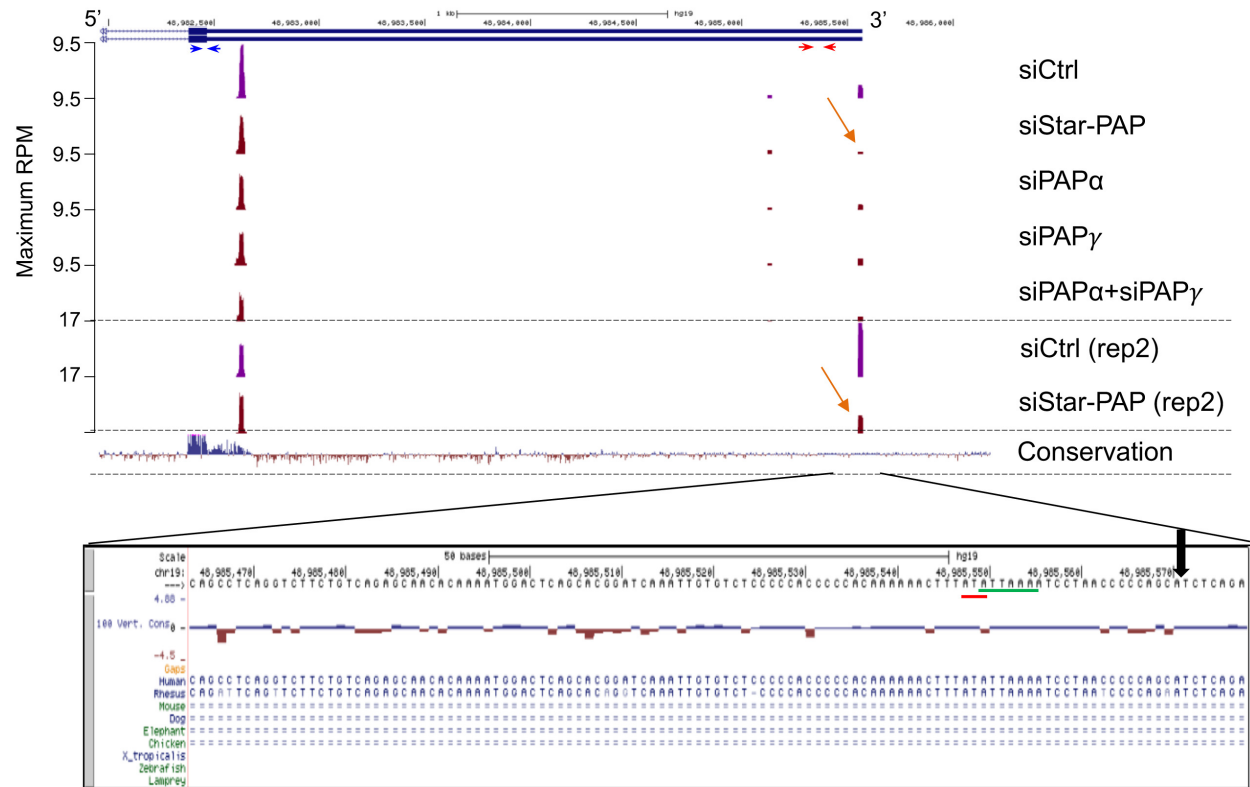**C**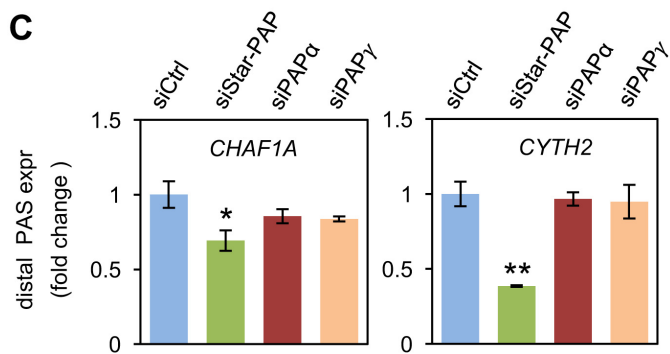**D**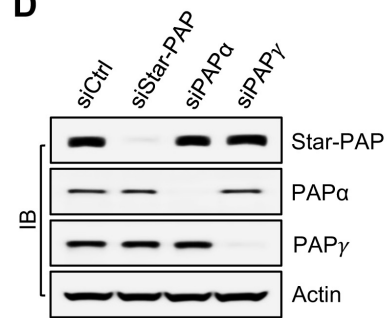

**Figure S7. Star-PAP regulates *CHAF1A* and *CYTH2* distal PAS expression.** (A) PAP regulation of the distal PAS usage within the 3'UTR of *CHAF1A* mRNA: Upper panel: 3'READS profile of the 3'-most exon of *CHAF1A*. The PAS downregulated after Star-PAP knockdown was indicated by orange arrow. The primer pairs used for the qRT-PCR analysis of the expression of the 3'-end sequences containing the distal PAS and a reference region were indicated by red and blue arrows, respectively. Lower panel: sequence conservation and multi-species sequence alignment of the PAS, which was downregulated after Star-PAP knockdown. The PAS was marked by an arrow. The polyadenylation signal and the potential Star-PAP binding motif AUA were underlined in green and red, respectively. (B) PAP regulation of the distal PAS usage within the 3'UTR of *CYTH2* mRNA: (A) Upper panel: 3'READS profile of the 3'-most exon of *CYTH2*. The PAS downregulated after Star-PAP knockdown was indicated by orange arrow. Lower panel: sequence conservation and multi-species sequence alignment of the PAS, which was downregulated after Star-PAP knockdown. The PAS was marked by an arrow. The polyadenylation signal and the potential Star-PAP binding motif AUA were underlined in green and red, respectively. (C) The relative expression of the mRNA isoform corresponding to the use of distal PAS over a reference region of *CHAF1A* and *CYTH2* by the individual PAPs, as examined via the siRNA knockdown approach, was analyzed using qRT-PCR. The primer pairs used for the qRT-PCR analysis of the expression of the 3'-end sequences containing the PAS and the reference region were indicated by red and blue arrows, respectively, in (A) and (B). Error bars represent mean  $\pm$  s.d. of 3 independent experiments with triplicates for each experimental condition. \*P<0.05 and \*\*P<0.01 represent the significance of the mean of 3 independent experiments relative to the control. (D) The knockdown efficiencies of the PAPs by the siRNAs were evaluated by IB.

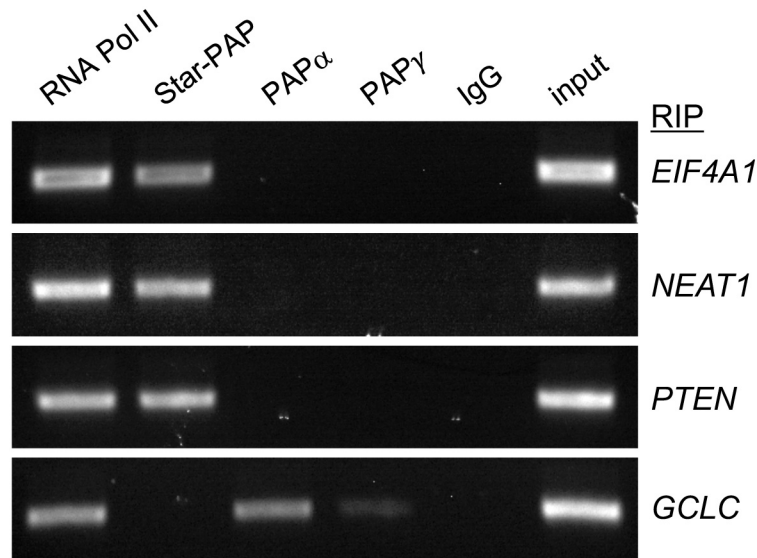

**Figure S8. RIP analysis of PAP association with the 3'UTR of the target mRNAs.** RNA Pol II and rabbit IgG were used as positive and negative IP controls, respectively. The sequences around the distal PAS were PCR amplified. The primers used for *EIF4A1* and *NEAT1* were the same as for the real-time qRT-PCR analysis of the relative PAS expression shown in Fig. 4, and those for *PTEN* were indicated in the Supplementary Data.

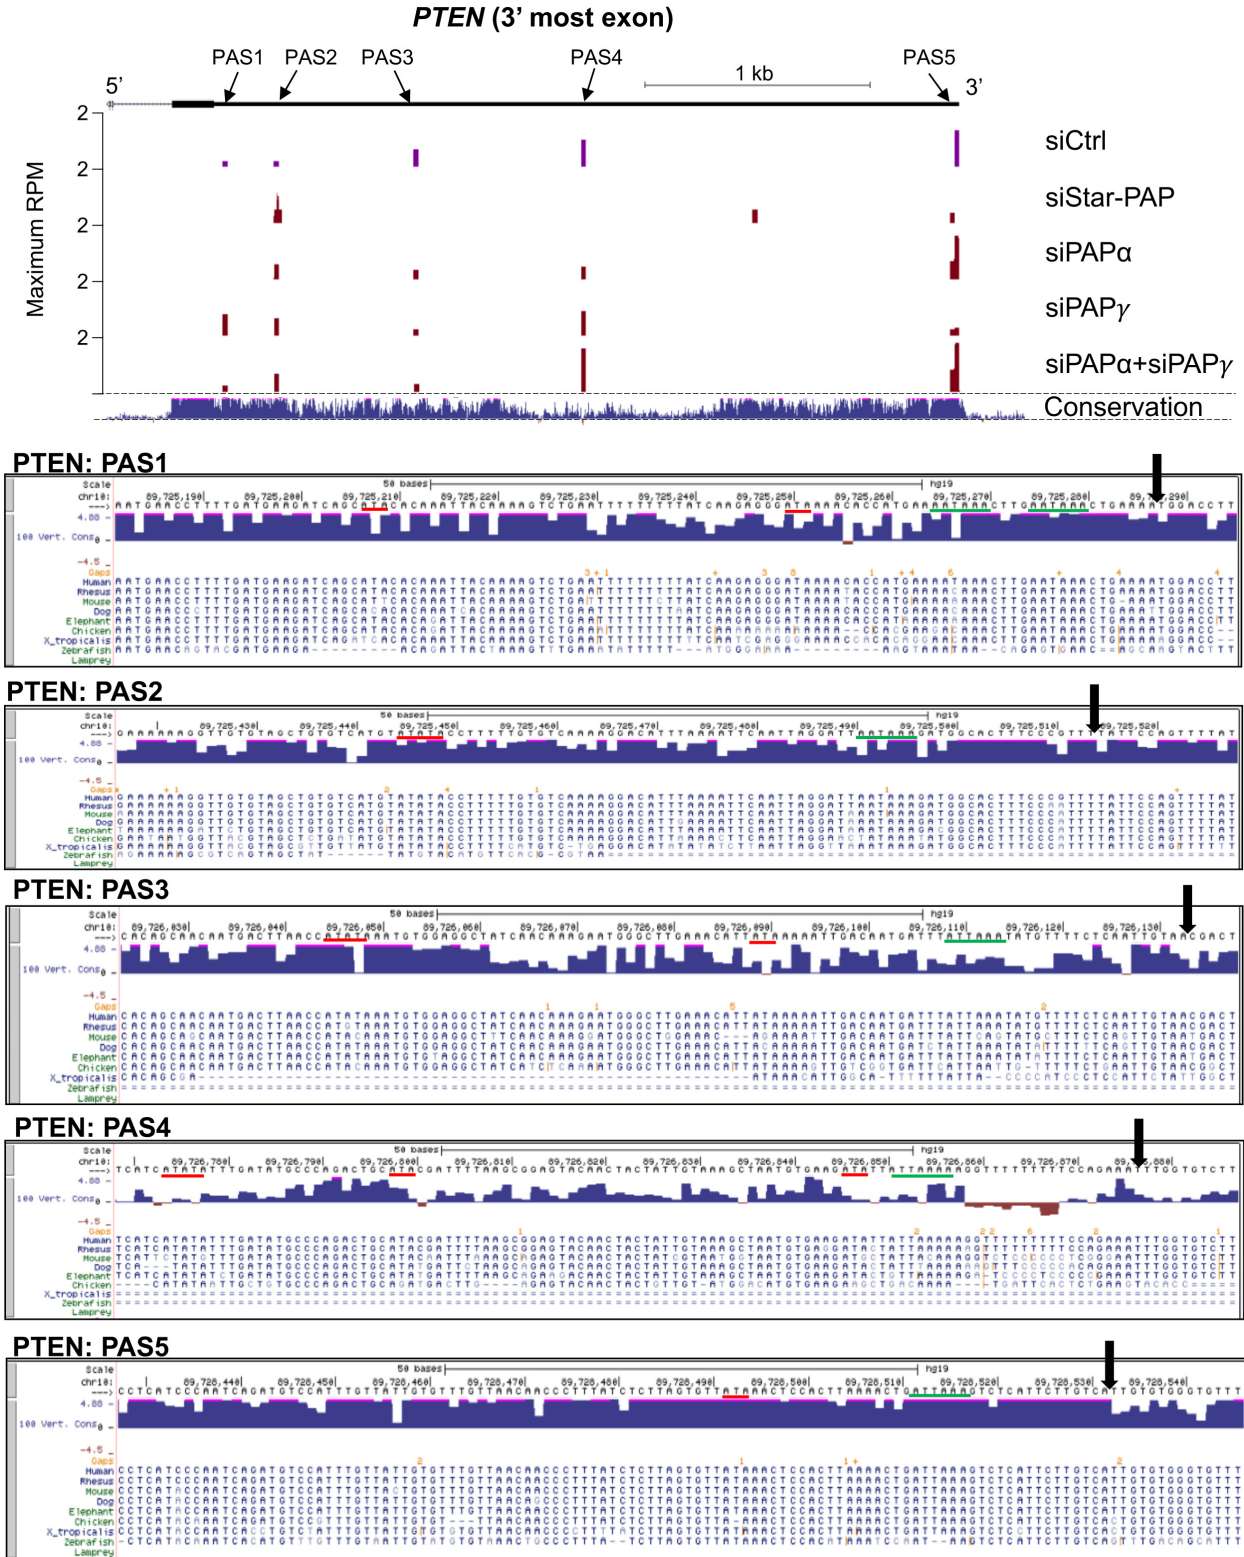

**Figure S9.** The PASs and AUA motifs within the *PTEN* mRNA 3'UTR. Upper panel: 3'READS profile of the 3'-most exon of *PTEN*. Lower panel: sequence conservation and multi-species sequence alignment of the PASs, which were marked by arrows. The poly(A) signals and the potential Star-PAP binding motifs AUA were underlined in green and red, respectively.

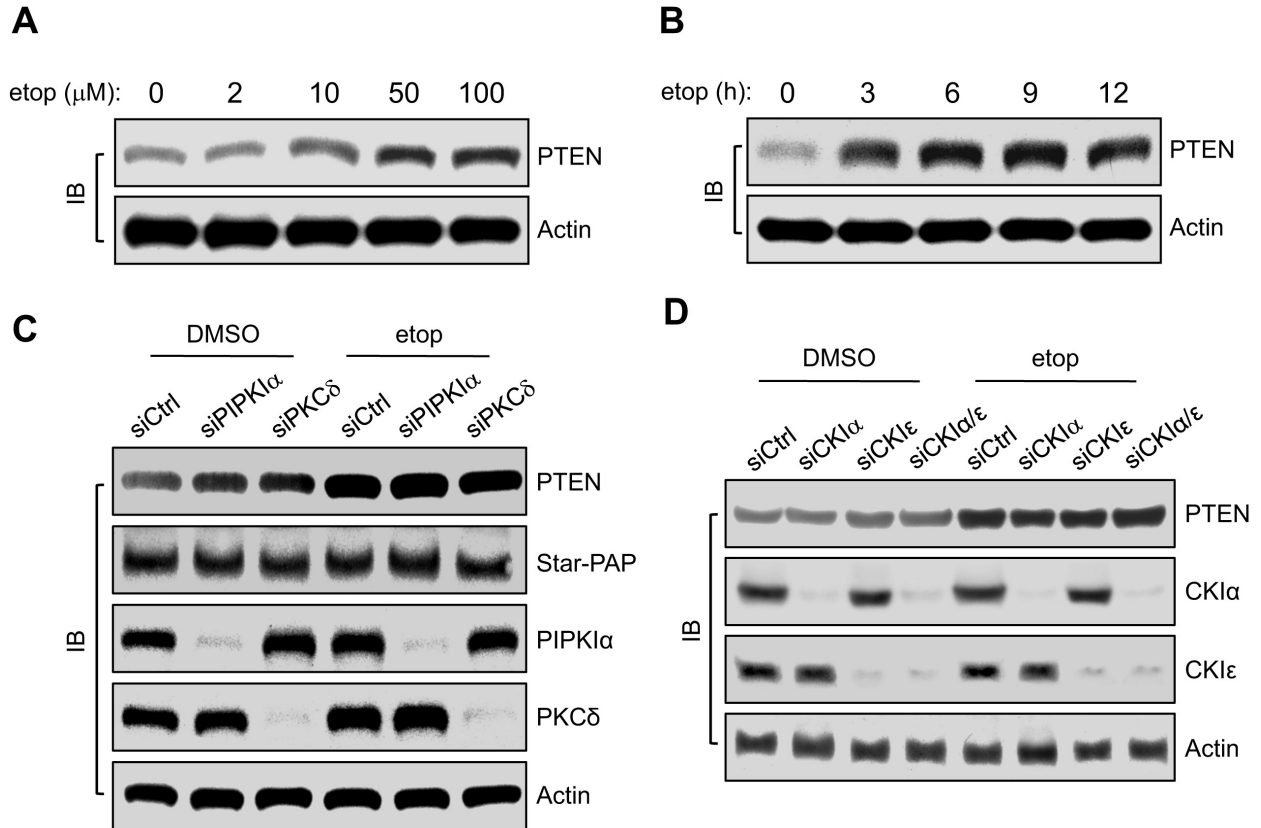

**Figure S10: PIPK1 $\alpha$ , PKC $\delta$  and CK1 $\alpha/\epsilon$  do not regulate PTEN cellular levels under the experimental conditions.** IB results showed that the DNA damaging chemotherapeutic drug etoposide (A) dose- and (B) time-dependently induced PTEN protein expression. RNAi knockdown of PIPK1 $\alpha$  or PKC $\delta$  (C) and CK1 $\alpha$  or/and CK1 $\epsilon$  (D) in the presence or absence of etoposide had no effect on PTEN protein levels as detected by IB.

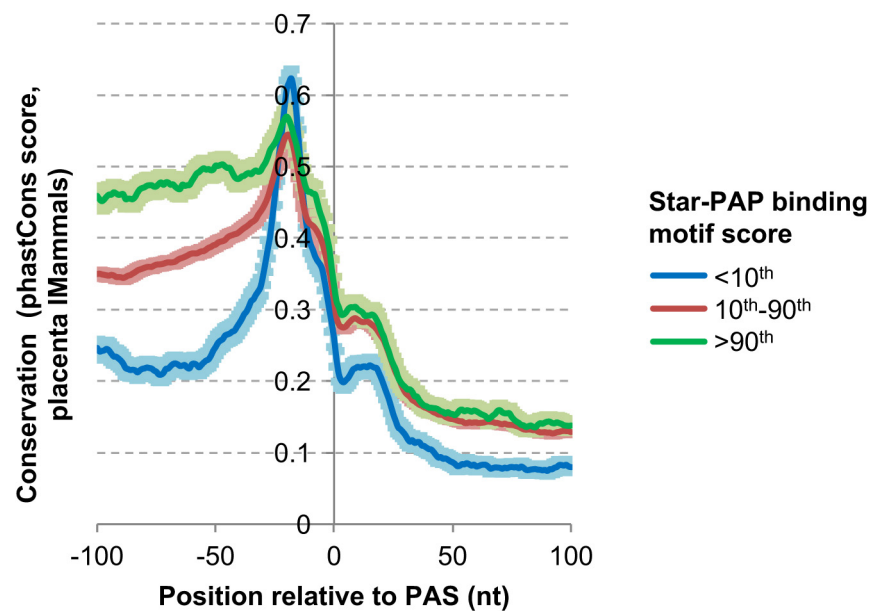

**Figure S11. Conservation of PASs with different Star-PAP binding motif scores.** Conservation is based on PhastCons score of placenta mammals downloaded from UCSC genome browser website. PAS +/- 100 nt region is shown. The Star-PAP binding prediction is based on the averaged motif score in the -100 to -41 nt region upstream of the PAS. The darker color line is the average of the scores. The boundary of the lighter color reflects the standard error of the mean (s.e.m).

|                |                                                          | Gene expression |     |      |             |                 |
|----------------|----------------------------------------------------------|-----------------|-----|------|-------------|-----------------|
| APA regulation | <b>siStar-PAP</b>                                        |                 |     |      |             |                 |
|                |                                                          | UP              | DN  | NC   | Ratio DN/UP | <i>P</i> -value |
|                | Shortened                                                | 58              | 281 | 309  | 4.8         | 0.126           |
|                | Lengthened                                               | 79              | 282 | 354  | 3.6         |                 |
|                | No change                                                | 118             | 419 | 522  | 3.6         |                 |
|                | <b>siPAP<math>\alpha</math></b>                          |                 |     |      |             |                 |
|                |                                                          | UP              | DN  | NC   | Ratio DN/UP | <i>P</i> -value |
|                | Shortened                                                | 122             | 225 | 337  | 1.8         | 0.155           |
|                | Lengthened                                               | 211             | 315 | 485  | 1.5         |                 |
|                | No change                                                | 173             | 272 | 420  | 1.6         |                 |
|                | <b>siPAP<math>\gamma</math></b>                          |                 |     |      |             |                 |
|                |                                                          | UP              | DN  | NC   | Ratio DN/UP | <i>P</i> -value |
|                | Shortened                                                | 108             | 195 | 354  | 1.8         | 0.001           |
|                | Lengthened                                               | 169             | 178 | 407  | 1.1         |                 |
|                | No change                                                | 221             | 269 | 593  | 1.2         |                 |
|                | <b>siPAP<math>\alpha</math>+siPAP<math>\gamma</math></b> |                 |     |      |             |                 |
|                |                                                          | UP              | DN  | NC   | Ratio DN/UP | <i>P</i> -value |
|                | Shortened                                                | 110             | 208 | 290  | 1.9         | 0.020           |
|                | Lengthened                                               | 227             | 304 | 481  | 1.3         |                 |
|                | No change                                                | 170             | 264 | 387  | 1.6         |                 |
|                | <b>siStar-PAP (rep2)</b>                                 |                 |     |      |             |                 |
|                |                                                          | UP              | DN  | NC   | Ratio DN/UP | <i>P</i> -value |
|                | Shortened                                                | 37              | 54  | 174  | 1.5         | 0.776           |
|                | Lengthened                                               | 43              | 70  | 210  | 1.6         |                 |
|                | No change                                                | 178             | 413 | 1351 | 2.3         |                 |

**Figure S12. Relationship between 3'UTR APA regulation and gene expression change.** APA regulation was based on SAAP analysis (FDR=0.05). Gene expression was based on all PASS reads mapped to a gene. Regulation was based on Fisher's Exact test ( $P<0.01$ ) and fold change>1.4. UP, upregulation; DN, downregulation; NC, no significant change. The ratio of DN/UP was shown. The *P*-value testing the association between APA and gene expression change was based on the red numbers in each table using the Fisher's Exact Test.

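In the double KD the ratio of downregulated to upregulated genes was 4.15 among genes with 3′UTR shortening (565 and 136 genes), 2.85 among those with lengthening (813 and 285) and 3.68 among those with no change. In siStar-PAP of batch 2 it was 1.39 (43 and 31 genes), 1.05 (41 and 39) and 2.20 (997 and 454).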

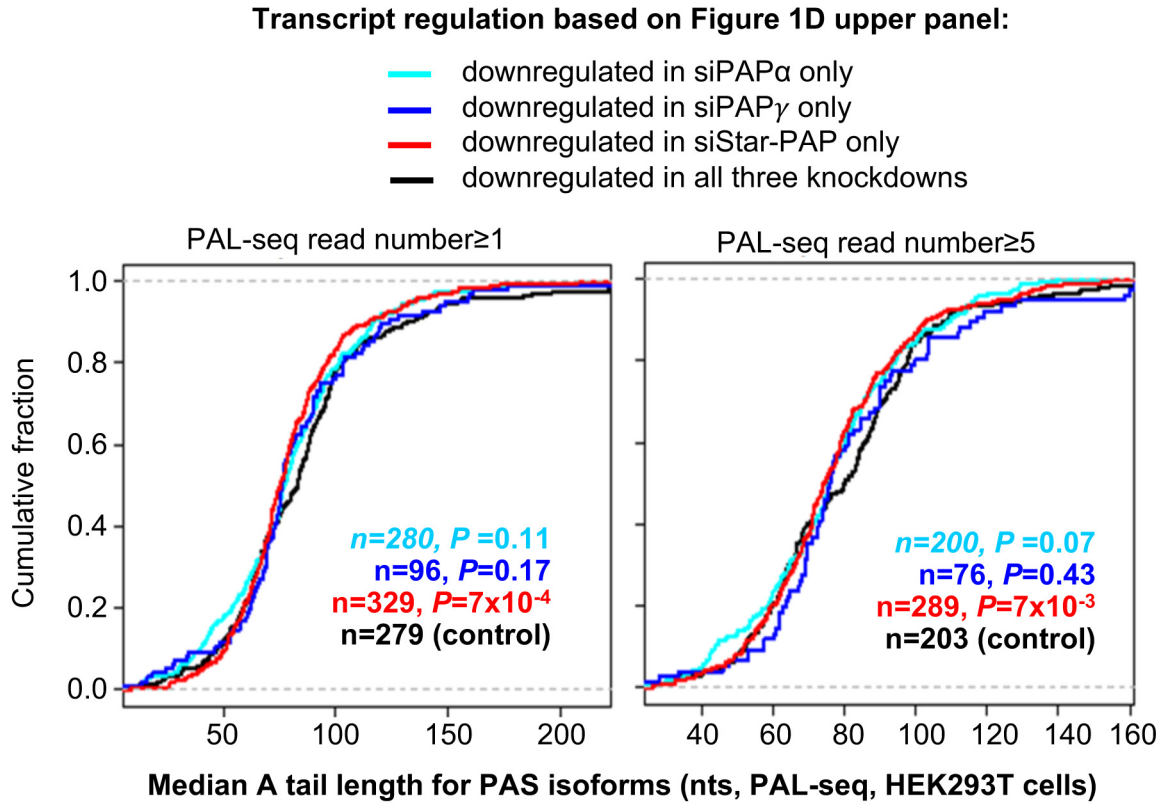

**Figure S13: Poly(A) tail length for transcripts in different regulation groups after three PAP knockdowns** (Based on Figure 1D upper panel). *P*-value was based on K-S test comparing transcripts downregulated in single PAP knockdown only vs. down-regulated in all three PAP knockdowns. Poly(A) tail length was based on the PAL-seq data for HEK293T cells (1) using the following method: The raw PAL-seq read fastq files were downloaded from SRA (SRP033369). The poly(A) tail normalized intensity were downloaded from GEO database (GSE52809). Read were mapped to hg19 genome using bowtie2. The reads uniquely mapped (MAPQ value >10) were used. The first nt of read was defined as poly(A) site. To determine the poly(A) tail length, a linear regression model was built using the A-length of synthetic spike-in RNAs and median value of normalized streptavidin fluorescence intensity. Then the poly(A) tail length was predicted by the model using the normalized streptavidin fluorescence intensity of the reads. The PAS of 3'READS data was matched with PAL-seq data by searching the +/- 24nt region of each PAS.

## 2. Supplementary Tables

**Table S1: Mapping statistics of the RNA deep sequencing using 3'READS**

|                                | <b>No. of raw reads</b> | <b>No. of uniquely mapped reads</b> | <b>No. of PASS reads</b> |
|--------------------------------|-------------------------|-------------------------------------|--------------------------|
| siCtrl                         | 30,347,187              | 21,935,388                          | 11,426,503               |
| siPAP $\alpha$                 | 53,885,778              | 43,963,639                          | 25,085,659               |
| siPAP $\gamma$                 | 30,511,200              | 24,294,691                          | 14,794,886               |
| siStar-PAP                     | 39,128,685              | 30,491,659                          | 16,549,350               |
| siPAP $\alpha$ +siPAP $\gamma$ | 37,508,970              | 30,282,601                          | 18,793,249               |
| siCtrl (batch 2)               | 14,450,720              | 8,459,123                           | 5,048,654                |
| siStar-PAP (batch 2)           | 11,544,286              | 6,783,199                           | 4,249,376                |

**Table S2: Gene Ontology groups associated with down-regulated genes after KD**

| All KDs | siPAP $\alpha$<br>only | siPAP $\gamma$<br>only | siStar-<br>PAP only | Gene Ontology term                              |
|---------|------------------------|------------------------|---------------------|-------------------------------------------------|
| 4.6     | 0.2                    | 0.3                    | 0.1                 | neuron differentiation                          |
| 4.3     | 0.7                    | 0.1                    | 0.1                 | extracellular matrix organization               |
| 3.7     | 0.4                    | 0.4                    | 0                   | response to organic cyclic compound             |
| 3.6     | 0.2                    | 0.1                    | 0.2                 | glycerophospholipid metabolic process           |
| 3.5     | 0                      | 0                      | 0                   | regulation of Cdc42 protein signal transduction |
| 0       | 2.7                    | 0.8                    | 0                   | post-embryonic development                      |
| 0       | 2.5                    | 0.4                    | 0                   | dicarboxylic acid metabolic process             |
| 0.1     | 2.1                    | 0.5                    | 0                   | Golgi vesicle transport                         |
| 1.2     | 0                      | 2.3                    | 0                   | cell-type specific apoptotic process            |
| 0.1     | 0                      | 0                      | 3.1                 | regulation of chromosome organization           |
| 0.5     | 0.3                    | 0                      | 2.5                 | organelle localization                          |
| 0       | 0.1                    | 0                      | 2.5                 | chromosome organization                         |
| 0       | 0                      | 0.3                    | 2.4                 | sister chromatid cohesion                       |
| 0       | 0.1                    | 0.3                    | 2.2                 | alpha-amino acid catabolic process              |

Values are  $-\log_{10}(P)$ , where P was based on the Fisher's exact test. Genes with fold change >1.5 were selected for analysis. Only the Biological Process category of GO was analyzed. GO terms were sorted by significance in each group.

**Table S3: Gene Ontology terms enriched for genes with APA changes**

| All KDs | siPAP $\alpha$<br>only | siPAP $\gamma$<br>only | siStarPAP<br>only | Gene Ontology term                                      |
|---------|------------------------|------------------------|-------------------|---------------------------------------------------------|
| 8       | 0                      | 0.5                    | 0.6               | mRNA metabolic process                                  |
| 4.7     | 0                      | 0.2                    | 0.9               | RNA processing                                          |
| 3.7     | 0.3                    | 0.7                    | 0.1               | protein folding                                         |
| 3.5     | 0.4                    | 0.6                    | 0                 | establishment of protein localization to membrane       |
| 3.5     | 0.1                    | 0.6                    | 0                 | cellular macromolecule catabolic process                |
| 0.2     | 2.4                    | 0.4                    | 0.2               | negative regulation of type I interferon production     |
| 0.1     | 2                      | 0                      | 0.4               | sterol metabolic process                                |
| 0.3     | 0.2                    | 3.5                    | 0                 | regulation of translational initiation                  |
| 0.9     | 0.3                    | 2.2                    | 0                 | establishment of protein localization to mitochondrion  |
| 0.8     | 0                      | 2.1                    | 0                 | protein import                                          |
| 0.2     | 0.6                    | 2                      | 0                 | response to ketone                                      |
| 0.4     | 0.4                    | 2                      | 0.5               | negative regulation of multicellular organismal process |

Values are  $-\log_{10}(P)$ , where P was based on the Fisher's exact test. Genes containing regulated APA sites (FDR = 0.05) were selected for analysis. Only the Biological Process category of GO was analyzed. GO terms were sorted by significance in each group.

**3. Antibodies.** Rabbit polyclonal anti-Star-PAP and anti-PIPKI $\alpha$  (Anderson's Lab homemade (2)); Goat polyclonal anti-EIF4A1 (Santa Cruz Biotechnology, #sc-14211); Rabbit monoclonal anti-PTEN (Cell Signaling Technology, #9559); Mouse monoclonal anti-Actin (MP Biomedical, #691002); Rabbit polyclonal anti-PKC $\delta$  (Santa Cruz Biotechnology, #sc-937); Rabbit polyclonal anti-PAP $\alpha$  (Bethyl Laboratories, #A301-010A); Rabbit polyclonal anti-PAP $\gamma$  (Bethyl Laboratories, #A302-427A); Goat polyclonal anti-CKI $\alpha$  (Santa Cruz Biotechnology, #sc-6477); Rabbit polyclonal anti-CKI $\varepsilon$  (Bethyl Laboratories, #A302-135A).

**4. Primers used for RT-PCR:**

PTEN-fw: ACCAGGACCAGAGGAAACCT (CDS)

PTEN-rv: GCTAGCCTCTGGATTTGACG (CDS)

PTEN distal PAS-fw: AATACCAATATGATGTGTAC (RIP)

PTEN distal PAS-rv: CTTTAATCAGTTTTAAGTGGAG (RIP)

EIF4A1 distal PAS-fw: CTCCAGATCCCAGAGGCTCT (qRT-PCR and RIP)

EIF4A1 distal PAS-rv: CCTCCAGATTTGGTCCAGCA (qRT-PCR and RIP)

EIF4A1 reference-fw: GGCCGTAAAGGTGTGGCTAT

EIF4A1 reference-rv: AGGTCAGCAACATTGAGGGG

NEAT1 distal PAS-fw: GTAGTCTCGGGTATGCTG (qRT-PCR and RIP)

NEAT1 distal PAS-rv: TCTAATGAGTTTAGAACTCA (qRT-PCR and RIP)

NEAT1 reference-fw: GAGTCCTAGCATTGCAGGAG

NEAT1 reference-rv: GAATACAGGGCTTCCTGAGC

GPBP1 proximal PAS-fw: TCTCTCATACAGTTTGGGGTGA

GPBP1 proximal PAS-rv: ACCAACCCAAGTCCTCATTCC

GPBP1 reference-fw: TGTGTGTCAGACCAGGGTTTTCA

GPBP1 reference-rv: GGACAGATCCAGTCAGTGTGA  
CHAF1A distal PAS-fw: TTGCTGGCCTATTGGGGAAG  
CHAF1A distal PAS-rv: CACTGCCTCGTTAGGTCCAG  
CHAF1A reference-fw: GAGAGCAGGGGTGACGTATG  
CHAF1A reference-rv: CGTGAAGCAGGACAAAGTGC  
CYTH2 distal PAS-fw: TGCTTCCTTCAGCACCATGT  
CYTH2 distal PAS-rv: GTGCACTCACTGAGGACCTC  
CYTH2 reference-fw: CTGTGAGTGTGGACCCCTTC  
CYTH2 reference-rv: CGGGGCAGCTCCGTAATAAA  
GCLC 3'UTR-fw: ATGCCTGGTTTTCGTTTGCA  
GCLC 3'UTR-rv: AGCTGTGGAACACACACACTCA

The GAPDH primers used for the real-time RT-PCR were the same as described previously (2).

## **5. siRNAs**

siStar-PAP-1: AACUACGAGCTGCGAGAAA

siStar-PAP-2: GUGUGUUUGUCAGUGGCUU (This was picked for the series of experiments after the initial specificity characterization)

siPAP $\alpha$ -1: AAAAUCCCGACAAGGAAGAAU

siPAP $\alpha$ -2: GGAGACUGACUGCGUACUU (This was picked for the series of experiments after the initial specificity characterization)

siPAP $\gamma$ -1: GCUGACAUUGAUGCACUUU

siPAP $\gamma$ -2: GCUGGUGGUUCUUGGUAAA (This was picked for the series of experiments after the initial specificity characterization)

PTEN 3'UTR-specific siRNA-1: GGUAAAGUUAGAGACAACU (This was picked for the indicated experiments after the initial specificity characterization)

PTEN 3'UTR-specific siRNA-2: UAACACCUCACCAUUGAAA

Scrambled Control, PIPK $\alpha$ , PKC $\delta$ , CKI $\alpha$  and CKI $\epsilon$  siRNAs were used as described previously (2-5).

## 6. References

1. Subtelny, A.O., Eichhorn, S.W., Chen, G.R., Sive, H. and Bartel, D.P. (2014) Poly(A)-tail profiling reveals an embryonic switch in translational control. *Nature*, **508**, 66-71.
2. Mellman, D.L., Gonzales, M.L., Song, C., Barlow, C.A., Wang, P., Kendzierski, C. and Anderson, R.A. (2008) A PtdIns4,5P2-regulated nuclear poly(A) polymerase controls expression of select mRNAs. *Nature*, **451**, 1013-1017.
3. Gonzales, M.L., Mellman, D.L. and Anderson, R.A. (2008) CKI $\alpha$  is associated with and phosphorylates star-PAP and is also required for expression of select star-PAP target messenger RNAs. *The Journal of biological chemistry*, **283**, 12665-12673.
4. Laishram, R.S., Barlow, C.A. and Anderson, R.A. (2011) CKI isoforms  $\alpha$  and  $\epsilon$  regulate Star-PAP target messages by controlling Star-PAP poly(A) polymerase activity and phosphoinositide stimulation. *Nucleic Acids Res*, **39**, 7961-7973.

5. Li, W., Laishram, R.S., Ji, Z., Barlow, C.A., Tian, B. and Anderson, R.A. (2012) Star-PAP control of BIK expression and apoptosis is regulated by nuclear PIPKIalpha and PKCdelta signaling. *Mol Cell*, **45**, 25-37.

How the deposited data were processed for this re-analysis (not part of the article)

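The measurements were PASS read numbers from 3′READS of total RNA of HEK293 cells treated with a control siRNA (siCtrl) or with siRNAs against Star-PAP, PAPα, PAPγ or PAPα and PAPγ together. All 7 libraries were mapped to a condition from their labels and the paper, and 0 columns were left without a mapping. The libraries stood in 3 tables, of which that of the double KD repeats siCtrl of batch 1. The authors mapped reads to hg19 with bowtie2, kept uniquely mapped reads with at least 2 untemplated Ts, clustered the sites, removed PASs of low abundance, and deposited the number of reads at each PAS of a RefSeq gene, so that the values are counts that were not normalized. The PASs were used as listed.

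Per library, the tables held between 2362875 reads (siStar-PAP, batch 2) and 16245257 reads (siPAPα). PASS read totals are those of Supplementary Table S1, between 4249376 and 25085659, and the RPM values use them. For shares of reads, exact Clopper-Pearson intervals at the 95% level were taken, and a count of 0 was read as allowing up to 3 reads. Intervals on ratios of numbers of calls come from the same method. Those on medians come from order statistics.

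Main settings follow the paper's methods where they give one. Regulated PAS transcripts had more than 50 reads in total and a change above 2-fold, with a value of 0 taken as past that change. APA was tested per isoform with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment at 0.05 in place of SAAP. 3′UTR-APA and UR-APA were tested in the same way after thinning, with 20 draws, in place of GAAP. Neither of the authors' programs was available, and neither was the position matrix of the Star-PAP motif, for which the AUA trimer was counted in the −100 to −41 nt region of the hg19 sequence. Lists of genes or PASs were set beside 10000 random lists matched in 20 bins of mean expression. The seed of all random draws was 20170627.

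With 1 library per condition in batch 1, the tests there compare read counts of single libraries and take in no variation between replicates. Only siStar-PAP and siCtrl have libraries in both batches, and these were fitted together with edgeR (quasi-likelihood test, TMM factors, default expression filter). The batches were made with different protocols and each has its own siCtrl, so the libraries of a batch belong together and batch was a block. That leaves 1 residual degree of freedom. siCtrl RPM of genes correlated at r = 0.665 between the batches and at r = 0.912 with siStar-PAP within batch 1, which is the check of this pairing. The genes named in the text were fixed by a rule written before the data were examined, as were the settings used and most alternatives to them. They are a list from the paper (TUT1, PAPOLA, PAPOLG, EIF4A1, NEAT1, CHAF1A, CYTH2, GCLC, GPBP1 and GAPDH), with 1 more that is not reported here and whose tests stay in the adjustment of p, and the 3 genes with the largest fall and the 3 with the largest rise in the fit over both batches, among those with an adjusted p below 0.05, the same direction in both batches and at least 50 reads in each. The list from the paper does not hold every gene knocked down there, and it includes genes for which the paper gives no 3′READS data.

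Alternatives covered the scaling (totals of the tables, TMM factors, DESeq2 size factors), the filter on reads, the fold change, a pseudocount of 1 read or 0.1 RPM, thinning to the shallower library or to 2000000 reads, the source of the expression level, the filter on PASs (more than 5% of the reads of the gene and at least 2 reads), a change of at least 10 percentage points, the PAS pair compared, PASs within 50 nt merged, the fit without the block, RLE factors, DESeq2, and each batch left out.

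The steps were tested on simulated data with 200 changed items each. The edgeR step recovered 152 of 200 genes changed 4-fold with 7 false calls among 11232 genes, and DESeq2 recovered 134 with 2 false calls. The call of regulated PASs recovered 199 of 200 with 460 false calls among 18557 PASs. The APA test recovered 182 of 200 with 8 false calls among 10770 genes, and the 3′UTR-APA test 160 of 200 with 6 false calls among 8568 genes. Reads of the PAS and APA simulations were independent, and with grouped reads and no change the APA test made 4904 downregulated and 4135 upregulated calls in siStar-PAP, so the false calls given here hold for independent reads only. The comparison of medians with matched lists recovered 5 of 5 shifted lists. Fisher's exact test was checked against scipy on 400 tables with 0 differences.

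R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. Upstream antisense sites were left out of the main values because they are not products of the gene's own strand. Results on proteins, reporter assays, RNA immunoprecipitation and quantitative RT-PCR have no counts in the files used. Gene ontology and poly(A) tail length, for which the paper used data of another study, were not analysed either.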

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

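The tests of explanations in this part (scaling, amplification and specificity) were chosen after the results were seen, while the fit over both batches and the scalings themselves were planned.

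AGBL5, CS and MSRA, which lie outside the genes the paper discusses, were above siCtrl in siStar-PAP. In the edgeR fit over both batches they had the largest rises among genes with an adjusted p below 0.05, the same direction in both batches and at least 50 reads in each batch. AGBL5 (chromosome 2, 27265232 to 27293490) had a log2 fold change of 3.22 (standard error 0.48, adjusted p = 0.00194 from edgeR's quasi-likelihood test), with 42 reads in siCtrl and 730 in siStar-PAP of batch 1, and 25 and 84 in batch 2. CS (chromosome 12, 56665483 to 56694175) had a log2 fold change of 2.90 (standard error 0.48, adjusted p = 0.00413 from the same test), with 15 and 153 reads in batch 1 and 22 and 93 in batch 2. MSRA (chromosome 8, 9911802 to 10286401) had a log2 fold change of 2.87 (standard error 0.39, adjusted p = 0.00164 from the same test), with 474 and 5115 reads in batch 1 and 45 and 153 in batch 2. Each gene rose in both batches, and with batch 1 or batch 2 alone the log2 fold change was 4.10 and 2.18 for AGBL5, 3.33 and 2.51 for CS, and 3.41 and 2.20 for MSRA. The rise of AGBL5 stood mainly at intronic PASs, with 35 reads in siCtrl and 487 in siStar-PAP at 27282403.

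Scaling is argued against as the cause of these rises, since the smallest log2 ratio of any of the 3 genes over 4 scalings and both batches was 1.98. The genes rose in the other KDs as well, with a smallest log2 ratio of 1.56 over siPAPα, siPAPγ and the double KD and 4 scalings. Amplification of a few molecules in 1 library of siStar-PAP is thus argued against as the whole cause, since these libraries had no part in the choice of the genes. The rise in batch 2 is no test of it, as the genes were chosen to rise in both batches. AGBL5 had 753 reads in siPAPα and 409 in siPAPγ, CS 326 and 168, and MSRA 6805 and 1810. The rise may therefore be an effect that is not specific to loss of Star-PAP, either a response to any of the KDs or a lower level in siCtrl in both batches. Which of these holds remains open, because every ratio is taken against siCtrl.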

How the results depend on the processing

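The choices added after the results were seen were to leave the 100 most-read genes out of the scaling, to divide reads by the dispersion and to include upstream antisense sites, and the others were planned.

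Over 35 alternatives of 90 values there were 438 comparisons. In 224 the value stayed within its 95% interval or its replicate SD, or a count within 1.5 times (70 higher, 115 lower and 39 equal). In 188 it moved further (87 higher and the others lower), and in 26 its direction reversed. Nothing moved or reversed with PASs of the 3′-most exon as denominator (4 comparisons), PASs merged within 50 nt (4), PASs above 5% of the gene's reads (16), full depth (10), a gene fold change above 1.2 (10), RLE size factors (2) or the DESeq2 Wald test (2). Below, the value reported at the claims stands in parentheses after each value. The cause of the changes was not tested, except where the choice leaves fewer or more PASs and so changes a count.

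Reversals came from the scaling or the level groups. With edgeR TMM factors the ratio of downregulated to upregulated PAS transcripts was 0.863 (1.79) in siPAPα, 0.856 (2.26) in siPAPγ and 0.942 (2.66) in the double KD, and the median log2 ratio of mRNA genes was 0.00426 (−0.33) in siPAPα and 0.00657 (−0.37) in siPAPγ. There the ratio of downregulated to upregulated genes with 3′UTR shortening was 0.925 (4.91) in siStar-PAP, 0.943 (2.80) in siPAPα and 0.971 (3.69) in siPAPγ, and the same ratio with 3′UTR lengthening was 0.846 (4.30) in siStar-PAP, 0.947 (2.65) in siPAPα, 0.731 (2.74) in siPAPγ and 0.882 (2.85) in the double KD. With DESeq2 size factors the ratio of downregulated to upregulated PAS transcripts was 0.922 (1.79) in siPAPα, 0.940 (2.26) in siPAPγ and 0.928 (2.66) in the double KD, and the median log2 ratio of mRNA genes was 0.00435 (−0.19) in siStar-PAP of batch 2. There the ratio of downregulated to upregulated genes with 3′UTR shortening was 0.935 (4.91) in siStar-PAP, and the same ratio with 3′UTR lengthening was 0.863 (4.30) in siStar-PAP, 0.787 (2.74) in siPAPγ and 0.869 (2.85) in the double KD. With the 100 most-read genes left out of the scaling the ratio of downregulated to upregulated PAS transcripts was 0.947 (2.26) in siPAPγ. With the level taken from siCtrl alone the low minus high expression difference of median log2 ratios was 0.13 (−0.41) in siStar-PAP, 0.14 (−0.51) in siPAPα, 0.11 (−0.44) in siPAPγ, 0.22 (−0.32) in the double KD and 0.43 (−0.16) in siStar-PAP of batch 2. TMM and DESeq2 factors set the typical gene or PAS to no change, so a median near 0 follows from the choice and its sign shows nothing. A ratio counts as reversed when it is below 1 and the 95% interval of the reported value lies above 1, which leaves out the genes with 3′UTR change in siStar-PAP of batch 2. But grouped reads with no change gave ratios of regulated PAS transcripts of 0.679 in siPAPα, 0.836 in siPAPγ and 0.676 in the double KD, so the ratios here still lie above those, though with TMM factors in siPAPγ by no more than the 95% interval. With the level from siCtrl alone grouped reads with no change gave 0.22 in siStar-PAP, 0.11 in siPAPα, 0.22 in siPAPγ, 0.29 in the double KD and 0.26 in siStar-PAP of batch 2, so a difference above 0 arises there without any effect.

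Scaling moved other values. With the totals of the deposited tables the ratio of downregulated to upregulated PAS transcripts was 2.71 (3.15) in siStar-PAP, 1.40 (1.79) in siPAPα, 1.16 (2.26) in siPAPγ and 1.41 (2.66) in the double KD, and the unique share of downregulated PAS transcripts was 43.5% (37.3%) in siStar-PAP and 29.6% (24.6%) in siPAPα. There the share in common with both other KDs was 28.8% (35.8%) in siStar-PAP, 35.9% (42.7%) in siPAPα and 46.5% (44.7%) in siPAPγ, and the median log2 ratio of mRNA genes was −0.42 (−0.49) in siStar-PAP, −0.20 (−0.33) in siPAPα, −0.10 (−0.37) in siPAPγ and −0.17 (−0.44) in the double KD. There the ratio of downregulated to upregulated genes with 3′UTR shortening was 3.96 (4.91) in siStar-PAP, 1.83 (2.80) in siPAPα, 1.53 (3.69) in siPAPγ and 1.94 (4.15) in the double KD, and the same ratio with 3′UTR lengthening was 3.57 (4.30) in siStar-PAP, 1.78 (2.65) in siPAPα, 1.03 (2.74) in siPAPγ and 1.30 (2.85) in the double KD. With edgeR TMM factors the ratio of downregulated to upregulated PAS transcripts was 1.06 (3.15) in siStar-PAP and 1.20 (2.55) in siStar-PAP of batch 2, and the unique share of downregulated PAS transcripts was 44.9% (37.3%) in siStar-PAP, 36.2% (24.6%) in siPAPα and 26.3% (19.6%) in siPAPγ. There the share in common with both other KDs was 27.5% (35.8%) in siStar-PAP, 28.6% (42.7%) in siPAPα and 34.3% (44.7%) in siPAPγ, and the median log2 ratio of mRNA genes was −0.0101 (−0.49) in siStar-PAP, −0.00611 (−0.44) in the double KD and −0.0134 (−0.19) in siStar-PAP of batch 2. There the ratio of downregulated to upregulated genes with 3′UTR shortening was 1.25 (4.15) in the double KD and 0.711 (1.39) in siStar-PAP of batch 2, and the same ratio with 3′UTR lengthening was 0.491 (1.05) in siStar-PAP of batch 2. With DESeq2 size factors the ratio of downregulated to upregulated PAS transcripts was 1.07 (3.15) in siStar-PAP and 1.09 (2.55) in siStar-PAP of batch 2, and the unique share of downregulated PAS transcripts was 43.5% (37.3%) in siStar-PAP, 35.7% (24.6%) in siPAPα and 26.6% (19.6%) in siPAPγ. There the share in common with both other KDs was 28.4% (35.8%) in siStar-PAP, 28.7% (42.7%) in siPAPα and 33.8% (44.7%) in siPAPγ, and the median log2 ratio of mRNA genes was −0.0147 (−0.49) in siStar-PAP, −0.0237 (−0.33) in siPAPα, −0.0163 (−0.37) in siPAPγ and −5.18e−09 (−0.44) in the double KD. There the ratio of downregulated to upregulated genes with 3′UTR shortening was 1.02 (2.80) in siPAPα, 1.06 (3.69) in siPAPγ, 1.23 (4.15) in the double KD and 0.711 (1.39) in siStar-PAP of batch 2, and the same ratio with 3′UTR lengthening was 1.03 (2.65) in siPAPα and 0.473 (1.05) in siStar-PAP of batch 2. With the 100 most-read genes left out of the scaling the ratio of downregulated to upregulated PAS transcripts was 1.55 (3.15) in siStar-PAP, 1.05 (1.79) in siPAPα, 1.21 (2.66) in the double KD and 1.63 (2.55) in siStar-PAP of batch 2.

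Of the regulated PAS transcripts in siStar-PAP, siPAPα, siPAPγ, the double KD and siStar-PAP of batch 2, the downregulated share was 75.9%, 64.2%, 69.3%, 72.7%, 71.8% as reported. It was 73.0%, 58.3%, 53.7%, 58.6%, 73.1% with the totals of the tables, 51.5%, 46.3%, 46.1%, 48.5%, 54.4% with TMM factors, 51.7%, 48.0%, 48.5%, 48.1%, 52.2% with DESeq2 size factors and 60.8%, 51.3%, 48.7%, 54.8%, 62.0% without the 100 most-read genes. In the same order the median log2 ratio of all genes was −0.49, −0.34, −0.37, −0.44, −0.19 as reported, −0.42, −0.20, −0.10, −0.17, −0.21 with the totals of the tables, −0.01, 0.00, 0.01, −0.01, −0.02 with TMM factors and −0.02, −0.03, −0.02, 0.00, 0.00 with DESeq2 size factors.

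With the total over the 2 libraries above 50 reads the ratio of downregulated to upregulated PAS transcripts was 3.73 (3.15) in siStar-PAP and 2.88 (2.26) in siPAPγ, and the number of regulated PAS transcripts was 4546 (7720) in siStar-PAP and 4064 (6780) in siPAPγ. With total reads above 200 the ratio of downregulated to upregulated PAS transcripts was 4.08 (3.15) in siStar-PAP and 2.52 (2.26) in siPAPγ, and the number of regulated PAS transcripts was 3226 (7720) in siStar-PAP, 3462 (7666) in siPAPα, 2860 (6780) in siPAPγ, 2191 (5076) in the double KD and 362 (1288) in siStar-PAP of batch 2. There the number of PAS transcripts regulated in any of the 3 KDs was 5393 (12161), and the number of their genes was 4525 (8066). There the share in common with both other KDs was 38.3% (35.8%) in siStar-PAP, 44.7% (42.7%) in siPAPα and 48.5% (44.7%) in siPAPγ, and Pearson's r of PAS log2 ratios was 0.636 (0.515) for siStar-PAP with siPAPα, 0.687 (0.574) for siStar-PAP with siPAPγ and 0.806 (0.725) for siPAPα with siPAPγ. There the share of PASs with AAUAAA was 63.1% (59.4%) for those down in siStar-PAP alone and 55.8% (50.0%) for those down in siPAPα alone, and the share with AUA was 59.0% (61.6%) for those down in siStar-PAP alone and 50.0% (53.5%) for those down in siPAPα alone. With no read filter the ratio of downregulated to upregulated PAS transcripts was 1.91 (3.15) in siStar-PAP, 1.38 (1.79) in siPAPα, 1.52 (2.26) in siPAPγ, 1.91 (2.66) in the double KD and 1.43 (2.55) in siStar-PAP of batch 2, and the number of regulated PAS transcripts was 29105 (7720) in siStar-PAP, 30317 (7666) in siPAPα, 27778 (6780) in siPAPγ, 30031 (5076) in the double KD and 19086 (1288) in siStar-PAP of batch 2. There the number of PAS transcripts regulated in any of the 3 KDs was 44952 (12161), and the number of their genes was 13698 (8066). With a fold change above 1.5 the ratio of downregulated to upregulated PAS transcripts was 2.65 (3.15) in siStar-PAP, 1.60 (1.79) in siPAPα, 2.04 (2.26) in siPAPγ, 2.20 (2.66) in the double KD and 1.97 (2.55) in siStar-PAP of batch 2, and the number of regulated PAS transcripts was 11573 (7666) in siPAPα, 10783 (6780) in siPAPγ, 7912 (5076) in the double KD and 3030 (1288) in siStar-PAP of batch 2. There the unique share of downregulated PAS transcripts was 27.1% (37.3%) in siStar-PAP, 15.8% (24.6%) in siPAPα and 13.9% (19.6%) in siPAPγ, and the share in common with both other KDs was 47.5% (35.8%) in siStar-PAP, 55.7% (42.7%) in siPAPα and 54.8% (44.7%) in siPAPγ. With a fold change above 4 the ratio of downregulated to upregulated PAS transcripts was 3.48 (3.15) in siStar-PAP, 2.04 (1.79) in siPAPα, 2.10 (2.26) in siPAPγ, 3.79 (2.66) in the double KD and 5.60 (2.55) in siStar-PAP of batch 2, and the number of regulated PAS transcripts was 2748 (7720) in siStar-PAP, 2518 (7666) in siPAPα, 1973 (6780) in siPAPγ, 1543 (5076) in the double KD and 165 (1288) in siStar-PAP of batch 2. There the number of PAS transcripts regulated in any of the 3 KDs was 4911 (12161), and the number of their genes was 3996 (8066). With a pseudocount of 1 read the ratio of downregulated to upregulated PAS transcripts was 3.38 (3.15) in siStar-PAP, 1.95 (1.79) in siPAPα and 2.38 (2.26) in siPAPγ. With all PASs above the read filter Pearson's r of PAS log2 ratios was 0.714 (0.725) for siPAPα with siPAPγ.

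With at least 50 reads the median log2 ratio of mRNA genes was −0.44 (−0.49) in siStar-PAP, −0.26 (−0.33) in siPAPα, −0.33 (−0.37) in siPAPγ, −0.39 (−0.44) in the double KD and −0.16 (−0.19) in siStar-PAP of batch 2, and the low minus high expression difference of median log2 ratios was −0.22 (−0.51) in siPAPα, −0.25 (−0.44) in siPAPγ and −0.17 (−0.32) in the double KD. With a pseudocount of 0.1 RPM the median log2 ratio of mRNA genes was −0.52 (−0.49) in siStar-PAP, −0.31 (−0.33) in siPAPα, −0.36 (−0.37) in siPAPγ and −0.22 (−0.19) in siStar-PAP of batch 2, and the low minus high expression difference of median log2 ratios was −0.61 (−0.41) in siStar-PAP, −0.27 (−0.51) in siPAPα, −0.44 (−0.32) in the double KD and −0.33 (−0.16) in siStar-PAP of batch 2. With the level from the siCtrl of the other batch the low minus high expression difference of median log2 ratios was −0.14 (−0.41) in siStar-PAP, −0.26 (−0.51) in siPAPα, −0.0740 (−0.44) in siPAPγ and −0.19 (−0.32) in the double KD.

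With reads thinned to the shallower library the downregulated share of regulated 3′-most PASs was 35.6% (39.2%) in siPAPα and 29.4% (32.2%) in the double KD, and the downregulated share of regulated intronic PASs was 38.5% (43.4%) in siStar-PAP, 64.3% (68.7%) in siPAPα, 57.1% (59.3%) in siPAPγ and 60.5% (64.4%) in the double KD. With a change of at least 10 percentage points the downregulated share of regulated 3′-most PASs was 36.3% (39.2%) in siPAPα and 29.5% (32.2%) in the double KD, and the downregulated share of regulated intronic PASs was 62.0% (64.4%) in the double KD. With reads divided by the dispersion the number of genes with APA regulation was 272 (6454) in siStar-PAP, 827 (6875) in siPAPα, 437 (5185) in siPAPγ, 626 (6475) in the double KD and 33 (1126) in siStar-PAP of batch 2, and the number of such genes in any of the 3 KDs was 999 (8656). With upstream antisense sites included the share of PASs in the 3′-most exon was 69.2% (72.5%). With libraries thinned to 2000000 reads log2(P/D) of 3′UTR-APA was −0.81 (−0.55) in siPAPα and −1.03 (−0.72) in the double KD, and log2(P/D) of UR-APA was 0.65 (0.44) in siStar-PAP, −1.99 (−1.48) in siPAPα, −1.52 (−0.96) in siPAPγ and −2.13 (−1.46) in the double KD. With the first PAS against the last log2(P/D) of 3′UTR-APA was −0.69 (−0.55) in siPAPα and −1.03 (−0.72) in the double KD. With a gene fold change above 2 the ratio of downregulated to upregulated genes with 3′UTR shortening was 6.39 (4.91) in siStar-PAP, 3.69 (2.80) in siPAPα and 6.28 (4.15) in the double KD, and the same ratio with 3′UTR lengthening was 5.71 (4.30) in siStar-PAP, 3.36 (2.65) in siPAPα and 4.16 (2.85) in the double KD.

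With at least 50 reads in each batch Pearson's r across genes between siStar-PAP of batch 2 and batch 1 was 0.463 (0.284) in siStar-PAP, 0.394 (0.265) in siPAPα, 0.421 (0.268) in siPAPγ and 0.0518 (0.0292) for siStar-PAP less the mean of siPAPα and siPAPγ, and Pearson's r across PASs between siStar-PAP of batch 2 and batch 1 was 0.471 (0.215) in siStar-PAP. With at least 200 reads in each batch Pearson's r across genes between siStar-PAP of batch 2 and batch 1 was 0.525 (0.284) in siStar-PAP, 0.449 (0.265) in siPAPα and 0.462 (0.268) in siPAPγ, and Pearson's r across PASs between siStar-PAP of batch 2 and batch 1 was 0.568 (0.215) in siStar-PAP. With no filter on reads in the edgeR fit the number of downregulated genes over both batches was 249 (125), and the number of upregulated genes over both batches was 224 (141).

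Batch was the block in the edgeR fit, with 125 genes down and 141 up. With no replicate block edgeR called 0 down and 0 up, with 45 and 17 at an unadjusted p below 0.05. The DESeq2 Wald test called 89 and 187 with the block.

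Without replicate 1 or replicate 2, which leaves 1 library per arm and so no test, the ratio of downregulated to upregulated PAS transcripts in siStar-PAP ranged from 2.55 to 3.15, the genes down over 2-fold from 1515 to 1664 (1288 with both) and those up from 1175 to 1477 (912). The higher count of genes up came without batch 2. The change in distal PAS usage ranged from −30.2 to −14.6 percentage points for EIF4A1, −30.2 to −13.4 for CYTH2 and −2.22 to −1.36 for NEAT1. The smaller falls of EIF4A1, CYTH2 and NEAT1 came without batch 2. For CHAF1A there is no value without batch 1, since batch 2 does not list its distal PAS. The total over the 2 libraries is already the rule for the double KD and batch 2, so it gave no second value there.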

Differences from the paper's values

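No test of a cause belongs to this part, and the alternatives named here were planned before the data were examined, except division of the reads by the dispersion. A difference in a ratio or share counts as removed when the values are within 1.5 times of each other, or within the SD of the 2 batches or, for the other KDs, the margin of error (0.5 of the width of the 95% interval) of the value reported here. A difference in log2(P/D) counts as removed by that SD or margin alone.

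For siPAPγ the paper's ratio of downregulated to upregulated transcripts is 1.4, and the value here was 2.26. It came within 1.5 times of the paper's value with the totals of the deposited tables (1.16), DESeq2 size factors (0.940, on the other side of 1), no read filter (1.52) and a fold change above 1.5 (2.04). It did not with TMM factors (0.856), the total over the pair of libraries (2.88), more than 200 reads (2.52), a fold change above 4 (2.10), a pseudocount of 1 read (2.38) or thinning (2.31). For siPAPα, where the value here (1.79) was within 1.5 times of the paper's, the totals of the tables gave 1.40 and the paper's value is 1.4.

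The paper's share of downregulated transcripts unique to siPAPα is 38.4%, and the value here was 24.6%. The totals of the tables (29.6%), TMM factors (36.2%) and DESeq2 size factors (35.7%) brought it within 1.5 times of the paper's value, still below it, and more than 200 reads (24.2%) and a fold change above 1.5 (15.8%) did not.

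For 3′UTR-APA the paper's log2(P/D) is about −0.2 for siStar-PAP and about −0.8 for siPAPα in Fig. 2C, read by eye, and the values here were −0.13 and −0.55. For siStar-PAP the paper's value lies within the 95% interval here (−0.24 to −0.02), and only the smaller SD of the 2 batches sets the values apart. By that SD, thinning to 2000000 reads (−0.23) and the first PAS against the last (−0.16) came to the paper's value, and full depth (−0.13) and a change of at least 10 percentage points (−0.09) did not. For siPAPα thinning removed the difference (−0.81), and the first PAS against the last (−0.69), full depth (−0.50) and a change of at least 10 percentage points (−0.62) did not.

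For UR-APA the paper's log2(P/D) is about 0.7 for siStar-PAP and about −1.2 for siPAPγ in Fig. 2D, read by eye, and the values here were 0.44 and −0.96. In Fig. S3C it is about −1.7 for the double KD and about 0.7 for siStar-PAP of batch 2, read by eye, and the values here were −1.46 and 0.42. In batch 2 the paper's value lies within the 95% interval here (0.05 to 0.77). Thinning to 2000000 reads gave 0.65 (0.19 to 1.11) for siStar-PAP, −1.52 (−2.11 to −0.95) for siPAPγ and −2.13 (−2.63 to −1.65) for the double KD, and these intervals hold the paper's values. They are wide, as few calls remained (on average 34.8 and 99.6 genes for siPAPγ), and for siPAPγ and the double KD the values passed the paper's and lay further from it than those reported here. The intervals with full depth, a change of at least 10 percentage points and at least 50 reads do not hold the paper's values for these 3 KDs. By the SD of the 2 batches or the margin, the differences stayed in all 4 alternatives, and the direction was that of the paper in all of them.

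In Supplementary Figure S12 the paper's ratios of downregulated to upregulated genes with 3′UTR shortening are 1.8 for siPAPα, 1.8 for siPAPγ and 1.9 for the double KD, and the values here were 2.80, 3.69 and 4.15. With 3′UTR lengthening the paper's ratios are 1.5, 1.1 and 1.3, and the values here were 2.65, 2.74 and 2.85. The totals of the tables removed all 6 differences, with 1.83, 1.53 and 1.94 for shortening and 1.78, 1.03 and 1.30 for lengthening. A fold change above 2 removed none, and a fold change above 1.2 removed only that for siPAPα with shortening (2.49). With shortening, TMM factors removed the difference for the double KD (1.25) and not those for siPAPα (0.943) and siPAPγ (0.971), and DESeq2 size factors removed those for siPAPγ (1.06) and the double KD (1.23) and not that for siPAPα (1.02). These count as removed only by the margin of the value reported here, since the paper's 1.8 and 1.9 lie above the intervals of 0.887 to 1.28 (siPAPγ, DESeq2), 1.04 to 1.45 (double KD, DESeq2) and 1.06 to 1.48 (double KD, TMM). With lengthening, DESeq2 size factors removed the difference for siPAPα (1.03), and TMM factors did not (0.947). For siPAPγ both (0.731 with TMM and 0.787 with DESeq2) came within the margin of the paper's value. For the double KD both (0.882 and 0.869) were outside the margin but within 1.5 times of the paper's value. All of these lay on the other side of 1, so that the direction was not the paper's.

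In the numbers of regulated transcripts and genes, for which the paper's values are 8664 and 6481, the values here were 12161 and 8066, and with the total counted over the pair of libraries they were 8350 and 6313. The deposited table of batch 1 lists fewer unique PASs and genes than the paper states over all conditions.

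Some statements of the paper on direction, rank or specificity differ from the values here. The paper states that the KDs were specific among the PAPs, by immunoblot. PAPOLA RNA was at 42.8% of siCtrl in siStar-PAP of batch 1, and in batch 2 its change was within counting error (8.91 and 8.00 RPM). The 42.8% is by PASS read totals, with which the median log2 ratio of all genes was −0.49 in that library. Counts also varied more between libraries than the exact tests allow for, and the immunoblot measures protein. PAPOLG rose in siStar-PAP of batch 1, from 5 reads to 28 (exact p = 0.00222), and in batch 2 from 11 to 23 (exact p = 0.0147). Genes of low expression are stated to fall less in siPAPα and siPAPγ than in siStar-PAP. The difference between low and high expression was −0.51 and −0.44 in these and −0.41 in siStar-PAP, and with the level from the siCtrl of the other batch it was −0.26, −0.07 and −0.14. It had the paper's order with at least 50 reads (−0.22, −0.25 and −0.38) and with a pseudocount of 0.1 RPM (−0.27, −0.43 and −0.61). Isoforms using the 3′-most PAS are stated to fall in siStar-PAP. Of the regulated ones 48.9% fell, and in batch 2 50.0%. With reads divided by the dispersion, chosen after the results were seen, the shares were 52.5% (95% interval 44.9 to 59.9) and 52.2% (30.6 to 73.2). The rise of intronic isoforms in siStar-PAP and the opposite trend in siPAPα were found here as well. With reads divided by the dispersion, the downregulated share of intronic isoforms was 39.4% (27.6 to 52.2) in siStar-PAP and 46.2% (19.2 to 74.9) in batch 2. Both intervals include an even split. The interval in siPAPα did not (79.5%, 72.4 to 85.5).

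Of the 4-mers the paper names, UGUA, AUAA, AAUA, CAAU, GGGG, GGAG and GGGU ranked among the first 8 of their region, while GCUA ranked 18, CAUA 31 and GCCA 37. No effect of AUA motifs is stated for siPAPγ. PASs with at least 3 AUA trimers stood at percentile 2.24 there and those with at least 1 at percentile 100 (−0.29 against −0.32 for the others), and the distal isoforms with more AUA at percentile 2.02, against 0.01, 68.2 and 10.7 in siStar-PAP.

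For single genes, NEAT1 is stated to have one PAS fewer than the 6 listed here in batch 1, of which the last had 2 reads in siCtrl. Its distal PAS is stated to fall in siStar-PAP. Its RPM did, from 22.5 to 5.32, and its share of the gene's reads did not change detectably in batch 1 (77.9% and 76.5%), while in batch 2 it fell from 99.5% to 97.3% (adjusted exact p = 0.00508). The fall of the distal CHAF1A isoform is stated as specific to Star-PAP, while here its share fell from 7.16% to 0 reads in siStar-PAP, 0 in siPAPα and 0.514% in siPAPγ. For CYTH2 and EIF4A1 the fall was found in siStar-PAP only among the adjusted tests of batch 1.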

Other observations

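The tests of each siRNA's own seed, of seed matches between the proximal and distal PASs and of the control siRNA's seed were written before their results were seen. The edgeR fit over both batches and its rule for choosing genes were set before the data were examined. So were the use of TMM factors and of the expression level from the siCtrl of the other batch. The other tests of explanations in this part, including those that draw on these settings, were chosen after the results were seen.

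Genes with a match to the seed of the siRNA used fell more than matched genes. The percentile of their median log2 ratio among lists matched on level and 3′UTR length was 0.555 in siStar-PAP (−0.53 against −0.48, 2199 genes), 0.01 in siPAPα (−0.77 against −0.34, 96 genes) and 0 in siPAPγ (−0.45 against −0.37, 1690 genes). In the double KD it was 0.17 for the siPAPγ siRNA and 0 for the siPAPα siRNA, and in siStar-PAP of batch 2 it was 0. Bias of expression, length or GC content is argued against for batch 1, since after a fit on these each seed match was at rank 1 from the lowest of all 7-nt sequences in its own single KD (of 16314, 16332 and 16318). In the double KD the siPAPα match was at rank 23 and the siPAPγ match at rank 2 of 16314, while in batch 2 the match of the siStar-PAP guide was at rank 390 of 16229 and that of the passenger strand at 27. Among KDs made with another siRNA, the siPAPα match was at percentile 70.6 in siPAPγ and 86.6 in siStar-PAP, and the siPAPγ match at 47.5 in siStar-PAP and 99.3 in siPAPα. The siStar-PAP match was at 3.85 in siPAPα and 9.51 in the double KD. Its 49.1 in siPAPγ decides nothing, as the median of its genes and that of the matched lists were tied at −0.37. After the fit it was at rank 823 of 16318 in siPAPγ and at 2010 of 16332 in siPAPα. Its falls are thus less specific to its own KD. Silencing through the seed is a possible explanation of part of the falls, and the values bear on the label of siPAPγ, for which the counts of PAPOLG decide nothing.

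The seed does not account for the larger number of falling PAS transcripts in siStar-PAP. In genes with no 6-nt match in the 3′UTR the ratio of downregulated to upregulated PAS transcripts was 2.96 (95% interval 2.73 to 3.21), and in batch 2 it was 2.03 (1.70 to 2.45). Reads taken by the 100 most-read genes are argued against as the whole cause in siStar-PAP of batch 1. With these genes left out of the scaling the ratio was 1.55, where independent reads with no change gave 0.714. In batch 2 the ratio was 1.63 and such reads gave 1.39, a value from only 17.6 calls per draw on average, so batch 2 decides less. In siPAPα and siPAPγ the ratios then were 1.05 and 0.947, near 1 but above the 0.679 and 0.836 of grouped reads with no change. There the reads of these genes cannot be told apart from a fall of transcripts, because the draws do not settle which ratio stands for no change. A shift of composition over most genes cannot be told apart from a fall of most transcripts in siStar-PAP, because TMM factors, with which the ratio was 1.06, assume that most genes do not change. Loss of Star-PAP stays open as the biological explanation.

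For the lower distal PAS usage in siStar-PAP, 2 of the 2 genes EIF4A1 and CYTH2 have a 6-nt match to the siRNA's guide or passenger strand between the proximal and the distal PAS. For EIF4A1 it is a match to the passenger strand alone, and NEAT1, whose distal share did not change detectably in batch 1, has 1 as well. Genes with a 6-nt passenger match were at percentile 27.7 of the change in distal usage in batch 1 and at 2.27 in batch 2. Silencing of the distal isoform with no other change is argued against for EIF4A1, since the smallest ratio of its proximal PAS over 4 scalings and both batches was 1.34. The proximal PAS rose in the other KDs too, by 1.25 in siPAPα, 1.50 in siPAPγ and 1.30 in the double KD with reads scaled by PASS totals. A rise of the gene may thus be common to the KDs. These counts alone therefore cannot tell silencing of the distal isoform beside such a rise from a change in PAS choice. The paper has other evidence on this. It reports that siRNA-insensitive wild-type Star-PAP, but not a polymerase-dead form, restored the distal transcript and the protein. Mutating the AUA motif is reported to have largely recovered reporter expression in siStar-PAP, and Star-PAP to associate with RNA near the distal PAS. For CYTH2 silencing cannot be told apart from a change in PAS choice, because genes with a guide match between their PASs were at percentile 0.49 of the change in distal usage in batch 1 (−0.41 against 0.14 percentage points) and at 9.95 in batch 2.

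One 7-nt sequence, CACUACC, had the highest mean z of all 7-nt sequences in the rises of the batch 1 KDs (z of 8.20 in siStar-PAP, 6.21 in siPAPα and 8.09 in siPAPγ). It was at rank 1 from the highest of 16229 in siStar-PAP of batch 2 (z of 4.31, 409 genes), and at rank 2 in the double KD. Silencing through the seed of the control siRNA in the siCtrl libraries could explain a rise against siCtrl in every KD. Genes chosen by their change in batch 2 did not show it, with a match in 1 of 21 that rose (4.76%, against 5.81% in matched lists, percentile 46.0) and in 5 of 60 that fell (8.33%, percentile 81.0). The sequence of the control siRNA was not available here, and no biological explanation was tested.

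The log2 ratios of siStar-PAP of batch 2 correlated with those of all KDs of batch 1. Across genes Pearson's r was 0.284 with siStar-PAP and 0.286 with the mean of siPAPα and siPAPγ. GC content and expression level are argued against, since the partial r with siPAPα was 0.439 in 2786 genes with at least 200 reads in each batch. Chance values of the siCtrl library of batch 1 are argued against too, since r was 0.284 between libraries that share none. A response common to the KDs, or a change in siCtrl of both batches, may explain the 0.286. Of 76 genes with at least 50 reads and a log2 ratio more than 2 below the median in batch 2, chosen after their values were seen, 68 of 73 compared were also below the median in siPAPα.

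The siCtrl libraries of the 2 batches differed, with an SD of 2.07 for the log2 ratio of their RPM over 12590 genes. GC content of the 3′ ends as the whole cause is argued against, with a Spearman rho of −0.0124. The batches differ in protocol, and no biological explanation was tested.

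Of the PASs with 10 to 19 reads in siStar-PAP and siCtrl of batch 1, 30.6% had all reads in 1 library (2029 of 6623), and 0.0618% would by binomial sampling. Counting error of independent reads is thus argued against. Amplification duplicates cannot be told apart from changes between cultures, because the dispersion of 6.14 comes from single libraries. In batch 2 the share was 7.13%.

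Of the regulated APA isoforms of siStar-PAP in batch 1, 57.4% (3509 of 6109) changed in the same direction in batch 2, which argues against noise of single libraries as the whole cause. Of the calls in siPAPα, 56.5% (4000 of 7084) had the same direction in siStar-PAP of batch 2. Many of the changes may therefore not be specific to Star-PAP. For siPAPγ the share was 57.6% (2940 of 5100). Of the isoforms also called in batch 2, 75.4% of those of siStar-PAP (423 of 561), 68.6% of those of siPAPα (441 of 643) and 73.9% of those of siPAPγ (366 of 495) had the same direction. Among calls unique to the KD the share was 53.6% in siStar-PAP (95% interval 51.5 to 55.6), 52.0% in siPAPα and 50.2% in siPAPγ, and of those also called in batch 2 67.6% (125 of 185), 55.7% (108 of 194) and 57.6% (38 of 66).

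Genes with low expression fell more than those with high expression in siStar-PAP. With groups from the siCtrl of batch 2, which shares no reads with the ratio, the difference was −0.14. Whether it could arise without any effect is not known. No reads were drawn with no change for those groups, and only genes with reads in both libraries entered. Dependence of lowly expressed genes on Star-PAP stays open, and the rank of the KDs depends on the setting. With those groups the difference in siPAPα was −0.26, while with at least 50 reads it was −0.38 in siStar-PAP and −0.22 in siPAPα, and with a pseudocount of 0.1 RPM −0.61 and −0.27.

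GGGG was enriched upstream of PASs downregulated in siPAPα alone. GC content of the upstream 100 nt cannot be told apart from a preference for GGGG, because z fell to 2.20 against PASs matched on level and GC content and GGGG is itself part of that content. AAUAAA was less frequent near the same PASs, where GC content is argued against, with percentile 0.01 among lists matched on level and GC content. A sequence preference linked to PAPα stays open as a hypothesis.

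CALCB, ZNF37A and BRSK2 had the largest falls in siStar-PAP in the edgeR fit over both batches among genes with an adjusted p below 0.05, the same direction in both batches and at least 50 reads in each batch, with log2 fold changes of −3.74, −3.22 and −2.96 (adjusted p = 0.000381, 0.00923 and 0.0191, quasi-likelihood test). With batch 1 or batch 2 alone they were −2.83 and −4.87 for CALCB, −3.68 and −2.76 for ZNF37A, and −3.05 and −2.89 for BRSK2. CALCB had 1260 reads in siCtrl and 179 in siStar-PAP of batch 1, and 138 in siPAPα, 84 in siPAPγ and 76 in the double KD. BRSK2 had 98 and 12, and 12, 2 and 7 in the same KDs. ZNF37A had 64 reads in siCtrl and 7 in siStar-PAP of batch 2, and its log2 ratio was −1.11 in siPAPα, −2.17 in siPAPγ and −2.29 in the double KD.

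Upstream antisense sites held a lower RPM in every KD, with ratios to siCtrl of 0.700 in siStar-PAP, 0.593 in siPAPα, 0.620 in siPAPγ, 0.721 in the double KD and 0.684 in siStar-PAP of batch 2. With TMM factors the ratios were 0.976, 0.749, 0.806, 0.972 and 0.773.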
